# Complementary networks of cortical somatostatin interneurons enforce layer specific control

**DOI:** 10.7554/eLife.43696

**Published:** 2019-03-18

**Authors:** Alexander Naka, Julia Veit, Ben Shababo, Rebecca K Chance, Davide Risso, David Stafford, Benjamin Snyder, Andrew Egladyous, Desiree Chu, Savitha Sridharan, Daniel P Mossing, Liam Paninski, John Ngai, Hillel Adesnik

**Keywords:** neocortex, somatostatin, inhibition, Mouse

## Abstract

The neocortex is functionally organized into layers. Layer four receives the densest bottom up sensory inputs, while layers 2/3 and 5 receive top down inputs that may convey predictive information. A subset of cortical somatostatin (SST) neurons, the Martinotti cells, gate top down input by inhibiting the apical dendrites of pyramidal cells in layers 2/3 and 5, but it is unknown whether an analogous inhibitory mechanism controls activity in layer 4. Using high precision circuit mapping, in vivo optogenetic perturbations, and single cell transcriptional profiling, we reveal complementary circuits in the mouse barrel cortex involving genetically distinct SST subtypes that specifically and reciprocally interconnect with excitatory cells in different layers: Martinotti cells connect with layers 2/3 and 5, whereas non-Martinotti cells connect with layer 4. By enforcing layer-specific inhibition, these parallel SST subnetworks could independently regulate the balance between bottom up and top down input.

## Introduction

The neocortex is divided across its vertical axis into discrete layers. Excitatory principal cells (PCs) in each layer differentially encode and process sensory information (Feldmeyer, 2012; Harris and Shepherd, 2015), due in part to the fact that they receive different external inputs. ‘Bottom-up’ sensory inputs primarily enter L4, while ‘top down’ inputs target PCs in supragranular and infragranular layers. The relative impact of these two main input pathways is likely to be crucial for sensory-guided behavior. Dendrite-targeting somatostatin (SST)-expressing interneurons are well known for shaping sensory coding through lateral and recurrent inhibition, and for gating top-down input by regulating dendritic spiking and synaptic plasticity (Adesnik et al., 2012; Kim, 2016; Kvitsiani et al., 2013; Makino and Komiyama, 2015; Urban-Ciecko and Barth, 2016; Kato et al., 2017; Veit et al., 2017; Adesnik, 2017). While it is well established that SST neurons send and receive synaptic connections with neurons across multiple cortical layers (Apicella et al., 2012; Jiang et al., 2015; Jiang et al., 2013; Anastasiades et al., 2016; Otsuka and Kawaguchi, 2009; Yoshimura and Callaway, 2005; Kapfer et al., 2007), it is unclear whether SST circuits impact all layers in a global manner, or if instead they selectively control specific layers, which could have profound impacts for cortical computation.

Studies which have examined connectivity of SST cells (Fino and Yuste, 2011) and GABAergic interneurons more generally (Bock et al., 2011; Scholl et al., 2015; Hofer et al., 2011; Packer and Yuste, 2011) have found that inhibitory neurons interconnect with excitatory cells densely and non-selectively, which has led to the emerging hypothesis that excitatory circuits are overlaid by a ‘blanket of inhibition’. While these studies have usually focused on connectivity within a single layer, one possibility is that this principle generalizes to the rest of the circuit, meaning that SST cells wire up irrespective of layer to globally regulate cortical networks. However, the SST population is highly heterogeneous (Urban-Ciecko and Barth, 2016; Yavorska and Wehr, 2016) and can be divided into multiple subgroups of cells which exhibit distinct electrophysiological, morphological, genetic (Tasic et al., 2016), and in vivo functional properties (Kim, 2016; Kvitsiani et al., 2013; Muñoz et al., 2017; Ma et al., 2010; Reimer et al., 2014; Nakajima et al., 2014). Intriguingly, some of these subgroups target their axons to different laminar domains (Ma et al., 2006; Muñoz et al., 2014; Nigro et al., 2018), and it has been hypothesized that subgroups of SST cells might be specialized to differentially modulate the activity of specific layers (Muñoz et al., 2017), perhaps by forming distinct subnetworks. Such an architecture would allow for independent gating of different cortical pathways by complementary networks of SST interneurons.

We addressed these contrasting hypotheses by combining high-resolution optogenetic circuit mapping, paired intracellular recordings, single-cell RNA sequencing, and in vivo optogenetics. With a focus on SST neurons in layer 5, the layer in which they are most numerous, we identified two distinct sub-networks of SST neurons with strikingly contrasting connectivity and in vivo function. The first sub-group of SST neurons was composed of Martinotti cells (MCs), a well-studied cell type which has classically been defined by its ascending axonal projection to L1. The second subgroup was morphologically, transcriptionally, and synaptically distinct from MCs and composed of SST neurons that primarily target L4 instead of L1. The connectivity and function of this second sub-class of SST neurons, which have sometimes been referred to simply as ‘non-Martinotti’ cells or ‘NMCs’ (Muñoz et al., 2017; Ma et al., 2006; Nigro et al., 2018), are largely unknown.

Our data on L5 SST neurons show that these two SST subgroups comprise highly distinct inhibitory subnetworks that exhibit exquisitely specific and strikingly complementary laminar patterns of connectivity and in vivo impact. MCs receive input from L2/3 and L5, whereas NMCs receive input from L4 and the L5B/L6 border. In turn, MCs provide reciprocal inhibition to PCs in L5 but not to those in L4, while NMCs selectively inhibit PCs in L4. Optogenetically activating MCs and NMCs in vivo results in extremely distinct laminar patterns of suppression, suggesting they may have contrasting roles in sensory computation and behavior. Single-cell RNA sequencing on >2000 individual SST neurons revealed transcriptomically defined SST sub-classes that showed distinct somal lamination profiles across the cortical range of depth. Taken together, these results demonstrate that of these, two major subgroups of cortical SST cells, by virtue of their layer-selective synaptic connectivity, can independently modulate the activity of different cortical layers during sensation. This highly selective synaptic and functional architecture supports a model in which distinct sub-networks of SST neurons may fine tune the balance of activity across the layers of the neocortex.

## Results

### Two distinct sub-networks of SST neurons defined by layer-specific connectivity

To probe the synaptic architecture of SST circuits, we employed a combination of one and two photon optogenetics, single cell reconstructions, and paired recording. To make targeted recordings from SST neurons belonging to putatively different sub-classes, we took advantage of transgenic reporter mouse lines that label either all SST neurons (*Sst*-IRES-Cre) (Taniguchi et al., 2011), or different anatomical sub-classes of SST neurons in the barrel cortex (GIN, X94, and X98) (Ma et al., 2006; Oliva et al., 2000). We focused our investigation on SST neurons in L5 which harbors a large and diverse population of SST cells (Markram et al., 2004; Rudy et al., 2011). Consistent with prior data, the anatomy and intrinsic physiology of L5 GIN cells demonstrated that they are MCs (41/44; 93%; Figure 1a and Figure 1—figure supplement 1) (Wang et al., 2004; Kawaguchi, 1993; Fanselow et al., 2008; Kinnischtzke et al., 2012). By similar analyses, neurons in the X94 line were non-Martinotti cells (32/35; 91%), which formed a dense axonal plexus in L4 rather than L1 (Figure 1a, Figure 1—figure supplement 2) and exhibited quasi-fast-spiking electrophysiological phenotypes (Figure 1b, Figure 1—figure supplement 1). While the X94 line labels only ~15% of SST cells in L5 (Ma et al., 2006), additional recordings from L5 SST-TdT cells suggested that the X94 line subsamples the NMC population (consistent with a previous report) since 30–40% of recorded L5 SST cells exhibited an NMC phenotype (Figure 1—figure supplement 1c–g). Aligning biocytin reconstructions of L5 MCs and NMCs revealed that these two populations have strikingly complementary vertical profiles of neurite density: MCs primarily innervated layers 1, 2/3 and 5, and NMCs primarily innervated L4 and the L5/L6 border (Figure 1c). Although some is known about their differing anatomical and physiological features (Muñoz et al., 2017; Ma et al., 2006; Nigro et al., 2018), relatively little is understood about how these two sub-classes of SST neurons, especially NMCs, might differentially integrate into and influence the cortical excitatory network.

**Figure 1.**
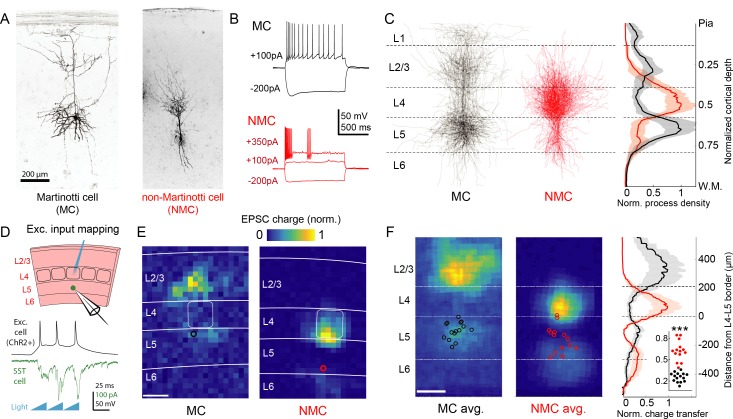
Optogenetic circuit mapping reveals complementary synaptic input patterns to two subtypes of L5 SST cells. (**A**) Confocal images of dye filled neurons revealing two morphological phenotypes of L5 SST cells. Left: an L5 GIN cell. Right: an L5 × 94 cell. Scale bar: 200 µm. (**B**) Example traces during current step injections from an L5 GIN cell (black) and an L5 × 94 cell (red). (**C**) Left: Overlaid morphological reconstructions of L5 GIN/MC cells (black, n = 14) and L5 × 94/NMCs (red, n = 10) showing differences in laminar distribution of neurites. Right: Normalized neurite density versus cortical depth for L5 GIN (black) and L5 × 94 cells (red). Data are represented as mean ±C.I. Note that these reconstructions do not distinguish between axon and dendrite; for detailed morphological analysis of these cells, see (Ma et al., 2006) (**D**) Schematic of experimental configuration. A digital micromirror device was used to focally photo-stimulate excitatory cells in different regions of the slice in order to map the spatial profile of excitatory inputs to GFP +L5 MCs (Emx1-Cre; GIN) or GFP +L5 NMCs (Emx1-Cre; X94). (**E**) Example heat maps of median EPSC charge transfer evoked at each stimulus site for example L5 SST cells. Left: An L5 MC that received inputs from L5 and L2/3. Right: An L5 NMC that received inputs from L4 and the L5/6 border. Soma locations are indicated by red/black bordered white dot). Scale bar: 200 µm. (**F**) Left: Grand averages of input maps reveal cell-type specific patterns of laminar input. Soma locations are indicated as above. Right: Normalized charge transfer versus distance from L4-L5 border for MC (black) and NMC (red) populations. Scale bar: 200 µm. Inset: Swarm plots showing the proportion of total evoked charge transfer in each map that originated from sites in L4 +L6, that is [L4+L6] / [L2/3+L4+L5+L6] for the MC (black; median, 27%; range, 13–36%) and NMC (red; median, 62%; range, 38–84%) populations. Proportions were significantly different between L5 MCs and L5 NMCs (25 ± 3% in n = 15 MCs versus 62 ± 7% in n = 14 NMCs, mean ±C.I.; p=6.5 · 10^−10^; two-sample t-test). See also Figure 1—figure supplement 1–4.

**Figure 1—figure supplement 1.**
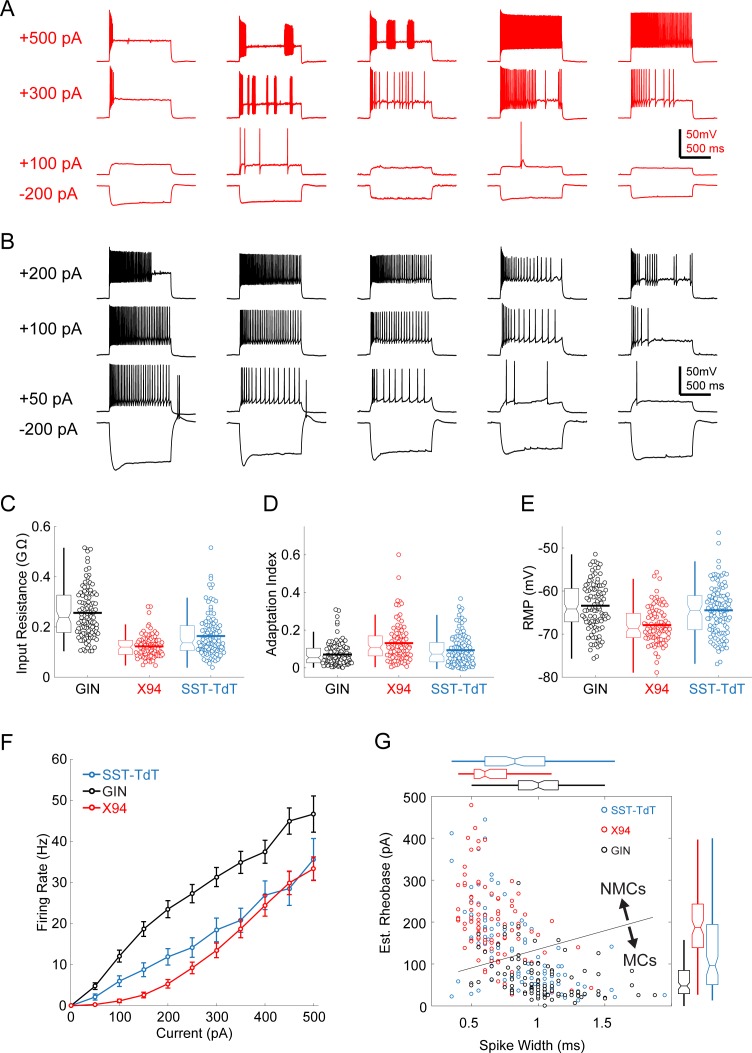
Intrinsic properties of L5 SST cells. (**A**) Example traces showing diverse spiking responses of L5 × 94 cells during current injection. (**B**) As in A, but for L5 GIN cells. Note that less current is being injected due to the greater input resistance of these cells. (**C**) Swarm and box-and-whisker plots of input resistance for L5 GIN cells (black), L5 × 94 cells (red), and L5 SST-TdT cells (gray). Thick horizontal line indicates distribution mean. (**D,E**) As in C, but for spike frequency adaptation index and resting membrane potential. (**F**) FI curves from L5 cells recorded in the SST-TdT line (gray), GIN line (black), or X94 line (red). (**G**) Scatter plot showing estimated rheobase and median spike width for L5 GIN cells (black), L5 × 94 cells (red), and L5 SST-TdT cells (gray). Box and whisker plots summarizing population statistics for these variables are in the margins. The blue line indicates the decision boundary for a linear support vector machine trained to classify L5 GIN cells and L5 × 94 cells based on these two variables; this classifier was in turn used to classify SST-TdT cells as putative NMCs or MCs.

**Figure 1—figure supplement 2.**
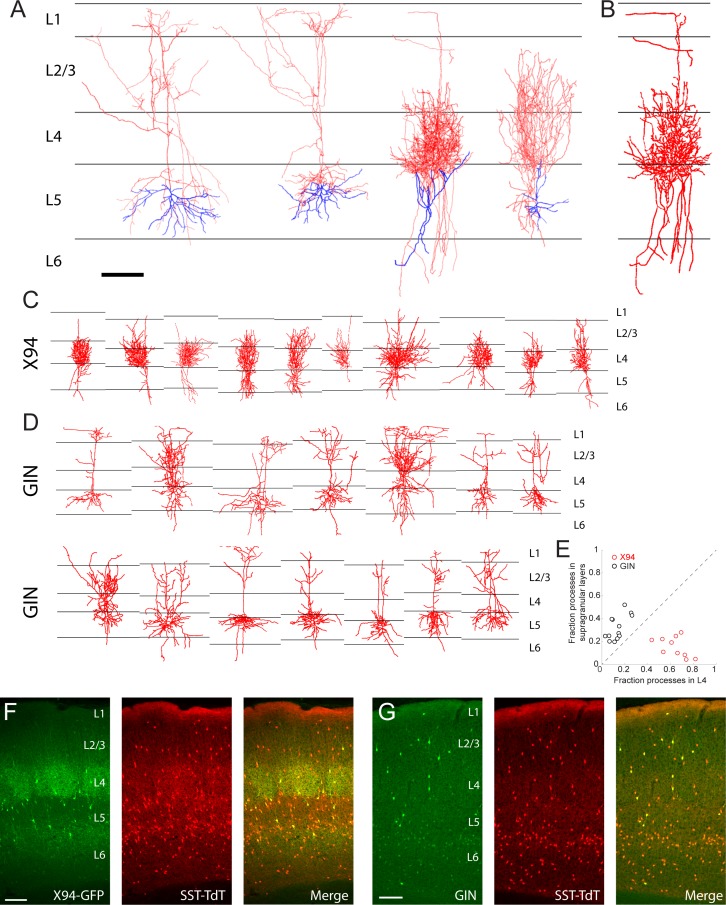
Morphological reconstruction of L5 SST cells. (**A**) Examples of biocytin reconstructions done manually at high magnification of two L5 MCs (left two) and two L5 NMCs (right two) showing axonal (red) and dendritic (blue) morphology. Scale bar 150 µm. (**B**) An example of a semi-automated reconstruction done at 10x magnification of an L5 NMC (compare to the third reconstruction in A). (**C**) Semi-automated reconstructions of L5 × 94 cells (**D**) As in C, but for L5 GIN cells. (**E**) Comparison of neurite density of L5 GIN cells and L5 × 94 cells in L4 versus the supragranular layers. (**F**) Coronal section of barrel cortex in an X94-GFP; SST-TdT mouse. TdTomato fluorescence can be seen in all layers, with a dense band in L1 from the axons of MCs. Dense axonal arborization of X94-GFP cells is visible in L4, and upper L6 to a lesser extent, but not in L1. (**G**) As in F, but for a GIN; SST-TdT mouse.

**Figure 1—figure supplement 3.**
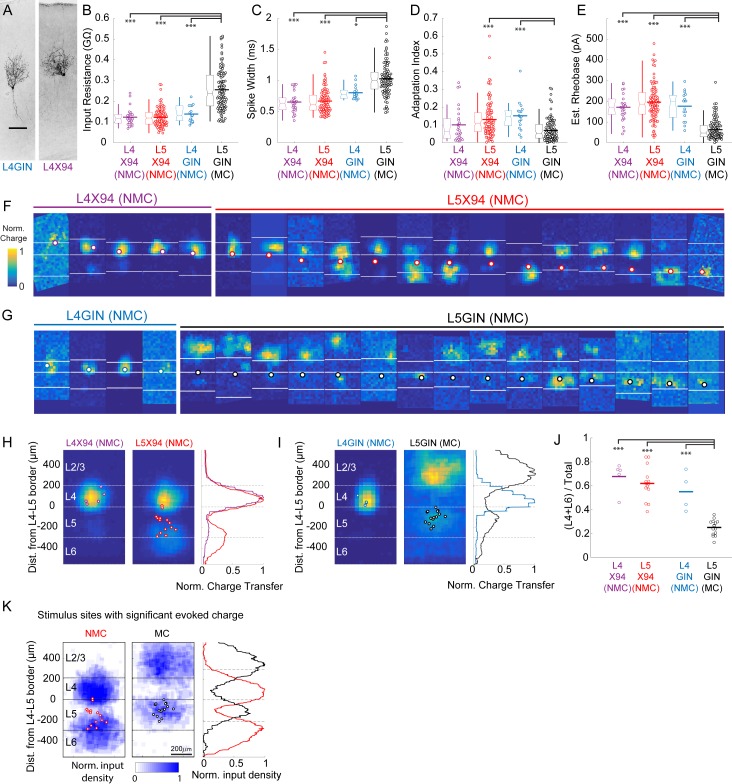
Comparison of intrinsic properties and excitatory inputs for L4 and L5 SST cells. (**A**) Biocytin fills of an L4 GIN cell (left) and an L4 × 94 cell (right), both exhibiting non-Martinotti morphology. (**B**) Input resistances for L4 × 94, L5 × 94, L4 GIN, and L5 GIN populations. Data are displayed as swarm plots, accompanied by Tukey box plots. The thick horizontal bar within the swarm indicates population mean. The L4 × 94, L4 GIN, and L5 × 94 populations have significantly lower input resistances than the L5 GIN population (L4 × 94, p=3.8 · 10^−9^; L5 × 94, p=3.8 · 10^−9^; L4 GIN, p=3.8 · 10^−5^; Wilcoxon rank-sum test versus L5 GIN population). (**C**) As in B, but for spike width. The L4 × 94, L4 GIN, and L5 × 94 populations have significantly shorter spike widths than the L5 GIN population (L4 × 94, p=4.0 · 10^−9^; L5 × 94, p=3.8 · 10^−9^; L4 GIN, p=0.029; Wilcoxon rank-sum test versus L5 GIN population). (**D**) As in B, but for adaptation index score. The L4 GIN and L5 × 94 populations have significantly shorter spike widths than the L5 GIN population (L5 × 94, p=1.5 · 10^−6^; L4 GIN, p=1.4 · 10^−4^; Wilcoxon rank-sum test) but the L4 × 94 was not significantly different. (**E**) As in B, but for estimated rheobase. The L4 × 94, L4 GIN, and L5 × 94 populations have significantly shorter spike widths than the L5 GIN population (L4 × 94, p=7.2 · 10^−9^; L5 × 94, p=3.8 · 10^−9^; L4 GIN, p=6.4 · 10^−7^; Wilcoxon rank-sum test versus L5 GIN population). (**F**) All excitatory input maps for X94 cells in L4 (left, orange) and L5 (right, red). Bordered white dots indicate the location of the recorded soma. (**G**). As in F, but for GIN cells in L4 (gray) and L5 (black). (**H**) Average maps for L4 and L5 NMCs. Both groups receive strong input from L4. L5 NMCs receive stronger inputs on average from the infragranular layers, though there was no significant difference between these groups nor a significant correlation of the depth of the recorded cell with the relative amount of input received from the deeper layers. (**I**) As in H, but for GIN cells. L4 GIN cells (NMCs) receive inputs primarily from L4 (similar to X94 cells) and are very different from L5 GIN cells (MCs). (**J**) L5 GIN MCs received a significantly smaller proportion of excitatory charge transfer originating from L4 and L6 than other cell types (L4 × 94, p=7.2 · 10^−9^; L5 × 94, p=3.8 · 10^−9^; L4 GIN, p=6.4 · 10^−7^; Wilcoxon rank-sum test versus L5 GIN population). (**K**) Averages of binary input maps for L5 NMCs and L5 MCs. Binary input maps were generated by testing whether evoked charge was statistically significant at individual stimulation sites. For each site, a permutation test was performed comparing evoked charge to a null distribution of charge generated by resampling from recording periods without stimulation. Maps were then thresholded for significance following a Bonferroni correction for multiple comparisons. Single asterisk indicates p<0.05, three asterisks indicates p<0.001.

**Figure 1—figure supplement 4.**
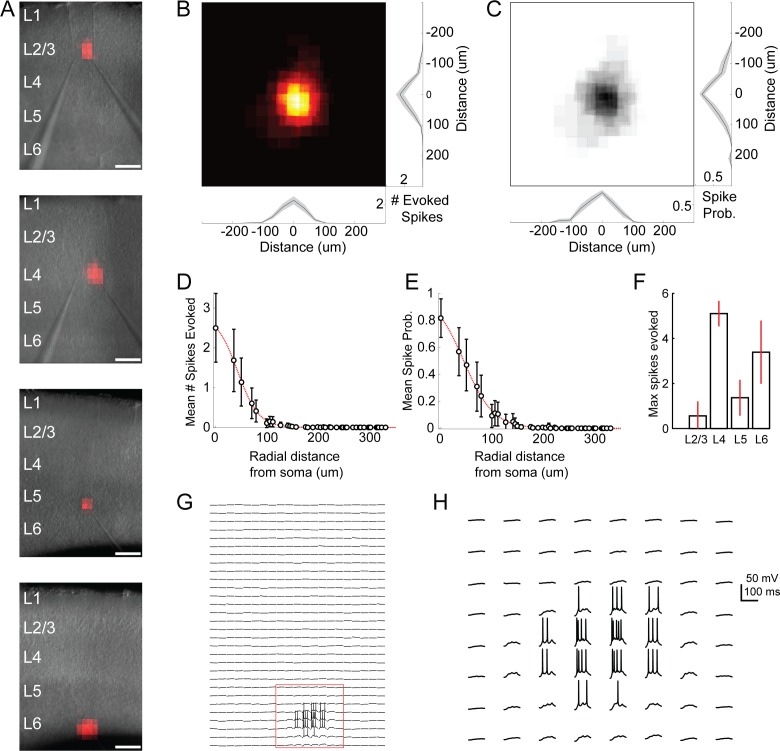
Excitation profiles of ChR2 +cells in Emx-Cre DMD-based one photon optogenetic mapping experiments. (**A**) Example spiking heatmaps recorded from cells in L2-6, overlaid on infrared images of slices. Scale bar indicates 175 µm. (**B**) Average map of # of evoked spikes per trial in n = 20 ChR2 +cells. Maps are centered on the somata of recorded cells. (**C**) As in B, but for probability of evoking at least one spike per trial. (**D**) Average number of spikes evoked as a function of radial distance from ChR2 +cell soma. (**E**) As in D, but for probability of evoking at least one spike. (**F**) Max number of spikes evoked per trial at the most effective stimulus site (e.g. over the soma) for ChR2 +cells in different layers. Errorbars denote 95% C.I. (**G**) Example traces corresponding to the bottom heatmap in A. Spiking is evoked only during perisomatic photostimulation. (**H**) Expanded view of red boxed region in F. Bursts of spikes are evoked in a single trial during direct stimulation of the soma.

To begin to answer this question, we first asked whether MCs and NMCs receive different patterns of excitatory inputs across the cortical layers. We transgenically expressed ChR2 in cortical excitatory neurons across all layers, and used scanning photostimulation to map the spatial profile of excitatory inputs to NMCs and MCs (Figure 1d,e,f; Figure 1—figure supplement 4). Remarkably, we found that L5 MCs and NMCs receive inputs from highly specific and largely non-overlapping sources. MCs, but not NMCs, frequently received excitatory input from either upper L5, L2/3, or from both L2/3 and L5, but received little input from L4 or L6, broadly consistent with prior studies (Apicella et al., 2012; Jiang et al., 2015; Anastasiades et al., 2016; Kapfer et al., 2007). In contrast, NMCs received strong input from L4 and/or the L5B/L6 border (Figure 1e,f; input from L4 and L6 was 62 ± 7% of total input for n = 14 NMCs versus 25 ± 3% for n = 15 MCs; p=6.5 · 10^−10^; two sample T-test; see also Figure 1—figure supplement 3) but relatively little input from L2/3 and L5. Thus, L5 MCs and NMCs appear to receive distinct and complementary patterns of excitatory innervation. An important caveat to these experiments is that our optogenetic stimulation did not recruit the same amount of activity in excitatory neurons across different layers (Figure 1—figure supplement 4f), presumably due to differences in intrinsic excitability or opsin expression levels. Although this makes it difficult to assess the relative strength of laminar input pathways in an absolute sense, stimulation of sites in non-preferred layers (e.g. stimulating L2/3 while recording from an L5 NMC) almost never evoked a response that was significantly greater than the background level of EPSCs, except at sites which were close to the borders between layers (Figure 1—figure supplement 3k). This suggests that input from most sites in non-preferred layers (L4 and L6 for MCs, L2/3 and L5A for NMCs) was either absent or too small to be detected via this method.

The striking laminar differences in inputs to NMCs and MCs suggested that they might be differentially recruited by activity of different cortical layers. To test this possibility, we specifically photo-stimulated L4 excitatory neurons via Cre-dependent expression of ChR2 in *Scnn1*-Cre mice (crossed to GIN or X94; Figure 2a). L4-specific photo-stimulation (with two different stimulus protocols, across four different intensities) drove large EPSCs in NMCs but evoked little to no input in MCs under identical conditions (Figure 2b,c; Figure 2—figure supplement 1). Current clamp recordings under the same conditions showed that L4 photo-stimulation reliably drove spiking in L5 NMCs, but not in L5 MCs (Figure 2b,d; Figure 2—figure supplement 1) despite the fact that MCs are intrinsically more excitable than NMCs (Figure 1—figure supplement 1). The lack of evoked responses in MCs was not due to differences in the degree of L4 activation (see Figure 2—figure supplement 1 for controls). Thus, these results indicate a stark difference between L5 NMCs and MCs: L4 densely innervates and powerfully drives firing in L5 NMCs, but not L5 MCs.

**Figure 2.**
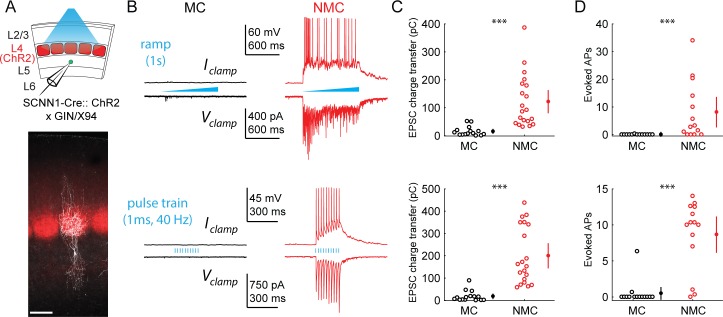
L4 photo-stimulation excites L5 NMCs but not L5 MCs. (**A**) Top: Schematic of the experimental configuration. L5 × 94 or GIN cells were recorded during photo-stimulation of L4 excitatory neurons. Bottom: Confocal image of a filled L5 × 94 neuron (white) with ChR2-TdTomato expression (red) visible in L4. Scale bar: 150 µm. (**B**) Top row: Example traces recorded in the current clamp (upper traces) or voltage clamp (lower traces) configurations during a 1 s ramp photo-stimulation. Bottom row: As above, but for photo-stimulation with a 40 Hz train of ten 1 ms pulses. (**C**) Quantification of excitatory charge transfer during maximum intensity 1 s ramp stimulation trials. Mean 122 ± 41 pC in n = 20 NMCs versus 15 ± 8 pC in n = 15 MCs; p=3.9 · 10^−6^, Wilcoxon rank sum test. (**D**) Quantification of the mean number of evoked action potentials during maximum intensity 1 s ramp stimulation trials. Mean 8.1 ± 5.5 spikes per trial in n = 15 NMCs versus 0.03 ± 0.05 spikes per trial in n = 15 MCs; p=6.6 · 10^−4^, Wilcoxon rank sum test. (**E**) As in C, for maximum intensity 40 Hz pulse train stimulation. Mean 200 ± 56 pA in n = 20 NMCs versus 18 ± 12 pA in n = 15 MCs; p=2.8 · 10^−6^, Wilcoxon rank sum test. (**F**) As in D, for maximum intensity 40 Hz pulse train stimulation. Mean 8.7 ± 2.4 spikes per trial in n = 15 NMCs versus 0.5 ± 0.9 spikes per trial in n = 15 MCs; p=1.5 · 10^−6^, Wilcoxon rank sum test. Error bars denote mean ±95% confidence interval. Three asterisks denotes p<0.001.

**Figure 2—figure supplement 1.**
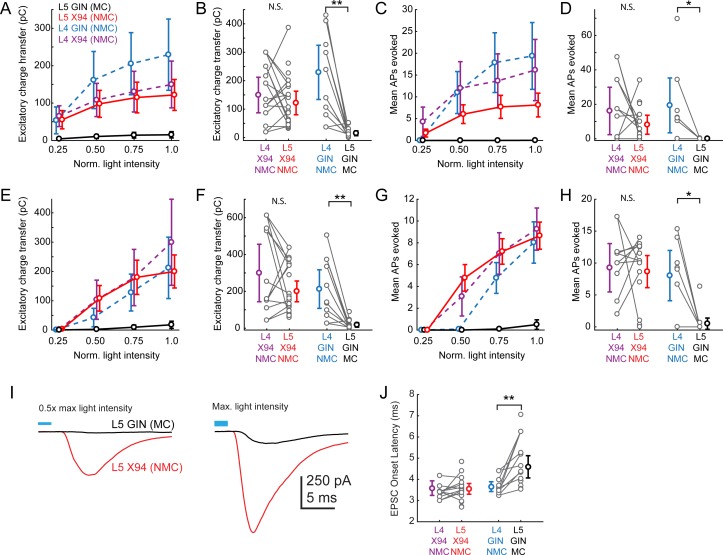
Responses of L4 and L5 SST cells to L4 photo-stimulation. The aim of these experiments was to compare the amount of L4 input received by L5 NMCs and L5 MCs, which required us to perform experiments in two sets of animals (SCNN1-Cre; X94 mice and SCNN1-Cre; GIN mice). Whenever possible while recording from an L5 × 94 (NMC) or L5 GIN (MC), we also recorded simultaneously from an L4 NMC, exploiting the fact that in L4, NMCs are labeled in both the X94 and the GIN lines. This configuration acts as a control for possible variability (e.g. in opsin expression, slice health) that is bound to occur to some extent between different slices and animals. (**A**) Dose response profile of excitatory charge transfer evoked during 1 s ramp stimulation of L4 for X94 cells in L4 (purple) and L5 (red) and for GIN cells in L4 (blue) and L5 (black). To assess differences between groups, we fit a linear mixed-effects model with fixed effects parameters for the slope of the stimulus-response function and random effects slope parameters for each slice and cell recorded, along with a single intercept term. The L5 GIN cell group had a significantly lower fixed effects slope coefficient than the L5 × 94 (p=2.1 · 10^−5^), L4 × 94 (p=3.1 · 10^−5^), and L4 GIN groups (p=2.0 · 10^−9^). (**B**) Mean excitatory charge transfer evoked during maximum intensity 1 s ramp stimulation of L4. Gray lines indicate pairs of cells recorded in the same slice. Charge transfer was not significantly different between L4 × 94 cells and L5 × 94 cells on a pairwise basis (169.1 ± 91.5 pC versus 118.7 ± 44.0 pC; p=0.10, paired t-test), but was significantly different between L4 GIN cells and L5 GIN cells (229.4 ± 95.3 pC versus 15.2 ± 8.4 pC; p=0.002, paired t-test). (**C,D**) As in A,B, but for mean number of action potentials evoked in L5 SST cells recorded in current clamp during 1 s ramp photo-stimulation. F-tests on coefficients of a linear mixed-model indicated that the L5 GIN cell group had a significantly lower fixed effects slope coefficient than the L5 × 94 (p=0.03), L4 × 94 (p=1.0 · 10^−3^), and L4 GIN groups (p=1.7 · 10^−4^). The mean number of spikes evoked was not significantly different between L4 × 94 cells and L5 × 94 cells on a pairwise basis (20.4 ± 23.7 spikes versus 9.0 ± 6.0 spikes; p=0.14, paired t-test), but was significantly different between L4 GIN cells and L5 GIN cells (19.4 ± 16.0 spikes versus 0.03 ± 0.05 spikes; p=0.034, paired t-test). (**E,F**). As in A,B, but for excitatory charge transfer in L5 SST cells recorded in voltage clamp during a train of ten 1 ms pulses at 40 Hz. F-tests on coefficients of a linear mixed-model indicated that the L5 GIN cell group had a significantly lower fixed effects slope coefficient than the L5 × 94 (p=1.2 · 10^−6^), L4 × 94 (p=3.5 · 10^−9^), and L4 GIN groups (p=5.2 · 10^−16^). Charge transfer was not significantly different between L4 × 94 cells and L5 × 94 cells on a pairwise basis (309.1 ± 220.6 pC versus 191.5 ± 58.8 pC; p=0.055, paired t-test), but was significantly different between L4 GIN cells and L5 GIN cells (212.2 ± 104.7 pC versus 18.0 ± 12.2 pC; p=0.002, paired t-test). (**G,H**). As in A,B, but for mean number of action potentials evoked in L5 SST cells recorded in current clamp during a train of ten 1 ms pulses at 40 Hz. F-tests on coefficients of a linear mixed-model indicated that the L5 GIN cell group had a significantly lower fixed effects slope coefficient than the L5 × 94 (p=1.2 · 10^−6^), L4 × 94 (p=5.3 · 10^−9^), and L4 GIN groups (p=2.2 · 10^−14^). The mean number of spikes evoked was not significantly different between L4 × 94 cells and L5 × 94 cells on a pairwise basis (9.8 ± 6.2 spikes versus 8.6 ± 2.6 spikes; p=0.56, paired t-test), but was significantly different between L4 GIN cells and L5 GIN cells (8.0 ± 3.9 spikes versus 0.5 ± 0.9 spikes; p=0.0068, paired t-test). (**I**) Plots of the grand average EPSC evoked at mild intensity (top; 0.625 mW·mm (Harris and Shepherd, 2015)) pulse and maximum intensity stimulation (bottom; 1.25 mW·mm (Harris and Shepherd, 2015)) of L4 for L5 MCs (black) and L5 NMCs (red). Low intensity stimulation produced robust EPSCs in L5 NMCs but not L5 MCs. High intensity stimulation was able to evoke EPSCs L5 MCs but with a delayed onset. (**J**) Plot of average EPSC onset latency in response to maximum intensity pulse stimulation of L4 (as seen in bottom panel of I) in different SST cell populations. Gray dots indicate individual cells in each group; cells connected by gray lines indicate neurons recorded in the same preparation (usually simultaneously). EPSC onset latency is uniformly longer for L5 MCs compared to paired L4 NMCs. Errorbars indicate mean ±95% confidence interval.

### Common input mapping reveals subnetwork structure in L5 SST cell output

We next asked whether NMCs and MCs also exhibit layer-specificity in their inhibitory outputs. Since SST cells have been implicated in generating feedback inhibition (Adesnik et al., 2012; Kapfer et al., 2007; Silberberg and Markram, 2007), we hypothesized that MCs and NMCs might target their inhibitory outputs in order to reciprocally inhibit the same PC populations that excite them. For example, NMCs but not MCs would inhibit L4 PCs, whereas MCs but not NMCs would inhibit L5 PCs. Alternatively, MCs, NMCs, or both cell types could globally target PCs within and across layers non-selectively. To address this, we used two photon optogenetic circuit mapping to determine whether the outputs of individual SST cells (in the non-specific SST-Cre line) diverge onto PCs in multiple layers. If individual SST cells target either L4 or L5 PCs, but not both, then we should never observe common input to pairs of L4 and L5 PCs when photo-stimulating single SST neurons. This can be tested by mapping optogenetically evoked unitary SST inhibitory connections onto multiple PCs recorded simultaneously and analyzing the spatiotemporal coincidence of evoked IPSCs onto different pairs of PCs, thereby measuring the amount of common input shared between pairs of PCs in different layers (Yoshimura et al., 2005; Morgenstern et al., 2016), (Merel et al., 2016). Although this approach does not discriminate between MCs and NMCs directly, it performs a more stringent test by extending our hypothesis to apply to the structure of the outputs of the L5 SST population as a whole, rather than the sparser subsets set labeled in the GFP lines. To maximize the spatial precision of photo-stimulation we used a soma-targeted opsin (Figure 3a,b,c) (Baker et al., 2016) and computer-generated holography (Figure 3a,b; Figure 3—figure supplement 1a). Since SST → PC synapses are often located on the distal dendrites of PCs, we recorded IPSCs using a cesium-based internal solution, and took additional steps to minimize false negatives (see Materials and methods). Using this method, we simultaneously mapped SST inputs to pairs of L4-L5 PCs and L5-L5 PCs (Figure 3d,e,f; Figure 3—figure supplement 2f).

**Figure 3.**
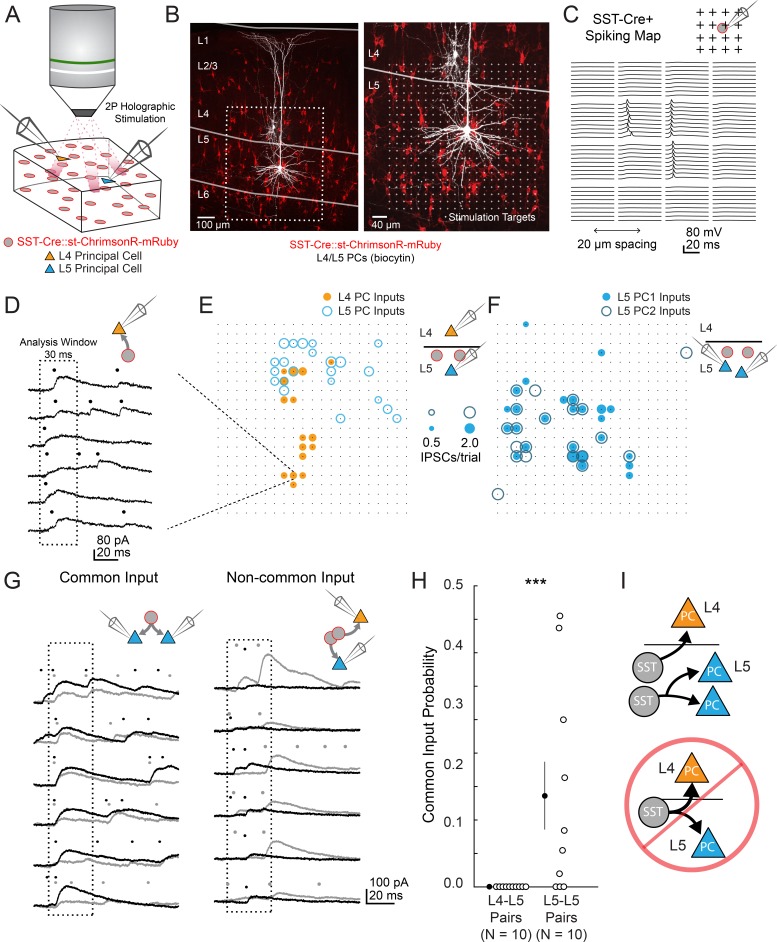
two photon optogenetic circuit mapping reveals that L4 and L5 PCs are inhibited by separate populations of L5 SST cells. (**A**) Schematic of the experimental configuration. IPSCs are recorded from a pair of PCs (either an L4/L5 pair or an L5/L5 pair) while SST cells expressing soma-targeted ChrimsonR-mRuby2 are focally activated using 2P photo-stimulation and computer generated holography. (**B**) Left: post-hoc confocal image showing SST cells expressing soma-targeted-ChrimsonR-mRuby2 (red) and biocytin fills of recorded PCs in L4 and L5 (white) at 10x magnification. Right: Confocal image at 20x magnification showing the grid of photo-stimulated target locations. Both images are max z-projections over 100 μm. (**C**) Spatial photo-excitation profile of a soma-targeted-ChrimsonR-mRuby2 expressing SST cell. Whole cell current-clamp recordings from this cell showing multiple trials of photo-stimulation at a 4 × 4 subsection of the photo-stimulation grid with 20 μm spacing between stimulation locations. The SST cell is recruited to spike only at a small number of stimulation sites, but does so reliably and with low jitter across trials at these sites. (**D**) Example traces showing IPSCs recorded from an L4 PC during SST photo-stimulation at a single site (corresponding to black boxed square in **E**) over multiple trials. Dots above each trace indicate the onset time of detected IPSCs (p=0.0003, Poisson detection). (**E**) Example overlay of maps showing the mean number of IPSCs at detected input locations during photo-stimulation for a simultaneously recorded L4 PC-L5 PC pair. Bubble size indicates the mean number of IPSCs evoked (deviation from background rate) per trial. (**F**) As in E, but for an L5 PC-L5 PC pair. (**G**) Example traces illustrating method for detection of common SST-mediated inputs to pairs of simultaneously recorded PCs. Left: IPSC traces at a single site recorded simultaneously in two PCs (each PC is indicated by black or grey traces) and corresponding detected IPSCs. IPSCs with synchronous onset occur in many trials, despite the trial-to-trial jitter in IPSC onset, suggesting that a SST cell which diverges onto both recorded PCs is being stimulated at this site (p=0.0005, synchrony jitter test). Right: IPSC traces from a different site. Evoked IPSCs are observed in both cells, but the lack of synchronicity suggests they arise from separate, neighboring SST cells (p=0.4). Dots above each trace indicate the estimated onset time of detected IPSCs. (**H**) Probability of detecting common SST input per photo-stimulated site for pairs consisting of L4 PCs and L5 PCs versus pairs consisting of two L5 PCs. No common input locations were detected in n = 10 L4-L5 pairs versus 13.7 ± 5.1% of all input locations locations stimulated in n = 10 L5-L5 pairs; p=1.1 · 10–3, Wilcoxon rank sum test Data are summarized by mean ±S.E.M. (**I**) Schematic of main result for SST outputting mapping. Individual L5 SST cells form inhibitory connections onto L4 PCs and or L5 PCs but not both.

**Figure 3—figure supplement 1.**
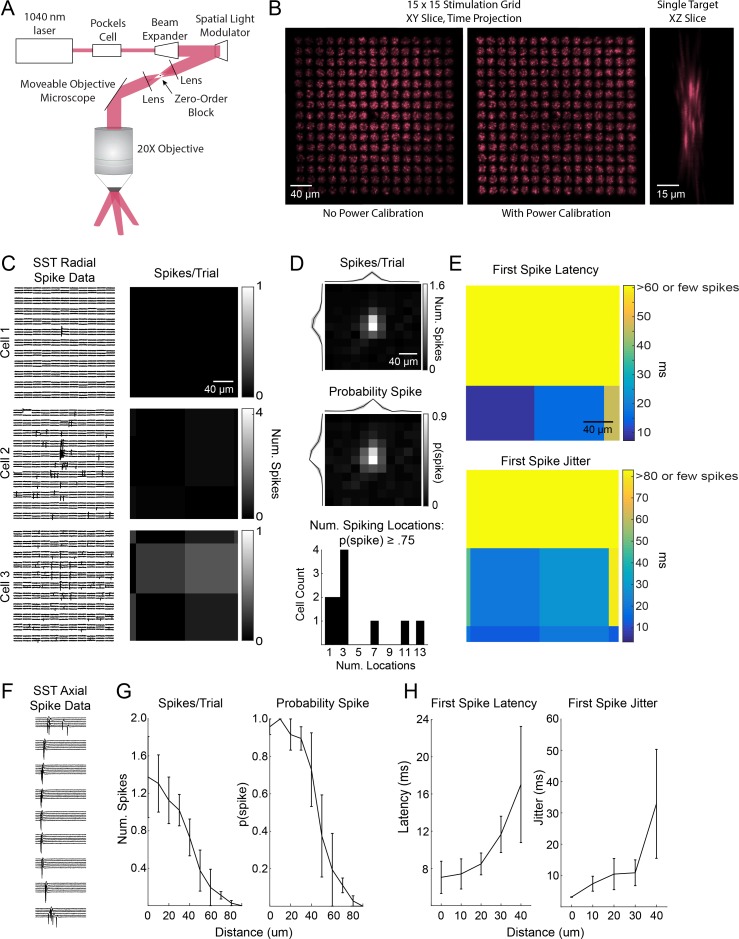
Excitation profiles of st-ChrimsonR-expressing SST cells in multiphoton holographic SST-Cre mapping experiments. (**A**) Schematic of the CGH-based stimulation microscope. (**B**) Imaging stimulation holograms with two-photon induced fluorescence in a thin fluorescent slide. Left: Time projection of a stimulation sequence covering a 15 × 15 grid of targets at 20 μm spacing before power calibration. Middle: As in Left but with power calibration. Left: XZ slice of a single target. Note that excitation is confined to a small volume and that power calibration results in more uniform excitation radially. The decrease in fluorescence in the middle of the two stimulation grids is due to the zero-order block. (**C**) Example plots of the lateral resolution of photo-stimulation. Left column: Raw cell-attached data of light-evoked spiking for example SST cells. Right column: average number of spikes evoked per trial at each location. Locations are 20 µm apart as in mapping experiments. (**D**) Radial spike count statistics. Top: Average map of the number of evoked spikes per trial in st-ChrimsonR +cells (n = 11). Maps are centered on the somata of recorded cells. Middle: As in top, but for probability of evoking at least one spike per trial. Bottom: Histogram of number of locations per cell which evoked a spike at least 75% of the trials. (**E**) Radial spike timing statistics. Top: Average first spike latency for st-ChrimsonR +cells (n = 11). Yellow indicates that the average was >60 ms or that too few spikes were observed across cells at those locations to obtain a good estimate. Bottom: Average first spike jitter, computed as the full-width half-maximum of the first spike times. Yellow indicates a jitter of greater than 80 msec or that too few spikes were observed across cells at those locations. (**F**) Data from an example cell as the hologram is moved axially. Distance between locations is 10 µm. (**G**) Axial spike count statistics. Left: Average number of evoked spikes as a function of axial distance for st-ChrimsonR +cells (n = 4). Right: As in left, but for the probability of at least one spike per trial. (**H**) Axial spike timing statistics. Left: Average first spike latency as a function of axial distance (n = 4 cells). Right: First spike jitter as a function of axial distance for st-ChrimsonR +cells (n = 3).

**Figure 3—figure supplement 2.**
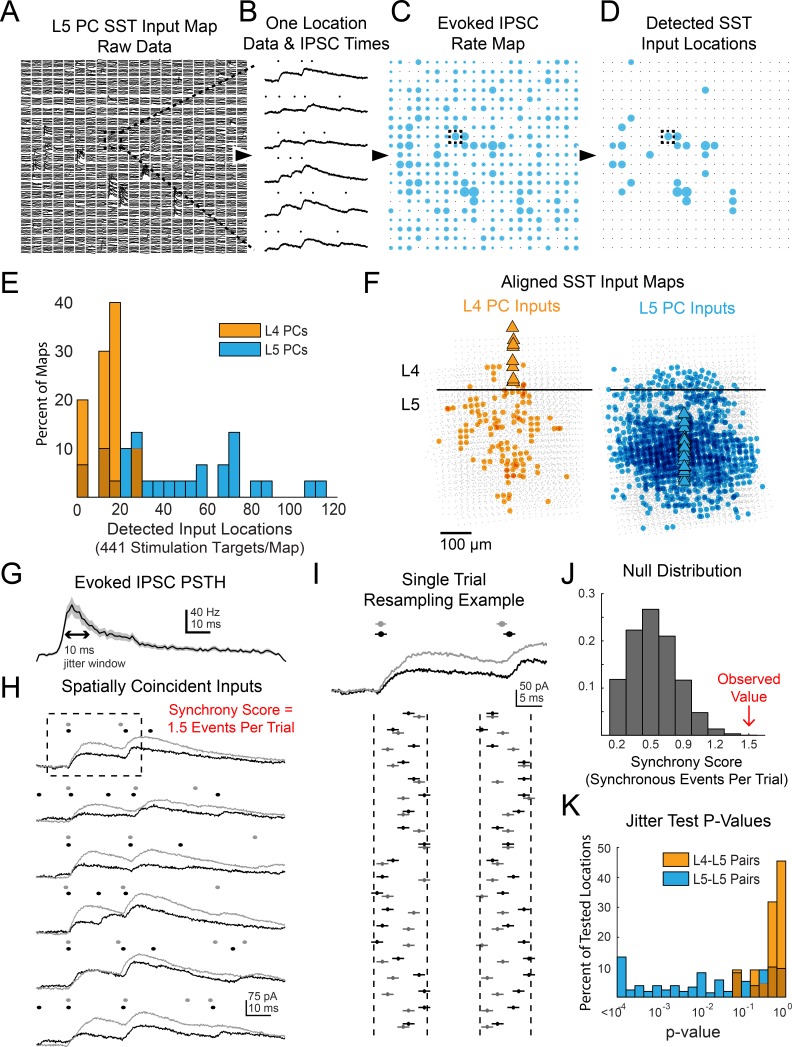
Data processing and additional results for multiphoton SST output mapping. (**A**) Example of raw data a single map onto a L5 PC. Dashed box shows location for which data is shown in B. (**B**) Example of Bayesian PSC detection on all six trials from a single location from the map in A. (**C**) A map showing the evoked IPSC rates at each location for the map from A. Dashed box shows location of data from B. (**D**) As in C except only locations which pass FDR detection are shown. (**E**) Histograms showing the number of locations with evoked IPSCs in each map recorded for both L4 and L5 PCs. (**F**) Overall spatial input distributions for SST cells in L5 to both L4 PCs (left, n = 10) and L5 PCs (right, n = 28). Maps are aligned vertically to the L4-L5 border and horizontally to the PC soma. For this representation all inputs are plotted with the same size circle. (**G**). PSTH of IPSC times aggregated from all locations with detected evoked IPSC rates. A 10 ms duration which matches the jitter duration for temporal synchrony is marked for comparison. (**H**) As in B except showing data and IPSC detection for two simultaneously recorded L5 PCs. The synchrony score for this location is 1.5 events/trial. Dashed box shows data used for I. (**I**) Example of 20 resamplings of the events during the analysis window for the first trial shown in H. Vertical dashed lines show discrete event jittering windows. Horizontal lines on each event span 2 ms such that if the lines from two events overlap then they would be counted as synchronous. (**J**) Null distribution of synchrony score from event time series resampling of the data in H. The observed value is from the far right extreme of the distribution. (**K**) Histograms of p-values for all spatially overlapping locations for all pairs from jitter synchrony tests.

In L4-L5 PC pairs we observed very little common input when photo-stimulating SST neurons, but substantial common input in L5-L5 pairs (2.4 ± 1.3% spatially coincident inputs out of all input locations in n = 10 L4-L5 pairs, versus 28 ± 6.7% in n = 10 L5-L5 pairs; p=1.2 · 10^−3^, Wilcoxon rank sum test). Given that occasionally more than one SST cell might be photostimulated at any given target location (Figure 2—figure supplement 1d,g), we employed a statistical test for fine time scale synchrony of IPSCs between the patched cells at each candidate location (where both cells received input) to determine whether the IPSCs truly arose from a single SST cell diverging onto both recorded PCs (Amarasingham et al., 2012, Figure 3g, Figure 3—figure supplement 2g,h,i,j). Using this far more conservative test for the detection of common input, we detected no locations in which stimulation evoked common inputs for L4-L5 pairs, whereas we detected at least one common input in 7 of 10 L5-L5 pairs (Figure 3h; no locations in n = 10 L4-L5 pairs versus 13.7 ± 5.1% of all input locations in n = 10 L5-L5 pairs; p=1.1 · 10^−3^, Wilcoxon rank sum test; see also Figure 3—figure supplement 2k). These data argue that individual L5 SST cells connect to either L4 PCs or to L5 PCs, but never to both. In other words, L4 PCs and L5 PCs are inhibited by non-overlapping subnetworks of L5 SST cells.

### Paired recordings show dense, reciprocal, and selective intra- and translaminar connectivity

To unequivocally confirm the input/output mapping suggested by the optogenetic data presented above, we made paired intracellular recordings between both types of SST neurons and PCs in L4 and L5. We targeted L5 MCs and NMCs with the GIN and X94 lines as above, but also used the SST-TdT line to identify L5 SST cells more generally, and classified SST-TdT cells as putative MCs or NMCs based on their electrophysiological properties (Figure 1—figure supplement 1g; Table 1) and/or morphology. We observed extremely frequent L5 NMC → L4 PC connections (36/67 pairs tested; 54%; Figure 4a,b), even across long inter-somatic distances (183 ± 67 µm, mean ±S.D.; Figure 4—figure supplement 1), suggesting that L5 NMCs connect densely onto L4. In the opposite direction, we also frequently observed monosynaptic excitatory connections from L4 PCs onto L5 NMCs, consistent with the optogenetic experiments above (39/72 pairs tested; 54%). These synapses exhibited profound short-term facilitation during sustained high-frequency firing in the presynaptic cell (Figure 4a; Figure 4—figure supplement 3), which is a hallmark of excitatory connections onto SST cells, (Kapfer et al., 2007; Beierlein et al., 2003; Berger et al., 2009) including NMCs (Beierlein et al., 2003; Hu and Agmon, 2016; Tan et al., 2008). In cases where we tested connectivity bidirectionally, we frequently observed reciprocal connections (23/56 pairs tested; 41%). Thus, L5 NMCs and L4 PCs form a translaminar feedback inhibitory motif. We also observed frequent connections from L5 NMCs onto L4 fast-spiking (FS) cells (12/23 pairs tested; 52%; Figure 4—figure supplement 2), similar to a known circuit in which L4 non-Martinotti SST cells inhibit L4 FS cells (Ma et al., 2006; Xu et al., 2013).

**Figure 4.**
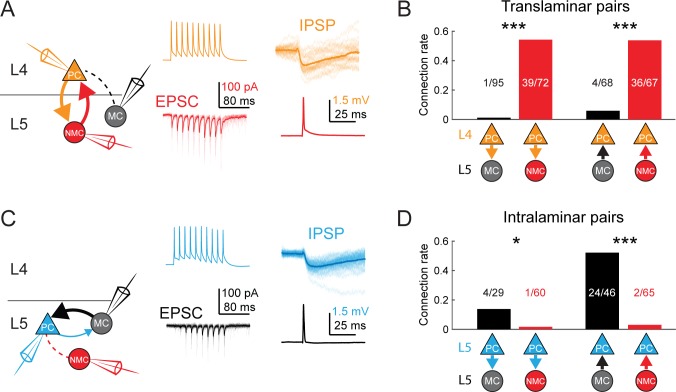
MCs and NMCs exhibit different patterns of monosynaptic connectivity with L4 and L5 PCs. (**A**) Paired recordings of L4 PCs (orange) and L5 NMCs/MCs (red/black).). Left: schematic of the tested circuit. Middle: example traces of evoked spikes in a L4 PC (orange) and the excitatory synaptic current in a L5 NMC (red). Right: example traces of evoked IPSPs in a L4 PC (orange) in response to a single action potential in a L5 NMC (red). (**B**) Bar graph summarizing translaminar connection rates between L4 PCs and L5 MCs (black bars) and L4 PCs and L5 NMCs (red bars). p<10^−6^ for L4PC→L5MC (n = 95 connections tested onto 39 MCs) versus L4 PC→L5 NMC connection rate (n = 72 connections tested onto 51 NMCs); p=2·10^−6^ for L5MC→L4PC (n = 68 connections tested from 35 MCs) versus L5 NMC →L4PC connection rate (n = 67 connections tested from 51 NMCs); Monte Carlo permutation test. (**C**) As in A, but intralaminar pairs between L5 MCs/NMCs and L5 PCs (blue). (**D**) As in B, but for intralaminar connections with L5 PCs. p=0.020 for L5 PC→L5 MC (n = 29 connections tested onto 20 MCs) versus L5 PC→L5 NMC connection rate (n = 60 connections tested onto 35 NMCs); p<10^−6^ for L5 MC→L5 PC (n = 46 connections tested from 30 MCs) versus L5 NMC →L5 PC connection rate (n = 65 connections tested from 37 NMCs); Monte Carlo permutation test. See also Figure 4—figure supplement 1–3 and Table 1.

**Figure 4—figure supplement 1.**
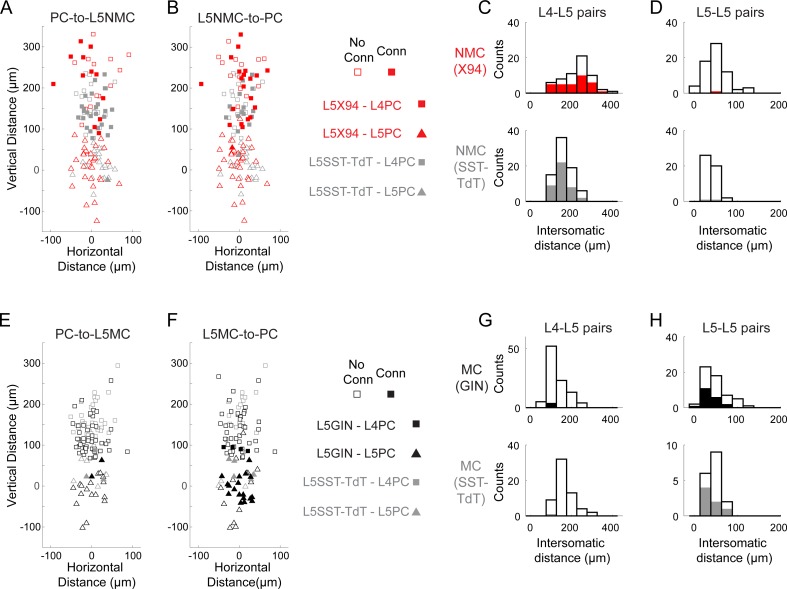
Distances of connections tested in paired recordings. (**A**) Scatterplot showing the relative distances between pairs tested for monosynaptic excitatory connections from L4 and L5 PCs onto L5 NMCs. Squares represent L5 NMC - L4 PC pairs; triangles represent L5 NMC - L5 PC pairs. Filled markers indicate that a connection was observed; open markers indicate no connection was observed. Red symbols indicate pairs tested in X94 mice; gray symbols indicate pairs tested in SST-TdT mice where the L5 NMC was identified electrophysiologically. The origin represents the position of the L5 NMC soma (note that these were located at variable distances from the L4-L5 border). (**B**) As in A, but for monosynaptic inhibitory connections from L5 NMCs onto L4 and L5 PCs. (**C**) Histogram showing the distribution of intersomatic distances between pairs of L5 NMCs and L4 PCs. Empty bars indicate the number of pairs tested per binned distance; filled bars indicate the number of positive connections (unidirectional in either direction or bidirectional) detected at that bin. Top: pairs in X94 mice. Bottom: pairs in SST-TdT mice. (**D**) As in C, but for pairs of L5 NMCs and L5 PCs. (**E–H**) As in A-D, but for pairs of L5 MCs and L4/L5 PCs. Other than the layer-specific connectivity biases of MCs and NMCs, we did not observe any significant relationship between intersomatic distance (vertical, horizontal, or Euclidean) and connection probability.

**Figure 4—figure supplement 2.**
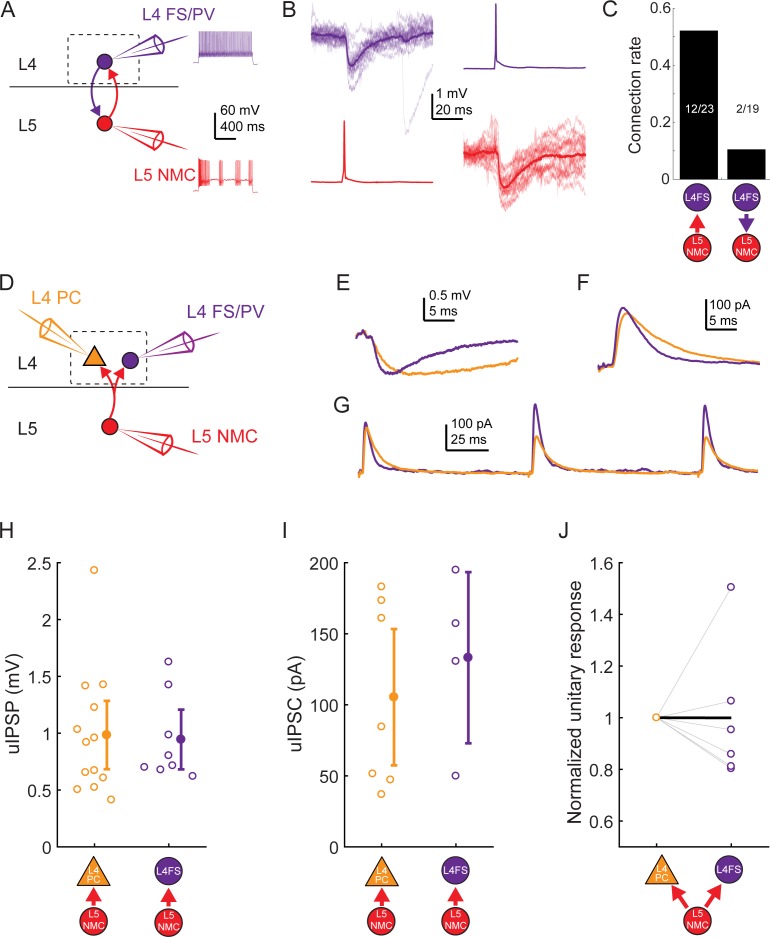
L5 NMC connectivity onto L4 FS cells. (**A**) Schematic of paired recordings between L4 FS/PV cells (purple) and L5 NMCs. Inset: example spiking in response to depolarizing current injection. (**B**) Monosynaptic IPSPs could be observed in L4 FS cells in response to single spikes in L5 NMCs (left) and vice versa (right) (**C**) Bar graph showing connection rates for L5 NMC - L4FS pairs. Connections from L5 NMCs onto L4 FS cells were observed frequently, whereas connections from L4 FS cells onto L5 NMCs occurred rarely. (**D**) In some experiments, divergence from L5 NMCs was observed by holding one L5 NMC while serially patching L4 PCs and L4 FS/PV cells. (**E**) Example IPSPs in an L4 PC and L4 FS/PV cell evoked by the same L5 NMC. (**F**) As in E, but while using a Cs-based internal to record IPSCs (holding potential +10 mV) in an L4 PC and an L4 FS/PV cell. (**G**) As in F, but while evoking multiple spikes in the L5 NMC at 10 Hz. (**H**) Amplitude of unitary IPSPs evoked by L5 NMCs in L4 PCs (0.98 ± 0.30 mV) and L4 FS cells (0.94 ± 0.26 mV). Summary data are represented as mean ±95% C.I. (**I**) Amplitude of unitary IPSCs (recorded using cesium-based internal solution) evoked by L5 NMCs in L4 PCs (105 ± 48 pA) and L4 FS cells (133 ± 60 pA). Summary data are represented as mean ±95% C.I. (**J**) Comparison of unitary response amplitudes (IPSPs or IPSCs) for pairs in which serial recordings were established for an L5 NMC -to- L4 PC connection (left) and an L5 NMC -to-L4 FS/PV connection (right), normalized to the amplitude of the L4 PC response. Thick black line connects the mean normalized L4 PC unitary response (by definition, 1) and mean normalized L4 FS/PV unitary response (0.99 ± 0.52).

**Figure 4—figure supplement 3.**
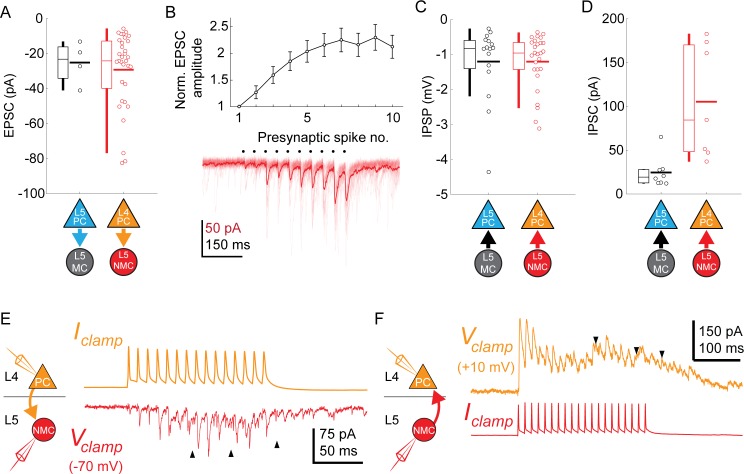
Synaptic properties of L5 SST connections . (**A**) Swarm plots and Tukey box plots of evoked EPSC amplitude in connections onto L5 MCs (black) and L5 NMCs (red), measured as the largest EPSC evoked during a train of presynaptic firing at 70 Hz. (**B**) Facilitation dynamics of EPSCs onto L5 NMCs. Bottom: example of facilitating EPSCs in response to a train of 10 spikes at 70 Hz in an L4 PC. Top: Mean EPSC amplitude evoked in L5 NMCs while stimulating L4 PCs at 70 Hz, normalized to EPSC amplitude after the initial spike. Errorbars represent mean ±S.E.M. (**C**) Swarm plots and Tukey box plots of evoked IPSP amplitude in connections from L5 MCs (black) and L5 NMCs (red) onto L4/L5 PCs. (**D**) As in D, but for IPSCs recorded in L4/L5 PCs (holding potential +10 mV) using a Cs-based internal. Unlike IPSPs, IPSCs evoked by L5 NMCs onto L4PCs are stronger than those evoked by L5 MCs onto L5 PCs; this may reflect differences in space clamp error when recording from L4 PCs vs L5 PCs. (**E**) Sustained high frequency spiking in L4 PCs appeared to evoke asynchronous EPSCs in L5 NMCs (indicated by black arrows) which continued even after the cessation of spiking. (**F**) As in C, but for L5 NMC -to-L4PC connections. Sustained high frequency spiking in L5 NMCs appeared to evoke asynchronous IPSCs in L4 PCs (indicated by black arrows) which continued even after the cessation of spiking.

**Table 1.** Connection rates for MCs and NMCs recorded in different transgenic lines; related to Figure 4. Left columns show paired recording data collected using the GIN and X94 lines to respectively target MCs and NMCs in L5. Right columns show the same data and additionally include data collected using the SST-TdT line, with L5 SST cells classified as putative MCs or NMCs based on their intrinsic properties. Columns not displaying p values show the number and fraction of SST-PC pairs in which a monosynaptic connection was detected for a given condition.

	GIN + X94			GIN + X94+classified SST-TdT			All SST-TdT
	MCs	NMCs	P	MCs	NMCs	P	
L5SST→L4PC	4/47 9%	21/34 62%	1.6 · 10^−4^	4/68 6%	36/67 54%	2.0 · 10^−5^	15/55 27%
L4PC→L5SST	0/50 0%	13/27 48%	5.8 · 10^−4^	1/95 1%	39/72 54%	<10^−5^	27/91 30%
L5SST→L5PC	19/38 50%	1/38 3%	2.8 · 10^−4^	24/46 52%	2/65 3%	<10^−5^	19/67 28%
L5PC→L5SST	2/22 9%	0/33 0%	0.1431	4/29 14%	1/60 2%	0.02	5/55 9%

In contrast, we almost never observed monosynaptic excitatory connections from L4 PCs to L5 MCs (1/95 pairs tested; 1%; Figure 4a,b) or from L5 MCs onto L4 PCs (4/68 pairs tested; 6%), despite the fact that these pairs were separated by smaller inter-somatic distances than L4 PC - L5 NMC pairs (143 ± 47 µm, mean ±S.D.; Figure 4—figure supplement 1). In a subset of these experiments, we recorded from L4 PCs in the voltage clamp configuration at +10 mV (using a cesium-based internal solution), but did not observe connections any more frequently (0/38 pairs tested; 0%). These data suggest that L5 NMCs are integrated into the densely interconnected network of L4 PCs and interneurons (Beierlein et al., 2000; Petersen and Sakmann, 2000), whereas L5 MCs are essentially isolated from it.

We next sought to confirm the notion raised by our 2P mapping experiments that L5 MCs would specifically and reciprocally connect to L5 PCs, while NMCs would not. Indeed, we observed frequent inhibitory connections from L5 MCs onto L5 PCs (24/46 pairs tested; 52%; Figure 4c,d), in agreement with prior literature (Jiang et al., 2015; Fino and Yuste, 2011; Berger et al., 2010). We also observed excitatory connections from L5 PCs onto L5 MCs, albeit more rarely (4/29 pairs tested; 14%; Figure 4c,d) but at a rate consistent with the literature (Jiang et al., 2015; Levy and Reyes, 2012). In contrast, we detected very few inhibitory outputs from L5 NMCs onto L5 PCs (2/65 pairs tested; 3%; Figure 4c,d) or excitatory connections from L5 PCs onto L5 NMCs (1/60 pairs tested; 2%; Figure 3c,d), despite the fact that L5 PCs were on average located much closer to L5 NMCs than were L4 PCs. The L5 PCs we recorded from in these experiments were sampled from throughout L5A and L5B, and included both thick and slender tufted PCs. The surprising dearth of intralaminar connectivity between L5 PCs and L5 NMCs stands in stark contrast to the dense intralaminar connectivity observed between L5 PCs and L5 MCs, as well as in other inhibitory circuits (Fino and Yuste, 2011; Packer and Yuste, 2011; Levy and Reyes, 2012). Furthermore, our finding that MCs and NMCs specifically target L5 PCs and L4 PCs very closely replicates results from a recent study (Nigro et al., 2018), lending further support to the notion that MCs and NMCs are wired into selective subnetworks with distinct laminar populations.

### CRE-DOG enables genetic access to subtypes of SST cells

The highly specific connectivity revealed by our circuit mapping experiments suggests that MCs and NMCs are specialized for different functions in cortical computation. If this is the case, we would expect that manipulating the activity of these groups of interneurons will have different effects on cortical dynamics. Based on our circuit mapping results (Figure 3, Figure 4), we hypothesized that increasing NMC activity optogenetically would primarily affect L4, whereas increasing MC activity would impact neurons in L5, but not in L4. Since no recombinase driver line is available for NMCs, we sought to instead use the GFP lines themselves for selective expression of ChR2. To do this, we employed the CRE-Dependent-on-GFP (CRE-DOG) system which uses two split fragments of Cre recombinase, that unite as a functional Cre molecule only in the presence of GFP (Tang et al., 2015). We co-injected AAVs to drive expression of the CRE-DOG system, along with an AAV driving flexed ChR2-TdT, into X94 and GIN mice in order to target ChR2-TdT to GFP +SST cells in these mice.

In X94 mice injected with this cocktail (referred to hereafter as X94-ChR2 mice) we observed revealed a bright band of TdT +axonal arborization in L4, indicating effective labeling of GFP +NMCs (Figure 5a,b). While nearly all TdTomato expression colocalized with GFP, we observed a small number of GFP-/TdT +neurons, which mostly appeared to be pyramidal cells. This off-target expression is probably the result of CRE-DOG leakage, since injecting GFP- wildtype animals in the same manner also results in sparse expression of TdT in cortical neurons (Figure 5—figure supplement 1c). However, most (232/267; 87%) TdT +neurons were GFP+, indicating that CRE-DOG allows expression of ChR2-TdT in GFP +X94 cells with high specificity. Furthermore, immunostaining confirmed that the large majority (240/267; 90%) of TdT +cells expressed SST (Figure 5—figure supplement 1d,e).

**Figure 5.**
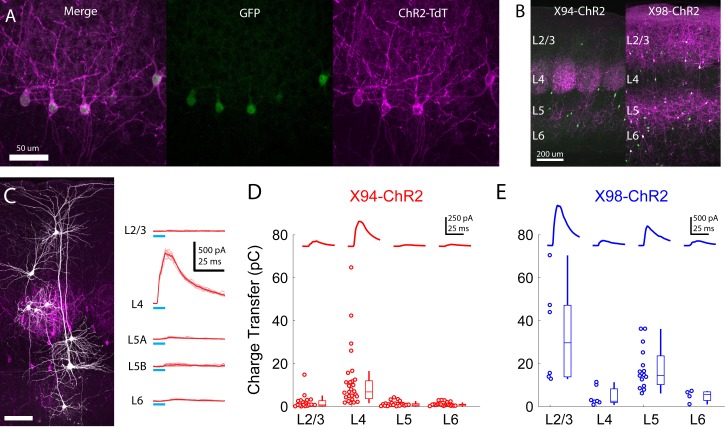
Cre-DOG enables optogenetic control of SST subtypes targeting different cortical layers. (**A**) Confocal image of cortical section from an X94 mouse injected with Cre-DOG AAVs (AAV2/8.EF1a.C-CreintG WPRE.hGH and AAV2/8. EF1a. N-Cretrcintc WPRE.hGH) along with AAV9.CAGGS.Flex.ChR2-tdTomato.WPRE.SV40. Left: X94- GFP cells (green). Middle: ChR2-TdT expression (magenta). Right: Merged image (**B**) Side by side comparison of X94-ChR2 mice and X98-ChR2 mice showing laminar differences in localization of ChR2-TdT + axons (**C**) Recording light-evoked IPSCs in X94-ChR2 slices. Left: post-hoc confocal image showing recorded neurons (white) and ChR2-TdT + NMCs (magenta). Right: example traces of light-evoked IPSCs recorded in neurons in different layers (**D**) Median charge transfer of evoked IPSCs in each PC recorded in X94-ChR2 slices, grouped by layer and accompanied by box and whisker plots. Top inset: grand average IPSC (**E**) As in D, but for X98-ChR2 mice.

**Figure 5—figure supplement 1.**
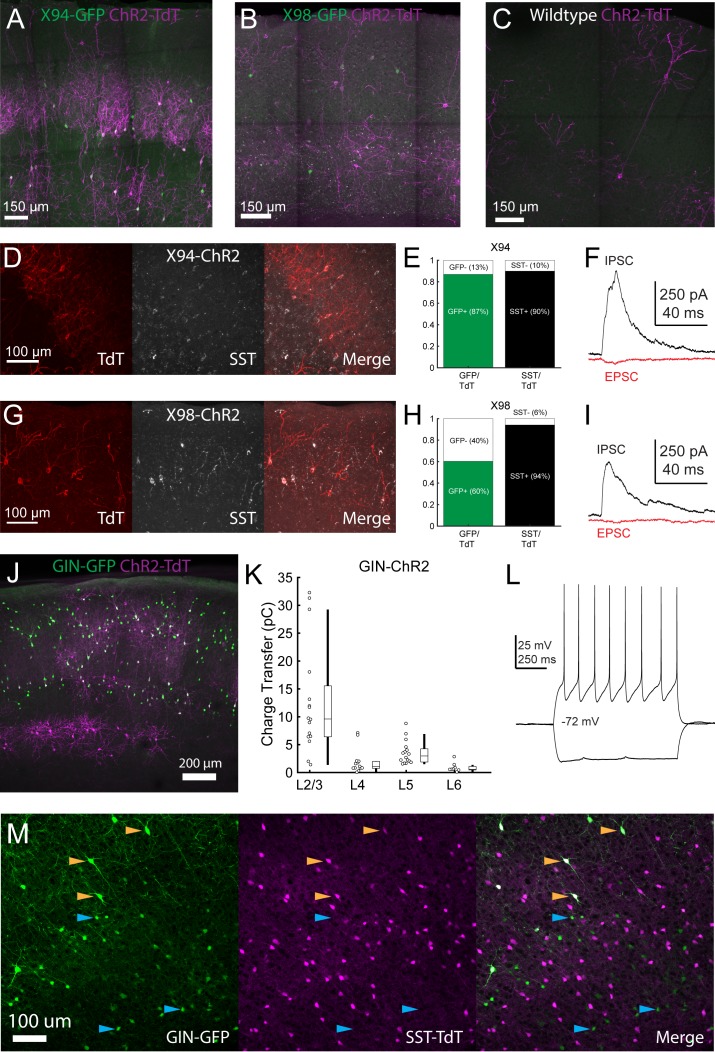
Validation of Cre-DOG for optogenetic manipulation of SST subtypes in X94, GIN, and X98 mice. (**A**) Max projection of confocal images of barrel cortex of an X94 mouse injected with Cre-DOG AAVs (AAV2/8.EF1a.C-CreintG WPRE.hGH and AAV2/8. EF1a. N-Cretrcintc WPRE.hGH) along with AAV9.CAGGS.Flex.ChR2-tdTomato.WPRE.SV40 showing expression of GFP (green) and ChR2-TdT (magenta) expression. (**B**) As in A, but for an X98 mouse. (**C**) As in A, but for a wildtype mouse. (**D**) Immunohistochemical staining for SST in X94-ChR2 mice. Left: ChR2-TdT expression (red). Middle: SST staining (white) Right: Merge (**E**) Quantification of the fraction of TdT +cells in which GFP (left, green bar) and SST (right, black bar) was observed. (**F**) Example EPSC and IPSC traces recorded in an L4 neuron during photostimulation in a slice from an X94-ChR2 mouse. (G - I) As in D - F, but for X98-ChR2 mice. (**J**) Max projection of a confocal image from a GIN mouse injected with Cre-DOG AAVs (AAV2/8. EF1a.C-CreintG WPRE.hGH and AAV2/8. EF1a. N-Cretrcintc WPRE.hGH) along with AAV9.CAGGS.Flex.ChR2-tdTomato.WPRE.SV40 showing expression of GFP (green) and ChR2-TdT (magenta) expression. (**K**) Median charge transfer of evoked IPSCs in each PC recorded in GIN-ChR2 slices, grouped by layer and accompanied by box and whisker plots. (**L**) Example current injection traces from an L6, TdT +non Martinotti neuron recorded in a GIN-ChR2 slice. (**M**) Confocal images from a triple transgenic GIN; SST-TdT animal. Left: GFP (green). Middle: TdT (magenta). Right: merge. Yellow arrows indicate TdT +cells with bright GFP expression, which are likely MCs. Blue arrows indicate TdT- cells with dimmer GFP expression, which are preferentially located in L6.

To confirm the efficacy and selectivity of optogenetically activating NMCs, we recorded IPSCs from PCs in layers 2–6 while photo-stimulating X94 cells with blue light (Figure 5c,d). Consistent with our previous experiments, NMC photostimulation reliably evoked powerful IPSCs in L4 PCs, whereas PCs in other layers usually received small IPSCs or showed no response (mean charge transfer ±C.I: L2/3 = 2.0 ± 1.4 pC; L4 = 10.7 ± 4.8 pC; L5 = 0.8 ± 0.5 pC; L6 = 1.1 ± 0.4 pC). At the population level, the evoked IPSC was only significant in L4 PCs (L2/3: p=0.41, n = 20; L4: p<10^−8^, n = 30; L5: p=0.67, n = 27; L6: p=0.84, n = 22; F-test on linear mixed-effects model compared to baseline charge), though a small number of individual L2/3 PCs did exhibit substantial IPSCs. While this was expected for L2/3 and L5 PCs, the lack of evoked inhibition in L6 PCs is notable, since it suggests that the L6 to NMC connection is asymmetric, unlike the highly reciprocal connectivity pattern seen between L4 PCs and NMCs. It is important to note that we illuminated all layers non-selectively in these experiments (e.g. photostimulated X94 cells both within and outside of L5, though these likely have similar connectivity; see Supplementary note, Figure 1—figure supplement 3) in order to mimic the pattern of activation we would expect to achieve during in vivo photostimulation in ensuing experiments. We conducted these experiments while pharmacologically blocking glutamatergic synaptic transmission, but observed very small or no EPSCs in response to photostimulation in a subset of experiments carried out without glutamatergic blockade (Figure 5—figure supplement 1f). These results indicate that CRE-DOG can be used with the X94-GFP line to achieve specific optogenetic control of NMCs.

Unfortunately, we found that GIN mice were unsuitable for specifically labeling MCs since we unexpectedly observed very bright TdT expression in a large number of L6 neurons (Figure 5—figure supplement 1j) that were electrophysiologically and morphologically different from MCs (Figure 5—figure supplement 1l) and negative for Cre expression in SST-Cre mice (Figure 5—figure supplement 1m). The GIN line also labels a heterogeneous population of SST cells (including some L4 NMCs; see Table 2). We therefore turned to an alternative GFP line, X98, which also labels MCs and not NMCs (Ma et al., 2006). An important caveat of this strategy is that the population of MCs labeled by the X98 line differs from that labeled by the GIN line (Ma et al., 2006), which makes it difficult to draw a direct link between the circuits described above and X98-based in vivo manipulation of MCs. Nevertheless, we reasoned that X98-ChR2 mice would provide a useful comparison to X94-ChR2 experiments, since it would allow us to target a distinct but similarly sized population of non-NMC SST cells using exactly the same protocol used to target X94 cells.

**Table 2.** Summary of expression in SST reporter lines. Four mouse reporter lines were used in this study to target SST neurons and subtypes. Each row provides a description of the expression observed in the barrel cortex in a particular layer for each reported line.

	SST-TdT	GIN	X94	X98
L2/3	All SST cells	Dense, MCs	Very sparse	Sparse, MCs
L4	All SST cells	Sparse, NMCs	Dense, NMCs	Very sparse
L5	All SST cells	Moderate, preferentially in 5A, MCs	Moderate, preferentially in 5B, NMCs	Dense, preferentially in 5B, MCs
L6	All SST cells	Sparse, Dim labeling of (non-SST?) cells	Sparse, preferentially in upper 6A, NMCs	Moderate

Injecting CRE-DOG/flexed-ChR2-TdT in X98 mice yielded expression which was strikingly complementary to the expression of X94-ChR2, with bright axonal fluorescence in L1, L2/3, and L5, but virtually none in L4 (Figure 5b). X98 has been described as labeling MCs primarily in deep L5 and upper L6 (Ma et al., 2006), as well as in L2/3. We observed a large number of TdT +neurons in L2/3 and throughout L5. In X98 mice injected with CRE-DOG/flexed-ChR2-TdT (X98-ChR2 mice), a substantial fraction of TdT +neurons (81/204; 40%) lacked visible GFP expression, but immunohistochemical staining for somatostatin showed that nearly all TdT +neurons (192/204; 94%), including GFP- neurons, were somatostatin positive; this discrepancy might arise from some SST cells expressing GFP only transiently during development. Slice recordings revealed that photostimulation of these neurons drove strong inhibition in L2/3 and L5 PCs, but relatively little in L4 and L6 PCs (mean charge transfer ±C.I: L2/3 = 33.9 ± 18.7 pC; L4 = 4.7 ± 3.0 pC; L5 = 17.9 ± 5.0 pC; L6 = 4.9 ± 2.7 pC; Figure 5d). In contrast to X94-ChR2, in X98-ChR2 slices evoked responses at the population level were only significant in L2/3 and L5 PCs (L2/3: p<10^−11^, n = 6; L4: p=0.46, n = 7; L5: p<10^−6^, n = 15; L6: p=0.53, n = 4; F-test on linear mixed-effects model). These results, along with the patterns of axonal fluorescence, suggests that ChR2-TdT + cells in X98-ChR2 mice are a population of SST cells which includes MCs but not NMCs, making X98-ChR2 mice a useful comparison for X94-ChR2 mice. As before, we illuminated the entire slice in these experiments, meaning that MCs in L2/3 were also photostimulated. Since L2/3 MCs inhibit L5 PCs and L5 MCs inhibit L2/3 PCs (Jiang et al., 2015; Jiang et al., 2013; Lee et al., 2015), the inhibition we observed in L2/3 and L5 PCs likely reflects contributions from both L2/3 MCs and L5 MCs.

### SST subtypes drive layer-specific effects during active sensation

To test whether these two different SST subtypes differentially impact sensory processing across the cortical layers, we next optogenetically stimulated X94 and X98 cells while recording barrel cortex activity while animals actively touched a stimulus bar placed in different locations in their whisking field. A simple prediction based on our circuit mapping data is that these two subtypes of SST cells should suppress different cortical layers: NMCs should suppress L4, whereas MCs should suppress L2/3 and L5. However, since SST neurons can also disinhibit PCs by suppressing PV cells, it is possible that the net impact on PCs in different layers could instead be to increase activity. Furthermore, a previous in vitro study showed that PV cells are more effectively inhibited by NMCs than by MCs (Xu et al., 2013); thus a second hypothesis is that activating NMCs would cause a net disinhibition, whereas MCs would result in a net suppression.

Recording from X94-ChR2 mice, we observed that photostimulating NMCs powerfully suppressed the spontaneous activity of all units in L4, both FS (Figure 6—figure supplement 2; 5.2 ± 1.7 Hz control versus 1.1 ± 0.5 Hz light; p<10 ^−6^, n = 39 L4 FS units), and RS units (1.8 ± 1.2 Hz control versus 0.9 ± 0.7 Hz light; p<0.001, n = 15 L4 RS units; Figure 6a,b,e,f; Figure 6—figure supplement 1). Similarly, stimulating NMCs strongly attenuated the response to sensory stimulation in L4 units (L4 RS: 3.8 ± 1.7 Hz control versus 2.3 ± 1.2 Hz light; p<10 ^−6^, n = 15; L4 FS: 7.1 ± 4.0 Hz control versus 2.9 ± 1.0 Hz light; p<10 ^−6^, n = 39; Figure 6c,d,g,h; Figure 6—figure supplement 1). This indicates that, in these conditions, enhancing NMC firing potently suppresses L4 and does not cause a net disinhibition of L4 excitatory neurons. NMC photostimulation caused little to no change in the activity of the L5 RS and L6 RS populations (L5 RS spontaneous: 5.1 ± 1.2 Hz control versus 5.1 ± 1.3 Hz light; p=0.20, n = 59; L6 RS spontaneous: 1.9 ± 1.0 Hz control versus 1.6 ± 0.7 Hz light; p=0.42, n = 13; L5 RS sensory-driven: 5.9 ± 1.2 Hz control versus 5.6 ± 1.3 Hz light; p<10 ^−6^, n = 59; L6 RS sensory-driven: 2.1 ± 1.0 Hz control versus 1.9 ± 0.9 Hz light; p=0.04, n = 13), although some individual L5 RS units exhibited substantial increases or decreases in their firing rates. This is consistent with the lack of NMC inhibitory connections to PCs in these layers and supports the notion that NMC-mediated inhibition has layer-specific effects on cortical dynamics. Although our in vitro data did not reveal a strong monosynaptic connection from NMCs to L2/3 PCS, NMC photostimulation also robustly reduced spontaneous and sensory-evoked activity in the L2/3 RS population (L2/3 RS spontaneous: 0.9 ± 0.5 Hz control versus 0.1 ± 0.1 Hz light; p<10 ^−4^, n = 10; L2/3 sensory-driven: 3.4 ± 1.4 Hz control versus 1.5 ± 0.5 Hz light; p<10 ^−6^, n = 10), as well as that of nearly all FS units, including those outside of L4 (L2/3 FS sensory-driven: 8.3 ± 4.0 Hz control versus 5.6 ± 3.0 Hz light; p<10 ^−6^, n = 11; L5 FS sensory-driven: 7.6 ± 2.8 Hz control versus 4.5 ± 3.0 Hz light; p<10 ^−6^, n = 38; L6 FS sensory-driven: 8.3 ± 3.8 Hz control versus 7.0 ± 4.4 Hz light; p<10 ^−6^, n = 9; Figure 6—figure supplement 2). Because L4 is an important source of excitatory drive to L2/3 PCs and FS cells (Pluta et al., 2015), the most likely explanation is that that NMC photoactivation indirectly reduces activity in L2/3 by dramatically reducing excitatory input from L4.

**Figure 6.**
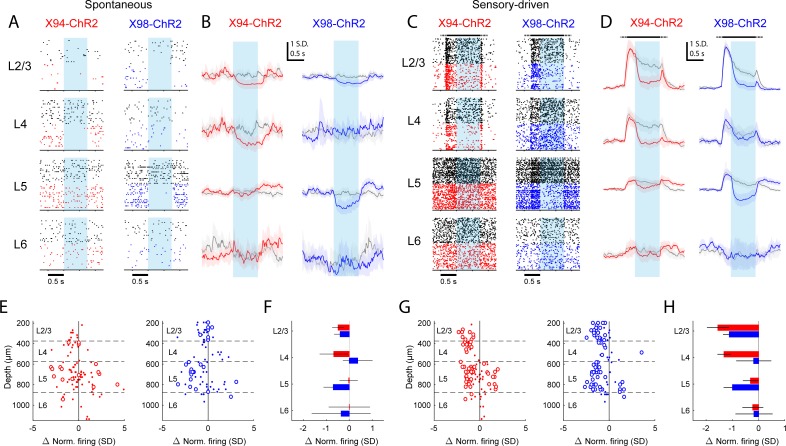
Differential layer-specific modulation of cortical activity by optogenetic activation of NMCs and MCs in vivo. (**A**) Raster plots showing activity in example RS units recorded from different layers in X94-ChR2 and X98-ChR2 mice. Black rasters show trials with no stimulus that is spontaneous activity. Colored rasters show trials with photostimulation of X94-ChR2 (red) or X98-ChR2 (blue). Light blue region indicates photostimulation period. (**B**) Grand averages of z-scored RS unit activity in L2/3, L4, L5, and L6 showing spontaneous activity (gray) and activity on photostimulation trials (red, X94-ChR2; blue, X98-ChR2). Responses have been smoothed with a 100 ms alpha kernel and downsampled to 50 Hz. Shaded regions indicate 95% confidence interval. (**C**) As in A, but for sensory-driven activity from trials in which a vertical pole is presented to the whiskers as a tactile stimulus (**D**) As in B, but for sensory-driven activity (**E**) Change in normalized spontaneous firing of RS units versus depth below pia for X94-ChR2 (left, red) and X98-ChR2 (right, blue) mice. Large circles and small dots indicate units that were respectively significantly or not significantly modulated by optogenetic stimulation. (**F**) Mean change in normalized firing rate by layer for X94-ChR2 (red bars) and X98-ChR2 (blue bars). Errorbars indicate 95% confidence interval. (**G**) As in E, but for change in sensory-driven activity (**H**) As in F, but for change in sensory-driven activity.

**Figure 6—figure supplement 1.**
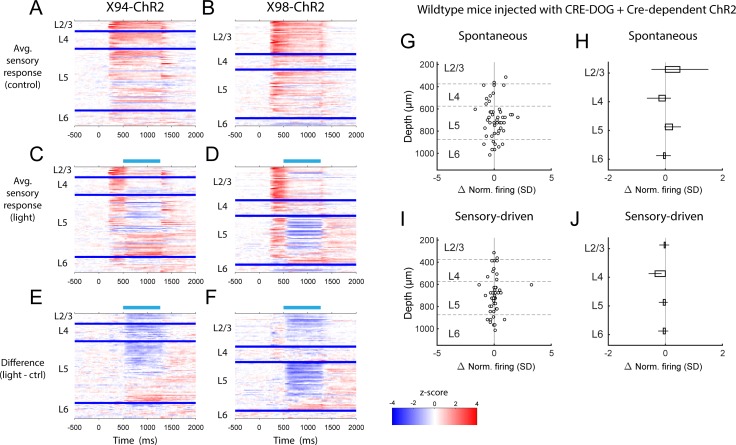
PSTHs of RS unit sensory responses during in vivo optogenetic manipulation of MCs and NMCs. (**A**) Heatmaps showing the mean normalized firing rate of all RS units recorded in X94-ChR2 mice during sensory stimulation, in the absence of optogenetic stimulation. Each row represents a single unit, and units are grouped according to the layer in which they were recorded. Within each layer group, units are sorted based on the degree to which they are modulated by optogenetic stimulation. Thick blue bars indicate divisions between layers. (**B**) As in A, but for RS units recorded in X98-ChR2 mice. (**C**) Heatmaps showing the mean normalized firing rate of all RS units recorded in X94-ChR2 mice during sensory stimulation along with optogenetic stimulation. Units are arranged as in A. Light blue bar indicates the period when optogenetic stimulation occurred. (**D**) As in C, but for RS units recorded in X98-ChR2 mice. (**E**) Heatmaps showing the difference in the mean normalized firing rate of all RS units recorded in X94-ChR2 mice between sensory stimulation with and without optogenetic stimulation, for example panel C subtracted from panel A. (**F**) As in E, but for RS units recorded in X98-ChR2 mice. (**G**) Change in normalized spontaneous firing of RS units versus depth below pia for wildtype mice injected with the same viral cocktail as X94/X98-ChR2 mice (**H**) Mean change in normalized spontaneous firing rate by layer for wildtype mice. Errorbars indicate 95% confidence interval. No significant effects were observed in any layer. (**I**) As in G, but during sensory-driven activity. (**J**) As in H, but during sensory-driven activity. No significant effects were observed in any layer.

**Figure 6—figure supplement 2.**
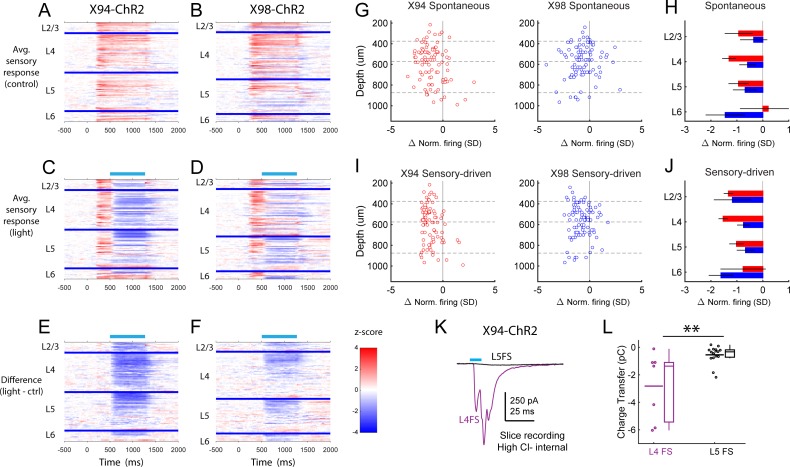
PSTHs of FS unit sensory responses during in vivo optogenetic manipulation of MCs and NMCs. (**A**) Heatmaps showing the mean normalized firing rate of all FS units recorded in X94-ChR2 mice during sensory stimulation, in the absence of optogenetic stimulation. Each row represents a single unit, and units are grouped according to the layer in which they were recorded. Within each layer group, units are sorted based on the degree to which they are modulated by optogenetic stimulation. Thick blue bars indicate divisions between layers. (**B**) As in A, but for FS units recorded in X98-ChR2 mice. (**C**) Heatmaps showing the mean normalized firing rate of all FS units recorded in X94-ChR2 mice during sensory stimulation along with optogenetic stimulation. Units are arranged as in A. Light blue bar indicates the period when optogenetic stimulation occurred. (**D**) As in C, but for FS units recorded in X98-ChR2 mice. (**E**) Heatmaps showing the difference in the mean normalized firing rate of all FS units recorded in X94-ChR2 mice between sensory stimulation with and without optogenetic stimulation, for example panel C subtracted from panel A. (**F**) As in E, but for FS units recorded in X98-ChR2 mice. (**G**) Change in normalized spontaneous firing of FS units versus depth below pia for X94-ChR2 (left, red) and X98-ChR2 (right, blue) mice. (**H**) Mean change in normalized firing rate by layer for X94-ChR2 (red bars) and X98-ChR2 (blue bars). Errorbars indicate 95% confidence interval. (**I**) As in G, but during sensory stimulation. (**J**) As in H, but during sensory stimulation. (**K**) Examples of L4 (purple) and L5 (black) FS cells recorded in X94-ChR2 slices under pharmacological blockade of glutamate. Traces show the average response to X94-ChR2 stimulation, which occurs during the light blue bar. Cells were recorded using a high chloride internal solution and voltage clamped at −70 mV; inward synaptic currents presumably reflect monosynaptic GABAergic conductances. (**L**) Under the conditions described in K, X94-ChR2 stimulation evoked a significantly larger amount of charge transfer in L4 FS cells (n = 7) than in L5 FS cells (n = 16; p=0.0021, student’s T-test).

Photostimulating SST cells in X98-ChR2 mice yielded dramatically different effects. The activity of the L2/3 and L5 RS populations was substantially reduced both during spontaneous conditions (L2/3 RS spontaneous: 0.8 ± 0.6 Hz control versus 0.3 ± 0.2 Hz light; p<10 ^−6^, n = 29; L5 RS spontaneous: 5.4 ± 1.5 Hz control versus 4.0 ± 1.8 Hz light; p<10 ^−6^, n = 42; Figure 6a,b,e,f; Figure 6—figure supplement 1), and during sensory stimulation (L2/3 RS sensory-driven: 2.4 ± 0.8 Hz control versus 1.2 ± 0.4 Hz light; p<10 ^−6^, n = 29; L5 RS sensory-driven: 6.4 ± 1.6 Hz control versus 4.5 ± 1.8 Hz light; p<10 ^−6^, n = 42; Figure 6c,d,g,h; Figure 6—figure supplement 1), whereas the activity of the L4 RS population showed no change or small reductions under the same conditions (L4 RS spontaneous: 1.1 ± 0.4 Hz control versus 1.2 ± 0.5 Hz light; p=0.82, n = 12; L4 RS sensory-driven: 2.3 ± 0.8 Hz control versus 2.0 ± 0.6 Hz light; p<0.01, n = 12). We also observed a substantial increase in the firing of L5 RS units following photostimulation (Figure 6—figure supplement 1); interestingly, we noted that this rebound effect was also present in L5 RS units recorded in X94-ChR2 mice, though we did not analyze it further here. X98-ChR2 photostimulation did not cause a significant effect in the L6 RS population (L6 RS spontaneous: 4.3 ± 4.7 Hz control versus 3.2 ± 2.5 Hz light; p=0.13, n = 6; L6 RS sensory-driven: 4.6 ± 5.0 Hz control versus 4.1 ± 4.1 Hz light; p=0.24, n = 6), though we sampled few L6 units. As with X94-ChR2 mice, we also observed a global suppression of FS units across all layers when photostimulating in X98-ChR2 mice (Figure 6—figure supplement 1); however, the magnitude of FS suppression was somewhat smaller in X98-ChR2 mice relative to X94-ChR2 mice (L2/3 FS sensory-driven: 5.2 ± 4.2 Hz control versus 2.4 ± 1.6 Hz light; p<10 ^−6^, n = 10; L4 FS sensory-driven: 7.2 ± 1.9 Hz control versus 5.4 ± 1.6 Hz light; p<10 ^−6^, n = 47; L5 FS sensory-driven: 7.1 ± 1.9 Hz control versus 5.5 ± 1.9 Hz light; p<10 ^−6^, n = 34; L6 FS sensory-driven: 7.8 ± 2.8 Hz control versus 5.6 ± 2.1 Hz light; p<10 ^−6^, n = 6).

Taken together, these data suggest that the activation of SST neurons in X98-ChR2 mice exerts a wholly different effect on the cortical microcircuit than that of SST neurons in X94 mice, which labels NMCs. Furthermore, we did not observe any effect on cortical activity when we repeated these experiments in wild-type mice (injected with the same viral cocktail used with X94/X98 mice), indicating that the effects we observed depended specifically on the optogenetic stimulation of GFP +SST cells (Figure 6—figure supplement 1g–j). Two important caveats should be noted in interpreting these results in the context of our L5 MCs circuit mapping data: 1) photostimulation in these experiments activates X98 cells both in L5 and L2/3, and 2) the cells labeled in X98-ChR2 represent a population that is different from the population labeled by the GIN line, which might be expected to exhibit different connectivity (Morishima et al., 2017). However, taken together with our X94-ChR2 data, these results demonstrate that SST subtypes are specialized to modulate specific cortical layers and suggest that MCs and NMCs exert very different effects on cortical activity.

### Single-cell RNA sequencing maps NMCs onto transcriptomic clusters

Prior studies using transcriptomic approaches have identified multiple clusters within the cortical SST population (Tasic et al., 2016; Tasic et al., 2018). However, very few molecularly identified SST cell types have been mapped onto physiological/functional phenotypes in the brain (Paul et al., 2017). Basing on their striking physiological and circuit differences, we next asked whether NMCs might be transcriptionally distinct. To address this we performed single-cell RNA sequencing on tdTomato^+^ or GFP^+^/ tdTomato^+^ cells isolated by fluorescence activated cell sorting from S1 cortex of SST-Cre; LSL-tdTomato; X94-GFP triple transgenic mice. 

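Cells sorted from S1 were profiled in 4 Chromium Single Cell 3' libraries, in which each captured transcript carries a unique molecular identifier (UMI), so that molecules and not reads are counted. GFP+/tdTomato+ cells, in which the X94 transgene was visible in a cell of the Sst lineage, made up 1 library from 6 mice aged 97 days (P97). The P97 tdTomato+ library came from the same dissociated cells and was sorted irrespective of GFP. Another 2 tdTomato+ libraries came from separate batches of mice aged 45 days (P45). The GFP+/tdTomato+ library totalled 3410049 UMIs and the P97 tdTomato+ library 5693022, and the P45 libraries 4906685 (replicate 1) and 4801367 (replicate 2). The median barcode held 14836 UMIs in the GFP+/tdTomato+ library, against 6865 in the P97 tdTomato+ library and 4918 and 5766 in the P45 libraries. The authors aligned the reads to GRCm38 and counted UMIs with Cell Ranger 2.0.0, and the deposited values are raw counts for 28000 genes, tdTomato and GFP included. From these counts, cells were filtered by the thresholds of the paper and clustered on 1000 variable genes, with the in situ probe genes and 11 gene lists kept out of the clustering so that they could be read out afterwards. Clusters were named after the clusters of Supplementary file 1 (m10-like, m1-like and so on), since labels of single cells by the authors were not used here. Counts summed per library and class were compared over the 3 tdTomato+ libraries with edgeR's quasi-likelihood test, with library as a block because the classes of a library come from the same mice. The GFP+/tdTomato+ sort has no replicate, so its differences from the tdTomato+ sort were not tested and carry exact 95% intervals for counting error only. Because its cells are deeper, shares of cells with a transcript were computed after thinning each cell to 3000 UMIs.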

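The SST neurons carried 8 class names. The m4-like class was led by Nos1, the neuronal nitric oxide synthase gene, and Chodl, and had the highest level of Sst itself, at 23230 ± 3728 CPM (UMIs scaled to a common library total; SD, n = 3 tdTomato+ libraries). The m13-like class was led by the tyrosine hydroxylase gene Th, the m2-like class, of 3 clusters, by the myosin heavy chain genes Myh13 and Myh4, by Nr2f2 and by Cartpt, and the m9-like class by the peptide genes Crh and Tac2. The m8-like class was led by Pvalb, the parvalbumin gene that marks another interneuron type, and the m10-like class by Hpse and Npnt, with the interferon-response gene Ifit1 also among its leading genes. Of the tdTomato+ SST neurons, 26.1% ± 1.87 (SD, n = 3 libraries) were m2-like, 17.8% ± 1.74 m1-like, 14.9% ± 4.12 m9-like, 12.9% ± 3.09 m8-like and 12.6% ± 4.27 m10-like. The m13-like class held 6.77% ± 2.62 and the m4-like class 3.93% ± 2.43. The m11-like share differed most between libraries in relative terms, from 1.58% to 11.3%. Against the average of the other classes, from 422 (m11-like) to 1440 (m4-like) of 8718 genes passed the threshold of edgeR's quasi-likelihood test, with genes used for the clustering left out. Genes that vary along with the clustering genes were not left out, so classes found in the same cells favour such counts. The clustering took 2423 cells and gave 16 clusters, and 2164 cells fell in the named SST classes. No cluster took the name of m3 or m12.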

Clustering tdTomato^+^ and GFP^+^/ tdTomato^+^ cells together based on the 1000 top variable genes yielded 10 distinguishable clusters of SST^+^ neurons (Figure 7a). These clusters showed remarkable correspondence to clusters similarly generated from single-cell RNA-seq on SST^+^ neurons from primary visual cortex (V1sp) and anterior lateral motor cortex (ALM) (Figure 7—figure supplement 1), supporting the idea that SST cell types are conserved across cortical regions (Tasic et al., 2018). We then asked whether single-cell RNA-seq could distinguish X94-GFP^+^ cells. Indeed,~84% (157 out of 188) GFP^+^/SST^+^ neurons were distributed among three clusters, with just over half of all GFP cells (102 cells) falling within a single cluster (cluster m10) that could be defined by the specific expression of the gene *Hpse* (Figure 7A). 

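Most GFP+ SST cells fell in the m10-like class, which was also the class with the most Hpse, the gene of heparanase, an enzyme that cleaves heparan sulfate. Of 203 GFP+ SST cells, 141 were m10-like (69.5%, exact Clopper-Pearson 95% interval 62.6 to 75.7%), against 95 of 601 SST cells (15.8%) in the tdTomato+ library of the same mice. The paper places 102 of its 188 GFP+/SST+ cells in m10, a smaller share that lies below this interval. Hpse lies on chromosome 5 of GRCm38 from 100679484 to 100719716. In the tdTomato+ libraries its level was 200.5 ± 17.7 CPM (SD, n = 3) in m10-like cells, 29.2 ± 12.3 CPM in m1-like cells and 10.8 ± 3.08 CPM in m9-like cells, and no UMI of it was counted in m11-like or m4-like cells. Against the summed counts of all other SST cells, Hpse was higher in m10-like cells by a log2 fold change of 4.59 (standard error 0.16, adjusted p = 6.47e-180 from edgeR's quasi-likelihood test). That fit has 1 sum per library and group, so this p-value rests largely on a spread that edgeR pools over genes. The log2 fold change against the average of the other classes was 6.80 (standard error 0.24, adjusted p = 4.19e-30 from the same test), a value that depends on the prior count because that average includes the classes without a UMI. Within m10-like cells the level was about equal in the 2 sorts at P97, with 188 CPM in GFP+ and 176 CPM in tdTomato+ cells (ratio 1.07, interval 0.888 to 1.29). After thinning, 55 of 188 GFP+ SST cells held a Hpse UMI (29.3%, interval 22.9 to 36.3%; 15 shallower cells left out), against 117 of 1742 tdTomato+ SST cells (6.72%) and 1 of 122 excitatory neuron-like cells (0.820%), at median depths of 15602.5, 6548 and 7637.5 UMIs before thinning. Unthinned, 117 of 203 GFP+ SST cells (57.6%) and 217 of 1961 tdTomato+ SST cells (11.1%) held one. Of the 141 GFP+ cells of the class, 116 lay in a cluster that held 8 P97 tdTomato+ cells, and 25 in the cluster that held the other 87. Without regression on batch, ribosomal share and genes detected the m10-like share was 89.8%, at 150 of 167 GFP+ SST cells. From the share of GFP+ neurons in cluster m10 and its specific expression of Hpse, together with the in situ hybridizations, the paper proposes that the X94 cells of layers 4 and 5 correspond to a distinct, Hpse-expressing class of SST neurons.

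**Figure D1:**
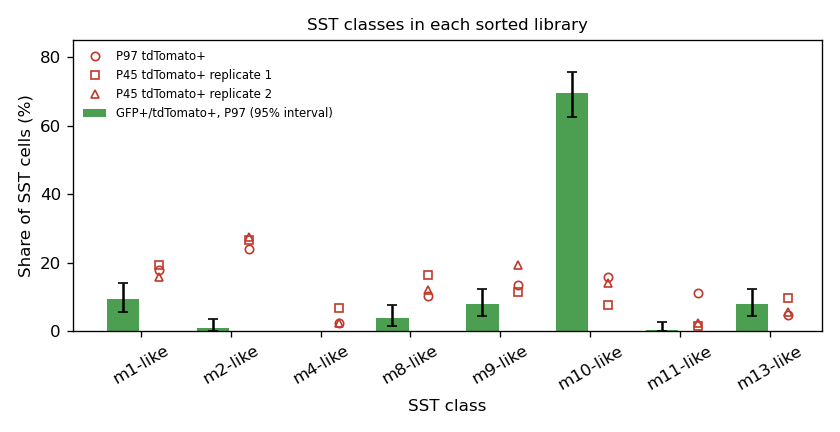
Share of SST cells (%, vertical axis) in each SST class (horizontal axis). Bars give the GFP+/tdTomato+ library with exact 95% intervals, and open symbols the 3 tdTomato+ libraries; the bar of the m10-like class stands at 69.5%, and its tdTomato+ values lie between 7.74% and 15.8%.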

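Beyond Hpse, m10-like cells differed from the average of the other SST classes in 781 of 8718 genes, of which 482 were higher and 299 lower (edgeR's quasi-likelihood test, adjusted p under 0.05). The classes came from clustering the same cells, which neither this test nor the list tests below take into account. Among neuropeptide genes, the prodynorphin gene Pdyn was higher, with 1546 ± 271 CPM in m10-like cells and 167 ± 16.4 CPM as the mean of the other classes (SD, n = 3 libraries; log2 fold change 3.95, standard error 0.14). Npy, with 525 ± 188 against 12520 ± 3520 CPM, and Cort, with 19.6 ± 10.8 against 612 ± 197 CPM, were lower. Their log2 fold changes in edgeR were -3.18 (standard error 0.195) and -4.585 (standard error 0.453). The mean CPM of Npy in the other classes does not stand for each of them. Npy was among the leading genes of the m4-like class, and m1-like cells had 3754 ± 417 CPM. Of 17 measured genes of that list, 3 were higher and 5 lower (3 and 7 adjusted over the list alone), and against the summed other cells 2 were higher and 12 lower. Of 15 genes tied to fast spiking, 12 were higher and 1 was lower (13 and 1 adjusted over the list alone), among them the potassium channel gene Kcna1 (207 ± 58.4 against 86.8 ± 18.9 CPM) and the neurofilament gene Nefh (132 ± 30.5 against 54.3 ± 7.43 CPM). Against the summed other cells, 10 of these were higher and 3 lower, and Pvalb turned from a log2 fold change of 1.04 (adjusted p = 0.00336 from edgeR) to -0.30 (adjusted p = 0.0301). Transcription factor genes were higher in 13 of 33 cases and lower in 4 (14 and 5 adjusted over the list alone; 10 and 7 against the summed other cells), with Prdm1 and Tox higher and Etv1 lower. Tox was not particular to m10-like cells, at 213 ± 13.6 CPM there and 176 ± 44.2 CPM in m1-like cells. Among 13 GABA receptor genes, 2 were higher and 3 lower (2 and 4 adjusted over the list alone), and against the summed other cells, with 14 measured, 1 was higher and 6 lower. The delta subunit gene Gabrd was at 87.3 ± 28.8 against 33.2 ± 15.2 CPM, while the beta1 subunit gene Gabrb1 was at 4.65 ± 1.40 against 131 ± 8.25 CPM. The adhesion receptor gene Ptprt (log2 fold change -4.93, standard error 0.33) was lower, and the cadherin gene Cdh7 higher (2.87, standard error 0.17; both from edgeR). By camera with a preset correlation, the fast-spiking (adjusted p = 4.35e-07), neuropeptide (4.32e-06), immediate early (4.32e-06), GABA receptor (0.00117), transcription factor (0.0233) and adhesion and guidance (0.0444) lists stood apart; with an estimated correlation these were adjusted p = 0.066 for fast spiking, 0.119 for adhesion and guidance and 0.0516 for each of the others. The count was 505 without the P97 library, 490 without P45 replicate 1, 444 without P45 replicate 2 and 503 without the library block. With the summed other cells as reference, 445 genes were higher and 462 lower.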

Although cluster m10 contains a small number of cells expressing *Calb1*, they are distinct from X94-GFP^+^ cells and *Hpse*-expressing cells, consistent with the finding that X94 cells do not co-localize with calbindin immunostaining (Figure 7a) (Ma et al., 2006). 

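Calb1, the calbindin gene, was low in m10-like cells, at 91.1 ± 50.4 CPM (SD, n = 3 tdTomato+ libraries), which is below the average of the other SST classes by a log2 fold change of -2.42 (standard error 0.21, adjusted p = 7.29e-14 from edgeR's quasi-likelihood test). It was lower still in the GFP+ cells of this class, at 11.8 CPM against 59.4 CPM in P97 tdTomato+ cells (ratio 0.199, exact interval 0.119 to 0.325), where most cells of the sorts lie in different clusters of the class. After thinning, 43 of 219 tdTomato+ and 4 of 127 GFP+ m10-like cells held a Calb1 UMI. Of the 43 tdTomato+ cells with Calb1, 12 also held a Hpse UMI (27.9%, interval 15.3 to 43.7%), against 78 of the 176 cells without Calb1 (44.3%, interval 36.9 to 52.0%). Of the 4 GFP+ cells with Calb1, 1 held Hpse, against 49 of 123 without (39.8%). Unthinned, 9 of 21 tdTomato+ cells with at least 3 Calb1 UMIs held Hpse, against 115 of 170 without a Calb1 UMI, and 0 of 1 GFP+ cells did, against 82 of 121. By library, the thinned shares with and without Calb1 were 33.3% and 40.3% at P97, 42.9% in both groups of P45 replicate 1 and 19.0% and 49.2% in P45 replicate 2. The difference was not tested. In excitatory neuron-like cells, some of which can express Calb1 themselves, 33 of 122 (27.0%) held a Calb1 UMI, so these cells give no background level for it. Calb1 lies on chromosome 4 of GRCm38 from 15881264 to 15908064.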

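Outside the m10-like class, 19 GFP+ SST cells were m1-like (9.36%, exact interval 5.73 to 14.2%), 16 were m13-like, 16 m9-like, 8 m8-like, 2 m2-like and 1 m11-like. None was m4-like, and 0 of 203 cells allows a share of up to 1.48%. In the tdTomato+ library of the same mice, 107 of 601 SST cells (17.8%) were m1-like. The m1-like class is made of 2 clusters, which held 11 and 8 of the GFP+ cells and 27 and 80 of the P97 tdTomato+ cells. The GFP+ m1-like cells had more Hpse than the P97 tdTomato+ ones, at 73.5 against 20.3 CPM (ratio 3.62, interval 1.80 to 7.32), and less Calb1, at 387 against 1173 CPM (ratio 0.330, interval 0.266 to 0.405). That Hpse level rests on 19 UMIs in 19 cells, and the P45 tdTomato+ m1-like cells had 42.3 and 24.1 CPM. No cluster took the name of m12, the class marked by Lgals1 and Fibcd1 among others, so these cells have no share of their own here. Where the held-out gene lists were allowed into the clustering, 21 of 187 GFP+ SST cells (11.2%) were m12-like, and where cells were assigned by the profiles of Supplementary file 1, 20 of 203 (9.85%). The m1-like share was 4.47% (8 of 179) among cells of at least 5000 UMIs and 4.19% (7 of 167) without regression.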

Significant numbers of GFP^+^ cells were also found in clusters m1 (32 cells or 17%) and m12 (23 cells or 12%), however, suggesting that the population of cells labeled in the X94 transgenic mouse line may in fact be somewhat heterogeneous.

**Figure 7.**
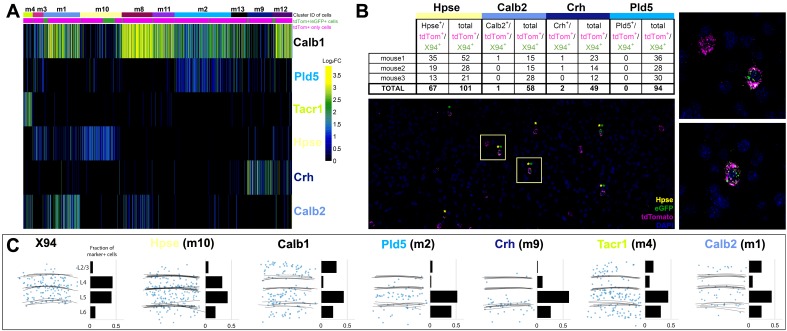
Single cell RNA sequencing of X94 and SST cells. (**A**) Single-cell RNA-seq was performed on SST-TdTomato^+^ and GFP^+^/tdTomato^+^ cells FACS-purified from primary somatosensory cortex of *X94-eGFP;Sst-cre;LSLtdTomato* mice. Cells were clustered using the Louvain algorithm and organized into vertical columns based on their cluster identity (top bar), with distribution of GFP+/tdTomato +cells indicated below. Horizontal rows correspond to mRNA expression for highly differentially expressed genes that were selected as cluster classifiers. (**B**) Triple-label RNA in situ hybridizations were performed on *X94-eGFP;Sst-cre;LSLtdTomato* mice to validate the predictions made by single-cell RNA-seq. The table shows quantitation of cells co-labeled with probes for selected marker genes, GFP and tdTomato (a proxy for *Sst* expression). Representative image shows overlapping signals from cluster classifier *Hpse*, GFP and tdTomato. Insets show examples of triple-positive cells at higher magnification. (**C**) Summary of laminar distribution of X94 cells cluster classifier/tdTomato double-positive cells based on tracing and scoring positions of labeled cells across three animals for each condition. Horizontal lines represent estimated positions of laminar boundaries. Left-hand panel shows localization of X94 NMCs using anti-GFP for X94 cells and anti-dsRed for Sst-tdTomato cells. Histograms give normalized frequency values for cluster classifier+/tdT +cells for each indicated cortical layer.

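Tacr1, the receptor gene for substance P, was at 373 ± 76.2 CPM (SD, n = 3 tdTomato+ libraries) in m4-like cells and at 9.58 ± 9.26 CPM in the next class, m13-like. Pld5 was at 103 ± 23.7 CPM in m2-like cells (log2 fold change 4.30 against the average of the other classes, standard error 0.25, adjusted p = 5.51e-21 from edgeR's quasi-likelihood test), against 22.4 ± 14.0 CPM in m9-like and 20.4 ± 4.82 CPM in m10-like cells. Crh, which encodes corticotropin-releasing hormone, was at 180 ± 14.5 CPM in m9-like and 179 ± 146 CPM in m13-like cells, both above the average of the other classes (adjusted p = 2.64e-24 and 1.51e-18 from the same test). Timp3, a tissue inhibitor of metalloproteinases, was highest in m9-like cells, at 206 ± 30.2 CPM, followed by m1-like cells at 155 ± 25.5 CPM. No m12-like class formed in this clustering. Where the held-out gene lists were allowed as features, Timp3 was among the leading genes of the m12-like cluster and not of the m9-like one. Its place in the m9-like class therefore depends on the clustering. Calb1 was at 1335 ± 393 CPM in m8-like, 1194 ± 157 CPM in m11-like and 1053 ± 148 CPM in m1-like cells, and at 32.1 ± 19.4 CPM in m4-like cells. These genes were kept out of the clustering and of the naming of clusters. The high spread of Crh in m13-like cells comes from the P97 library, at 348 CPM, where the P45 libraries had 86.8 and 102 CPM.

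**Figure D2:**
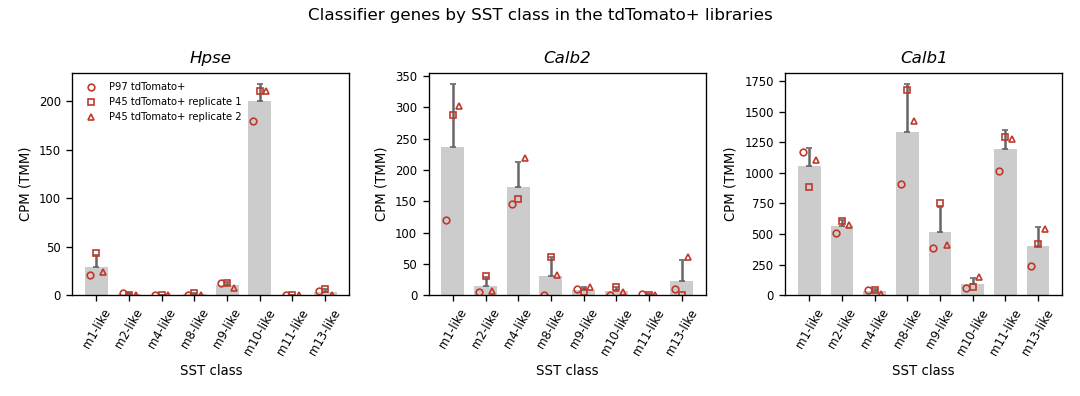
CPM (normalized by TMM, vertical axes) of Hpse, Calb2 and Calb1 in each SST class (horizontal axes). Bars give the mean and SD of the 3 tdTomato+ libraries, open symbols each library; the Hpse bar of the m10-like class stands at 200.5 CPM.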

**Figure 7—figure supplement 1.**
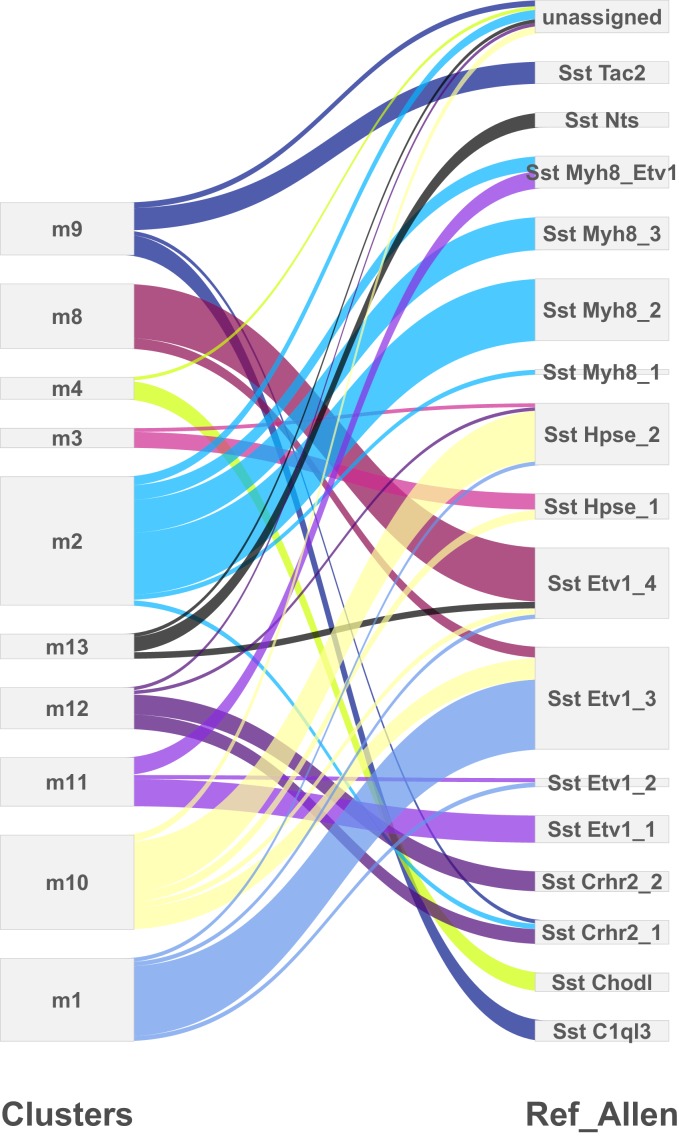
Comparison of cortical SST neuron clusters predicted by two independent analyses. Clusters predicted from the single-cell RNA-sequencing experiments described here (left) were compared to the clusters identified in an analysis of SST neurons by Tasic et al. (2017) (right) using the method described in Kiselev et al. (2018). The differences in outputs can mostly be accounted for by the splitting of the clusters identified in the present analysis, which could be due to the different sequencing platforms used (droplet-based 3’ end sequencing vs. full coverage Smart-seq), sequencing depth (low vs. high), and/or cortical area (primary somatosensory cortex vs. primary visual cortex +anterior lateral motor cortex).

We next performed triple-label RNA in situ hybridizations using cluster-specific marker genes to validate and characterize the SST cell clusters predicted by single-cell RNA-seq. Tissue sections were prepared from brains of SST-Cre; LSL-tdTomato; X94-GFP triple transgenic mice and hybridized to probes for genes differentially-expressed in selected SST clusters together with probes for GFP and tdTomato to identify SST^+^ cells. The numbers of marker gene/GFP/tdTomato triple-positive and GFP/tdTomato double-positive cells were scored from tissue sections from S1 cortex of three mice. The results of this analysis together with a representative image showing Hpse/GFP/tdTomato triple-label RNA in situ hybridization are shown in Figure 7b. The co-localization of *Hpse* expression in ~67% of GFP/tdTomato-positive cells validates the assignment of ~half of X94-GFP cells to cluster m10 based on single-cell RNA-seq. Similarly, few if any GFP-expressing cells co-express *Crh* or *Pld5*, markers for clusters in which X94-GFP cells are largely absent. 

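Calb2, the calretinin gene, was higher in m1-like cells than in the average of the other SST classes, by a log2 fold change of 3.89 (standard error 0.22, adjusted p = 8.49e-22 from edgeR's quasi-likelihood test). After thinning, 126 of 315 m1-like cells of the tdTomato+ libraries held a Calb2 UMI (40.0%, exact interval 34.5 to 45.6%), and unthinned 175 of 349 (50.1%). The thinned share was 24.2% in the P97 library and 47.5% and 46.9% in the P45 libraries, where the cluster led by Olfm3 and Calb2 held 27 of 107, 109 of 136 and 53 of 106 m1-like cells. Along with Calb2, m1-like cells had more of the transcription factor genes Zbtb20 (379 ± 82.5 against 119 ± 11.9 CPM as the mean of the other classes; SD, n = 3) and Maf (922 ± 139 against 332 ± 32.2 CPM). The oxytocin receptor gene Oxtr and the natriuretic peptide gene Nppc were higher too (log2 fold changes 1.80 and 1.92 in edgeR). Chrm2, a muscarinic receptor gene, and Sema3e, a guidance gene, were lower, at 5.94 ± 1.33 against 52.0 ± 8.40 CPM and 3.20 ± 3.39 against 53.7 ± 16.7 CPM; the call of Chrm2 was lost without the P97 library and that of Sema3e without P45 replicate 2. Of 33 transcription factor genes, 11 were higher and 1 lower (12 and 1 adjusted over the list alone), and of 21 glutamate receptor genes 9 were higher and 0 lower (11 and 0 adjusted over the list alone), with Grm4 and Gria1 among the higher. Both lists stood apart by camera with an estimated correlation (adjusted p = 0.00249 and 0.00778). In all, 434 of 8718 genes passed the threshold of edgeR's test, 290 higher and 144 lower. Neither this test nor camera takes into account that the class came from clustering the same cells. The count was 214 without P45 replicate 1, 194 without P45 replicate 2 and 242 without the library block. Some of the genes named were not particular to m1-like cells. In m10-like cells Maf was at 1028 ± 179 CPM and Sema3e at 3.42 ± 3.87 CPM. Grm4 was at 52.9 ± 6.98 CPM in m10-like and 59.3 ± 9.03 CPM in m1-like cells.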

The inclusion of 16% of GFP^+^/SST^+^ cells in cluster m1 is curious, given the expression of *Calb2* – a MC marker – by most cells in this cluster. However, single-cell RNA-seq indicates that X94-GFP cells do not express *Calb2*, a conclusion supported by the paucity of Calb2/GFP/tdTomato triple-positive cells by RNA in situ hybridization (1/58 cells; Figure 7b).

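Calb2 was rare among GFP+ SST cells. After thinning, 3 of 188 held a Calb2 UMI (1.60%, exact interval 0.330 to 4.59%), all of them m1-like, against 34 of 548 SST cells (6.20%, interval 4.34 to 8.56%) in the P97 tdTomato+ library and 194 of 1742 (11.1%) in the 3 tdTomato+ libraries together. In excitatory neuron-like cells, which should lack the gene, the share was 1 of 122 (0.820%, interval 0.0210 to 4.48%) in the tdTomato+ libraries and 0 of 6 in the GFP+/tdTomato+ library. The Calb2 UMIs of the GFP+ cells lay mostly in the m1-like class, with 15 UMIs in 19 cells, against 1 UMI in 141 m10-like cells. Unthinned, 7 of 203 GFP+ SST cells (3.45%), 58 of 601 P97 tdTomato+ SST cells (9.65%) and 280 of 1961 of the 3 libraries (14.3%) held one. Summed over SST cells at P97, Calb2 was at 5.20 CPM in GFP+ and 27.5 CPM in tdTomato+ cells (ratio 0.189, interval 0.105 to 0.317). Within the m1-like class Calb2 was at 58.0 CPM in GFP+ and 121 CPM in tdTomato+ cells (ratio 0.481, interval 0.260 to 0.830), where the 2 clusters of the class make up different shares of the sorts, and 3 of 18 GFP+ m1-like cells held a UMI (16.7%, interval 3.58 to 41.4%). In m10-like cells, 0 of 127 GFP+ cells held one, which allows up to 2.36% of cells with a UMI at this depth and sets no limit on cells expressing the gene. Calb2 lies on chromosome 8 of GRCm38 from 110137502 to 110168210.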

We next analyzed the localization of cells expressing markers for 5 of the 10 major SST cell clusters predicted from single-cell RNA-seq to determine whether molecularly-defined SST neurons correspond to cells with distinct laminar positions in S1 cortex (Figure 7c). Notably, *Hpse* – a marker for the cluster m10, the main X94-GFP-containing cluster – labels SST-cre;tdTomato^+^ cells found primarily within L4 and L5, similar to the laminar distribution of X94 cells. Crh^+^/tdTomato^+^ cells (cluster m9) were found mostly in deep L5/upper L6 and Pld5^+^/tdTomato^+^ cells (cluster m2) in mid-L5; Tacr1^+^/tdTomato^+^ cells (corresponding to cluster m4) were distributed broadly across all laminae. Calb2^+^ cells (cluster m1) colocalizing with tdTomato were found to be broadly distributed among all layers except L4, which instead is largely occupied by *Hpse* neurons. Taken together, these data strongly suggest that *Hpse* defines the L4/L5 NMC cells, and further support the idea that the transcriptomically defined SST neurons described here represent biologically meaningful sub-classes with distinct characteristics based on their anatomy, morphology, connectivity and physiology.

## Discussion

Despite recent strides in understanding cortical inhibitory circuitry, many key features remain unknown. Our data establish the existence of two subnetworks of SST interneurons that make exquisitely selective and reciprocal interactions with different sets of cortical layers. Optogenetic circuit mapping shows that L5 MCs receive excitatory inputs chiefly from PCs in L2/3 and L5, the primary cortical output layers, while L5 NMCs receive inputs mainly from PCs in L4 and upper L6, the primary input zones for afferent input from the ventral posteromedial thalamus (Wimmer et al., 2010). Paired recordings and 2-photon holographic optogenetic interrogation indicate that, in turn, these same SST subtypes selectively inhibit the same PC populations that excite them, at least within L4 and L5. In vivo, NMCs and MCs differentially suppress the activity of specific cortical layers. Thus NMCs and MCs are functionally segregated into two distinct networks with selective and complementary laminar connectivity, and functional impacts in the awake brain. Transcriptome profiling further suggests that SST neurons break down into as many as 10 sub-clusters that might compose unique neocortical inhibitory microcircuits. More specifically, our data point to a transcriptionally distinct subset of SST neurons (referred to here at ‘NMCs’ but marked by the selective expression of the gene *Hpse*) that powerfully controls PC activity in Layer 4, potentially gating bottom up input into the cortex. Conversely, several transcriptionally distinct subsets of SST neurons, commonly referred to as ‘MCs’, have no direct impact on L4, and instead potently control supragranular and infragranular PCs, the major targets of top down input from other cortical areas.

These results reveal a previously unknown, striking degree of specificity in the inhibitory cortical wiring diagram. In particular, the observation that L5 NMCs exhibit nearly no intralaminar connectivity with L5 PCs, but do engage in dense, reciprocal connectivity with L4 PCs is inconsistent with the idea of a single, global blanket of SST-mediated inhibition. Instead, SST-PC circuits appear to more closely resemble a patchwork quilt, comprised of multiple networks of SST subtypes which independently modulate separate spatial domains. SST-PC connectivity can be extremely dense and non-selective within one of these domains (e.g. creating a blanket within a single laminar microcircuit), but highly selective on the scale of layers and columns.

### Functional implications of separate, layer-specific SST feedback circuits

The striking difference in the input and output circuitry of SST subtypes suggested that these two interneuron classes might have different functional effects during sensory processing. Indeed, our Cre-DOG optogenetics experiments demonstrate that MCs nearly exclusively suppress the cortical output layers that they innervate, namely, L2/3 and L5. Conversely, NMCs potently suppress L4, but have a minimal impact on L5 activity. Notably, NMC photo-stimulation did cause a prominent deactivation of L2/3 cells. Since our slice data indicate that NMCs make only weak or infrequent connections onto L2/3 PCs, much of this reduction in L2/3 activity can likely be attributed to a loss of input from L4, which we previously showed is necessary for their sensory response. Nevertheless, a component of this reduction could be due to direct monosynaptic inhibition from NMCs (Figure 5d).

In our previous work, we showed that direct optogenetic suppression of L4 PCs resulted in deactivation of FS units, and net disinhibition and increased sensory evoked activity of L5 RS units. Based on this work we proposed that L4 PCs exert an inhibitory influence on L5 PCs via a disynaptic circuit in which L4 PCs drive L5 FS cells, which in turn inhibit L5 PCs. Consistent with this, here we saw that FS units in L5 showed strong and consistent deactivation when L4 was suppressed by NMC photostimulation. However, despite this reduction in L5 FS unit activity, we did not observe a net disinhibition across the population of recorded L5 RS units – in fact, somewhat remarkably, despite the major changes in both L4 and L2/3, on average we observed no net change in L5 RS unit activity across the recorded population. We can consider several possible explanations for this seeming discrepancy. Photostimulating NMCs, as we did here, resulted in a much stronger suppression of L4 than we achieved in our previous work with direct optogenetic suppression of L4 PCs. This may be due to the partial efficacy of the silencer eNpHR3.0, together with the fact the the Cre line we use in our previous study for L4 PCs (scnn1ta-tg3-Cre) only labels a fraction of the L4 PC population. Owing to the near complete suppression of L4 PC activity in this study, we also observed a much large deactivation of L2/3 RS units than in our prior study, where L2/3 was only mildly, albeit significantly, impacted. Thus, one possibility is that themuch stronger suppression of L2/3, which should cause a profound reduction in L2/3 to L5 excitatory drive that counteracted the loss of L4-driven disynaptic inhibition. Alternatively, photoactivation of NMCs might cause presynaptic inhibition of glutamatergic release at intracortical/thalamocortical synapses onto L5 PCs (Urban-Ciecko et al., 2015) or even drive the release of neuropeptides that suppress L5 cells through pre- or post-synaptic mechanisms. Further work is needed to reconcile these results. Our circuit mapping experiments revealed both MCs and NMCs exhibit dense, reciprocal connectivity with specific excitatory populations. Thus, both SST subtypes participate in potent recurrent inhibitory loops that might be critical for network stabilization, gain control, or competitive interactions between neural ensembles within each layer. Interestingly, NMCs and MCs also receive different sources of long-range input: NMCs but not MCs receive direct thalamic input from VPM, whereas MCs are known to receive long-range inputs from primary motor cortex (Tan et al., 2008; Hu and Agmon, 2016; Ji et al., 2016; Kinnischtzke et al., 2014; Cruikshank et al., 2010). Taken together, these circuit features suggest that NMCs and MCs might be specialized to regulate different streams of input to the cortical microcircuit. The major ‘bottom-up’ pathway to the barrel cortex is the lemniscal thalamocortical projection from VPM which carries spatiotemporally precise exteroceptive signals from the whiskers and which acts as a key driver of cortical activity via its projection to L4 and the L5B/L6 border. By virtue of their dense reciprocal connectivity with L4, as well as their direct connections from VPM (as well as cells at the L5B/L6 border, which are also VPM recipients), NMCs will generate feedback and feedforward inhibition targeted to L4 PCs. This inhibition is likely to occur on slower timescales than PV-mediated inhibition; thus, rather than enforcing temporally precise responses, NMC-mediated inhibition might control amplification of bottom-up sensory signals that is thought to occur in L4. In contrast, MCs will have little effect on the integration of bottom-up signals in L4. However, other important long-range afferents to the barrel cortex, such as those from motor cortices, contralateral S1, and the paralemniscal pathway projection from POm, target the infragranular and supragranular layers (including L1). Inputs from these projections are thought to exert a primarily modulatory effect on barrel cortex activity, and in many cases might carry ‘top-down’ signals conveying contextual/predictive information (Larkum, 2013). MCs are positioned to directly influence the integration of these signals, and indeed MC-mediated inhibition is capable of gating dendritic integration of these inputs. The parallel structure of MC and NMC networks could allow S1 to independently gate its sensitivity to top-down inputs without changing its sensitivity to bottom-up inputs, and vice versa. In turn, differential modulation of these SST sub-circuits, either by local or long range excitatory input, by VIP-interneuron mediated inhibition (Muñoz et al., 2017; Lee et al., 2013; Pfeffer et al., 2013; Pi et al., 2013) or neuromodulation (Muñoz et al., 2017; Xu et al., 2013; Polack and Contreras, 2012; Xiang et al., 1998) could represent a mechanism by which the brain dynamically fine-tunes the balance between bottom-up and top-down information during sensory integration.

The stark differences in the inputs to MCs and NMCs suggest that they will likely exhibit different patterns of activity in vivo. For technical reasons, most studies of SST activity in awake animals have focused on SST cells in superficial cortical layers, which are mostly MCs. These studies have revealed that MCs have unique functional properties. Compared to other cell-types, L2/3 MCs in the barrel cortex are poorly driven or even hyperpolarized by single whisker sensory stimuli (Gentet et al., 2012), and appear relatively decoupled from spontaneous fluctuations shared by other neurons in L2/3 (Sachidhanandam et al., 2016). Additionally, along with some L5 MCs, L2/3 MCs are suppressed when the cortex enters an active state of arousal, whereas NMCs in L4 and L5 increase their activity (Muñoz et al., 2017; Pala and Petersen, 2018). These findings are consistent with other studies which have observed that subtypes of SST cells with either wide or narrow spike waveforms (which might correspond to MCs and NMCs) are differentially modulated by changes in arousal, behavior, and rewarding stimuli (Kim, 2016; Kvitsiani et al., 2013; Reimer et al., 2014). Changes in the activity of SST cells have been proposed to perform operations such as adjusting the gain of sensory responses or modulating dendritic integration (Lee et al., 2012; Phillips and Hasenstaub, 2016; Murayama et al., 2009); SST sub-circuits, like the ones described here, would allow for these operations to be applied to specific layers and/or cell-types. A pressing question for future investigation will be to determine how local and long-range connectivity contributes to the unique activity patterns of SST subtypes, and conversely, to determine how distinct SST subtypes differentially shape the dynamics of the cortical microcircuit in different sensory and behavioral contexts.

### Diversity of SST cells

Our physiological data support the notion of at least two major SST subclasses, defined by their input/output connectivity with L4 or L2/3 and L5. Our single-cell RNA-seq data identified 10 distinct SST subtypes that show good correspondence to 16 SST clusters obtained from single-cell RNA-seq analysis on SST neurons from V1 and ALM cortex (Tasic et al., 2018). Several of the clusters identified by our analysis split into multiple, smaller clusters in the analysis by Tasic et al. (2018)., likely due to greater resolution afforded by the greater sequencing depth and/or different parameters used for clustering in this latter study. A unique aspect of our approach is that we additionally included the X94-GFP transgene in our SST cell purification and sequencing, so that we could correlate the transcriptomic data with our physiological analysis of the X94 line. Together with triple-label RNA in situ hybridizations, our sequencing results strongly suggest that L4/L5 NMCs labeled in the X94 mouse line correspond to a transcriptomically distinct class of SST neurons characterized by *Hpse* expression. Our RNA in situ hybridization studies further demonstrate that transcriptomically defined SST subtypes show distinct cortical lamination patterns.

Previous reports have associated the anatomical location, axonal targeting patterns and physiological properties of a subset of Martinotti cells with expression of calretinin (encoded by the *calbindin2* or *Calb2* gene) (Nigro et al., 2018; Paul et al., 2017; Hilscher et al., 2016; Xu et al., 2006). Curiously, from single-cell RNA-seq studies, cluster SST-Etv1_3 in Tasic et al. (2018). - which corresponds to cluster m1 identified in this study - has been interpreted to represent this subset of Martinotti cells based largely on *Calb2* expression and enrichment in L2/3 and L5. This poses a conundrum, as we find that 16% of X94-GFP NMC cells cluster with putative *Calb2+* Martinotti cells in cluster m1/SST-Etv1_3 (Figure 7a and Figure 7—figure supplement 1). It should be noted, however, that triple-label RNA in situ hybridizations confirm that the GFP^+^ cells are depleted in *Calb2* expression (Figure 7b), suggesting that this cluster is heterogenous, at least with respect to *Calb2* expression. Moreover, *Calb2* expression is enriched in multiple clusters including not just m1 but also m4 and m8 (Figure 7a), precluding the reliance on this gene as a unique molecular marker of cells that are transcriptomically distinct. 

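Calb2 was at 237 ± 101 CPM in m1-like cells (SD, n = 3 tdTomato+ libraries) and at 173 ± 39.9 CPM in m4-like cells, where it was above the average of the other classes by a log2 fold change of 3.32 (standard error 0.38, adjusted p = 3e-10 from edgeR's quasi-likelihood test). In m8-like cells it was at 30.7 ± 30.2 CPM and did not pass the test (log2 fold change 0.59, standard error 0.37, adjusted p = 0.358). The m8-like level was 0 CPM in the P97 library and 60.3 and 31.7 CPM in the P45 libraries. After thinning, 18 of 72 m4-like cells (25.0%, exact interval 15.5 to 36.6%) and 26 of 234 m8-like cells (11.1%, interval 7.39 to 15.9%) held a Calb2 UMI, both above the share in excitatory neuron-like cells. Unthinned, the shares were 34.2% and 16.4%. In the m8-like cells of the P97 library, 0 of 53 held one, which allows up to 5.66% of cells with a UMI at this depth and sets no limit on cells expressing the gene. The m13-like class was at 23.3 ± 32.5 CPM, from 0 CPM in P45 replicate 1 to 60.5 CPM in P45 replicate 2, and the m2-like class at 14.2 ± 14.2 CPM.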

Future studies will be required to understand the apparent heterogeneity of what have been classically defined as Martinotti cells and whether their molecular identity and distinction from NMCs can be refined by a more granular analysis based on genome-wide transcriptomics.

More generally, an outstanding question for future work is to address how sub-classes of SST neurons identified by single cell transcriptomics differ from one another functionally, potentially due to their local and long-range connectivity and their sensitivity to different neuromodulators. Previous studies on MC-subtypes have outlined at least two distinct sub-classes of MCs (Muñoz et al., 2017; Nigro et al., 2018; Morishima et al., 2017), yet the functional roles of these putatively distinct MC subtypes remains essentially unknown. One route to address the functional implications of this high diversity of SST neurons is to use marker genes to generate intersectional driver lines (Nigro et al., 2018; Paul et al., 2017; He et al., 2016) that target each of the 10 clusters, which would greatly facilitate further physiological and anatomical analysis.

We find that NMCs comprise a large fraction of L5 SST cells and perhaps of SST cells more generally (see Figure 1—figure supplement 1g). If L5 NMCs are so prevalent, one might ask why they have been reported on only sparingly. Beyond studies which used the X94 line (Ma et al., 2006; Tan et al., 2008; Hu and Agmon, 2016), close examination of the literature reveals several reports of cells with L4-targeting morphologies and other properties characteristic of NMCs (Fairén et al., 1986; Helmstaedter et al., 2009; Kumar and Ohana, 2008; Porter et al., 2001), which have sometimes been called ‘Lorente de Nó cells’ in attribution to their earliest describer (Cobas et al., 1987; Fairén, 2007; Lorente de Nó, 1992). The previous lack of genetic tools to target these cells may have hindered detailed investigation of L5 NMCs until now. It is likely that NMCs in all layers have sometimes been misclassified as fast-spiking cells due to their quasi-fast-spiking intrinsic properties, especially in studies done without genetic or immunohistochemical markers for somatostatin and parvalbumin. This issue likely also applies to studies performing in vivo extracellular recordings, since spike waveforms of NMCs are similar to those of parvalbumin-expressing FS cells (Kim, 2016; Kvitsiani et al., 2013; Muñoz et al., 2014).

L5 NMCs bear striking resemblances to the SST cells in L4 which are also non-Martinotti cells and have sometimes been called ‘low-threshold spiking’ or ‘LTS’ cells (Ma et al., 2006; Beierlein et al., 2003; Xu et al., 2013; Beierlein et al., 2000; Ma et al., 2012; Gibson et al., 2005). Compared to L5 NMCs, L4 NMCs have similar morphologies and intrinsic properties (Figure 1—figure supplement 3), excitatory inputs (Figure 1—figure supplement 3 and Figure 2—figure supplement 1), inhibitory targets (Xu et al., 2013) (Figure 4—figure supplement 2), and transcriptional profiles (Figure 7). Furthermore, we observed that excitatory synapses onto L5 NMCs exhibited what appeared to be asynchronous EPSCs during sustained high frequency firing in the presynaptic cell (Figure 4—figure supplement 3c). Asynchronous release of glutamate is uncommon in cortical circuits; to the best of our knowledge, the only other published observation is at the synapse from L4 PCs onto L4 SST cells (Beierlein et al., 2003).. Taken together, these similarities suggest that L4 and L5 NMCs are a single cell-type. Due to their lack of intralaminar connectivity, L5 NMCs might be thought of as ‘ectopic’ L4 NMCs; however, the number of NMCs in L5 is likely comparable to or perhaps even greater than the number of L4 NMCs in the barrel cortex. The X94 line labels ~ 15% of L5 SST cells, but this is likely a lower bound since this line does not provide complete coverage over L5 NMCs. Biocytin fills of L5 SST-TdT cells revealed that 19/52 cells (37%) possessed NMC morphologies, compared to 31/52 (60%) that possessed MC morphologies and 2/52 that could not be placed in either category. Consistent with this, a support vector machine trained to distinguish L5 GIN cells from L5 × 94 cells based on their intrinsic properties (Figure 1—figure supplement 1g) labeled 48% of L5 SST-TdT cells as putative NMCs. However, L5 NMCs often appeared to have larger cell bodies than MCs, which could potentially have made L5 NMCs easier to locate or patch and thereby introduced a bias in this assessment. Nevertheless, we estimate that 15–40% of L5 SST cells are NMCs. L4 and L5 respectively host approximately 10% and 40% of all SST cells in S1, so assuming nearly all L4 SST cells are NMCs (Xu et al., 2013), we estimate that L4 and L5 NMCs collectively represent roughly 15–25% of all SST cells in S1.

In this study we relied on four transgenic lines for SST neurons (SST-IRES-Cre, X94, X98 and GIN). Although the latter three GFP lines proved useful, heterogeneity within the GFP^+^ population within these lines (particularly the GIN line, see Figure 1—figure supplement 3 and Figure 2—figure supplement 1) (Halabisky et al., 2006; McGarry et al., 2010) and our single-cell RNA-seq data imply that they each are likely to label a mixture of what may be functionally distinct SST subtypes, while other subtypes of SST cells are not covered by these lines at all, such as long-range projecting SST cells that are most prevalent in L6 (He et al., 2016). Importantly, our 2P mapping experiments (using the SST-Cre line) show that cells sampled from the SST population in an unbiased manner connect to L4 or L5 in a mutually exclusive manner; this argues that the distinction between NMCs and MCs is a genuine dichotomy which generalizes to the broader SST population. However, it is certain that these two groups, particularly MCs, can be further subdivided, and examining the connectivity of these finer SST subdivisions will very likely add further nuance to the scheme we describe here. For example, recent work suggests that specific subtypes of MCs receive different amounts of VIP innervation (Muñoz et al., 2017). Although we did not observe any obvious specificity in how MC circuits are organized with respect to L5A versus L5B and/or slender-tufted, intratelencephalic PCs versus thick-tufted, pyramidal tract PCs (data not shown), recent evidence suggests that some MC subtypes preferentially connect to L5 PC subtypes (Morishima et al., 2017; Hilscher et al., 2016). Achieving a full understanding of connectivity and functional interactions among SST and PC subtypes will require a more sophisticated understanding of the taxonomy of cortical cell-types, as well as the development of new genetic tools and circuit mapping methods.

Taken together, the data in this study establish two new fundamental inhibitory motifs in the cortex: two subnetworks of SST cells that interconnect with specific cortical compartments – the input and output cortical layers, potentially providing a means to fine tune cortical computation in the barrel cortex during different sensory or behavioral demands. Since most cortical regions appear to contain numerous subtypes of SST cells, we hypothesize that similar architectures will be present in other cortical regions, such as primary visual cortex. Consistent with this notion, other studies have shown that subtypes of SST cells with distinct morphologies, molecular and electrophysiological properties, and connectivity exist in the hippocampus (Yuan et al., 2017; Harris et al., 2018; Müller and Remy, 2014; Lovett-Barron et al., 2012). More generally, the approached we employed here to connect the anatomy, physiology, synaptic connectivity and transcriptional profile of specific neuronal subtypes may represent a generalizable strategy to define neuronal subtypes and reveal their unique contributions to brain activity and behavior. With respect to SST neurons’ role in sensory computation, our data raise the possibility that sub-networks of dendrite-targeted interneurons fine tune the balance between bottom up and top down input in cortical processing.

## Materials and methods

All experiments were performed in accordance with the guidelines and regulations of the Animal Care and Use Committee of the University of California, Berkeley under protocol AUP-2014-10-6832-1.

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (Mus musculus)	Scnn1-tg3-Cre line	Jackson Labs	#009613	
Genetic reagent (Mus musculus)	Emx1-IRES-Cre line	Jackson Labs	#005628	
Genetic reagent (Mus musculus)	PV-IRES-cre line	Jackson Labs	#008069	
Genetic reagent (Mus musculus)	SST-IRES-cre line	Jackson Labs	#013044	
Genetic reagent (Mus musculus)	GIN line	Jackson Labs	#003718	
Genetic reagent (Mus musculus)	X94-GFP line	Jackson Labs	#006334	
Genetic reagent (Mus musculus)	X98-GFP	Jackson Labs	#006340	
Genetic reagent (Mus musculus)	Ai9 Rosa-LSL-tdTomato line	Jackson Labs	#007909	
Recombinant DNA reagent	AAV9.CAGGS.Flex. ChR2-tdTomato.WPRE.SV40	University of Pennsylvania Vector Core		
Recombinant DNA reagent	AAV9-2YF-hSyn-DIO-ChrimsonR-mRuby2-Kv2.1	This lab		Available at Addgene(Plasmid #105448);Described in Pégard et al. (2017)
Recombinant DNA reagent	AAV2/8.EF1a.C-CreintG.WPRE.hGH	Massachusetts Ear and Eye Infirmary Vector Core		
Recombinant DNA reagent	AAV2/8.EF1a.N-Cretrcintc.WPRE.hGH	Massachusetts Ear and Eye Infirmary Vector Core		
Antibody	Rat monoclonal anti-somatostatin primary	Millipore	MAB354	1:1000 dilution
Antibody	Goat polyclonal anti-rat Alexa 647 secondary	Life Technologies Corporation	A21247	1:200 dilution
Sequence-based reagent	tdTomato ISH probe	ACDBiotechne	317041-C1 and C2	
Sequence-based reagent	Calb2 ISH probe	ACDBiotechne	313641 C1	
Sequence- based reagent	Hpse ISH probe	ACDBiotechne	412251-C1	
Sequence- based reagent	Tacr1 ISH probe	ACDBiotechne	428781 C2	
Sequence-based reagent	Timp3 ISH probe	ACDBiotechne	471311-C2	
Sequence- based reagent	Pld5 ISH probe	ACDBiotechne	custom C2	
Sequence-based reagent	Crh ISH probe	ACDBiotechne	316091 C1	
Sequence-based reagent	Calb1 ISH probe	ACDBiotechne	428431 C2	
Sequence- based reagent	eGFP-o4 ISH probe	ACDBiotechne	538851-C3	

### Transgenic mice

The following mouse lines were used for this study: the Scnn1-tg3-Cre line (JAX stock # 009613), the Emx1-IRES-Cre line (JAX stock #005628), the PV-IRES-cre line (B6;129P2-Pvalbtm1(cre)Arbr/J; JAX stock #008069), the SST-IRES-cre line (JAX stock 013044), the GIN line (FVB-Tg(GadGFP)45704Swn/J; JAX stock #003718), the X94-GFP line (Tg(Gad1-EGFP)94Agmo/J; JAX stock 006334), the X98-GFP line (Tg(Gad1/EGFP)98Agmo/J); JAX stock 006340), the Ai9 Rosa-LSL-tdTomato line (JAX stock # 007909). Mice were housed in cohorts of five or fewer with a light:dark cycle of 12:12 hr, and were used for experimentation during their subjective night.

### Viral infection

Neonatal mice (p0-3) were deeply cryo-anesthetized and placed in a head mold. Viral aliquots were loaded into a Drummond Nanoject injector and injected into four sites in the barrel cortex of the left hemisphere. At each site, virus was injected at multiple depths (two depths for scnn1-tg3-cre, three depths for emx1-IRES-Cre and SST-IRES-Cre mice and for CRE-DOG injections) in increments of 18.4 nL or 36.8 nL (for SST-IRES-Cre and CRE-DOG injections), for a total of ~150–440 nL of virus injected per mouse. Following injections, mice were moved to an incubation chamber for recovery, and were returned to the dam once they regained color and began to move. Viruses used were AAV9.CAGGS.Flex.ChR2-tdTomato.WPRE.SV40 (acquired from the University of Pennsylvania Vector Core; undiluted for scnn1-tg3-cre, diluted 1:1 with PBS for emx1-IRES-Cre mice), AAV9-2YF-hSyn-DIO-ChrimsonR-mRuby2-Kv2.1, AAV2/8.EF1a.C-CreintG.WPRE.hGH and AAV2/8.EF1a.N-Cretrcintc.WPRE.hGH (acquired from the Massachusetts Ear and Eye Institute). For CRE-DOG experiments, we injected a mixture of 1 part AAV2/8.EF1a.C-CreintG.WPRE.hGH, one part and AAV2/8.EF1a.N-Cretrcintc.WPRE.hGH, and one part AAV9.CAGGS.Flex.ChR2-tdTomato.WPRE.SV40. In some initial slice experiments, we used a similar cocktail but with two parts AAV9.CAGGS.Flex.ChR2-tdTomato.WPRE.SV40.

### Brain slice recording

Acute thalamocortical slices were prepared from mice (ages p14-29, at least 14 days after viral injection) as previously described (Adesnik and Scanziani, 2010). Slices were placed in a recording chamber and constantly perfused with oxygenated artificial cerebro-spinal fluid (NaCl 119 mM, KCl 2.5 mM, MgSO_4_1.3 mM, NaH_2_PO_4_1.3 mM, glucose 20 mM, NaHCO_3_26 mM, CaCl_2_2.5 mM) maintained at 32° C (21° C for multiphoton mapping experiments). Slices were oriented with the caudal surface facing up in the recording chamber. To ensure minimal disruption of vertical connectivity, all slices used for recording were inspected under infrared illumination at 40x magnification and/or post-hoc confocal imaging to confirm that pyramidal cell apical dendrites stayed roughly parallel with the surface of the slice or receded slightly deeper as they progressed apically. Whole cell recordings were performed using glass micropipettes (2–5 MΩ resistance) pulled on a Sutter P-1000 Micropipette Puller. Pipettes were filled with a Cs^+^ based internal (CsMeSO_4_135 mM, NaCl 8 mM, HEPES 10 mM, Na_3_GTP 0.3 mM, MgATP 4 mM, EGTA 0.3 mM, QX-314-Cl 5 mM, TEA-Cl 5 mM) or a potassium gluconate based internal (K-gluconate 135 mM, NaCl 8 mM, HEPES 10 mM, Na_3_GTP 0.3 mM, MgATP 4 mM, EGTA 0.3 mM). In some experiments, biocytin (0.4–1%) was dissolved into the internal solution to enable morphological recovery. Voltage recordings were not corrected for the junction potential. Series resistance was monitored with negative voltage steps during each trial, and was compensated up to 60%. Data were analyzed from recordings in which series resistance remained stable and below 30 MΩ. Data were acquired and filtered at 2.2 kHz using a Multiclamp 700B Amplifier (Axon Instruments) and digitized at 20 kHz (National Instruments). All data were acquired using custom written MATLAB (Mathworks) software.

### Characterization of intrinsic properties

In all recordings using K-based internal solution, an F-I curve was measured at the start of the experiment using a series of 1 s current injections, at −200 pA, −100 pA, and then proceeding in 50 pA increments from +50 to+500 pA. In some experiments, additional current steps were manually designated and performed online to aid in estimation of rheobase. Resting membrane potential was defined as the median membrane potential during a baseline period measured immediately after break-in. Input resistance was calculated with Ohm’s law using the steady state membrane potential during subthreshold current injections steps (current clamp) and/or the steady state current during 5 mV voltage steps (voltage clamp). Action potential onset was detected using code adapted from the Berg lab’s *Spike_threshold_*PS function, which defines onset as the point of maximum positive slope in the phase space of the membrane potential and its first derivative (Sekerli et al., 2004). Spike width was measured as the full-width of each spike at the voltage halfway between the action potential threshold and the peak amplitude (half-max). Rheobase was estimated using the average of 1) a linear fit (with coefficients constrained to be nonnegative using the *lsqnonneg* function in MATLAB) of the F-I relation during the last subthreshold current injection step and the first few suprathreshold steps and 2) linear extrapolation of the current necessary to reach threshold based on measurements of the resting membrane potential, input resistance, and average threshold value of the first action potentials evoked during suprathreshold injections. These two measures were usually in good agreement. Adaptation index was calculated (following the Allen Brain Institute’s Cell Types Database protocol) for each current injection using the expression:

$$\frac{1}{N-1}\sum_{n=1}^{N-1}\frac{{{ISI}_{n+1}-ISI}_{n}}{{{ISI}_{n+1}+ISI}_{n}}$$

Where N is the number of spikes during that current step and ISI is the interspike interval.

### Paired recording connectivity testing

We first targeted whole-cell recordings to a fluorescent (GFP +or TdTomato+) SST cell, and then subsequently patched nearby neurons in the same slice. In some cases, we recorded serially from several neurons while maintaining the recording of the first neuron, in order to test multiple connections. Monosynaptic excitatory connectivity onto SST cells was tested by driving trains of 10 spikes in the presynaptic cell at 70 Hz via current injection, while monitoring for EPSCs in the postsynaptic cell. Stimulation was repeated at least 15 times in all pairs tested. Monosynaptic inhibitory connectivity from SST cells onto other neurons was tested by driving spikes in the presynaptic cell while monitoring postsynaptically for IPSCs (Cs-based internal, postsynaptic cell held at +10 mV) or IPSPs (K-based internal, postsynaptic cell depolarized to approximately −52 mV). Electrical connectivity between SST cells was tested by hyperpolarizing each cell with 1 s current injections (at least 15 trials) while monitoring for hyperpolarization in the other cell.

For L5SST-L5PC pairs, we recorded from both pyramidal tract and intratelencephalic type PCs, which could be distinguished by their laminar positions (preferentially L5B versus L5A), morphology visualized via infrared (large soma versus smaller soma) and post-hoc confocal imaging (thick-tufted apical dendrites versus slender-tufted), and/or their intrinsic properties (initial burst/doublet spiking followed by non-adapting spikes versus continuously adapting regular-spiking phenotype (Hattox and Nelson, 2007; Kim et al., 2015; Schubert et al., 2001). We did not observe any significant differences in the connectivity of either L5PC type with L5MCs or NMCs. For L5SST-L4PC pairs, we did not distinguish between spiny stellate and pyramidal/star-pyramidal excitatory cells.

For paired recordings between L5 SST cells and L4 FS/PV cells, we identified FS/PV cells using PV-Cre; LSL-TdTomato mice in some experiments (Figure 4—figure supplement 2i). However, it was often difficult to visualize X94 cells using these animals due to the TdTomato fluorescence being much brighter than the GFP fluorescence. In other experiments (Figure 4—figure supplement 2h), we targeted FS/PV cells in L4 by looking for L4 neurons with large cell bodies under IR, and then confirmed the identity of these cells electrophysiologically, with the primary criteria separating them from being narrow spike widths (slightly shorter than the average NMC spike) and little or no spike frequency accommodation during high amplitude steps of current injection.

To classify SST-TdT cells as putative NMCs or MCs, we fit a support vector machine (cross validated 10-fold) to perform binary classification of L5 GIN cells and L5 × 94 cells using only their intrinsic electrophysiological properties. We found that a classifier based on only two measures (spike width and estimated rheobase) performed just as well as multivariate classification based on a large number of metrics (~85% accuracy).We then used this classifier to predict the identity of a different dataset of L5 SST cells recorded in SST-TdT mice. This approach is likely to have resulted in a small number of SST-TdT cells being misclassified; however, the connectivity of putative NMCs and MCs were highly similar to the connectivity of NMCs and MCs identified using the X94 and GIN lines. Furthermore, our conclusions about the differences in connectivity rates of L5 MCs and NMCs with L4 and L5 PCs are unchanged by the exclusion of the SST-TdT dataset, with the exception of L5PC→L5SST connections – a circuit which has been studied in some detail by others. This approach also effectively assumes a dichotomy in L5 SST cells, since we have only two labels (MC and NMC) to provide as training data, which is an important caveat since it is likely that further subdivisions of SST cells exist in L5 (Ma et al., 2006). In a handful of cases, we recorded from SST-TdT cells which appeared to be FS cells (Hu et al., 2013), with very narrow spikes, low input resistances, and a near complete lack of spike-frequency accommodation during high amplitude current injection steps; these neurons were excluded from further analysis.

Using paired recordings, we tested 544 total possible connections between 146 L5 SST cells (39 L5 GIN cells, 53 L5 × 94 cells, 54 L5 SST-TdT cells) and PCs/FS cells in L4 and L5. Data from a subset of these neurons (n = 17 L5 GIN cells) were included in a previous study (Pluta et al., 2015). This dataset was unbalanced, and because in some cases we tested multiple connections onto the same L5 SST cell, included some non-independent observations. Because of this, we used Monte Carlo permutation tests to test for significant differences between the connectivity rates of MCs and NMCs. We generated a permuted dataset with the same observation structure (same number of L5 SST cells and same number of connections tested per L5 SST cell) in place for MCs and NMCs by randomly resampling with replacement at both levels. We then measured the difference in observed connectivity rate for the MC and NMC groups, and repeated this procedure 100,000 times to generate a null distribution of rate differences. We used this distribution to perform a 1-tailed test for significant differences between MC and NMC connectivity rates for each type of connection tested (Supplementary file 1).

### Optogenetic connectivity mapping in vitro

Experiments were done in slices from Emx1-Cre; GIN or Emx1-Cre; X94 mice injected with an AAV driving Cre-dependent expression of ChR2 in all excitatory cells. Whole cell voltage clamp recordings were performed in GFP +L5 cells to target L5 MCs (Emx1-Cre; GIN) or L5 NMCs (Emx1-Cre; X94). A digital micromirror device was used to focally photo-stimulate excitatory cells in different regions of the slice in order to map the spatial profile of excitatory inputs to recorded MCs and NMCs.

Prior to experiments, slices were briefly visually inspected with epifluorescence under a 5x objective to confirm that a wide area containing dense, even expression of fluorescence (tagged to an opsin) was present in the barrel cortex. Recordings were targeted to within this region, which typically covered the entire lateral extent of barrel cortex in 4–5 slices. Slices in which expression appeared faint or uneven were discarded.

In some experiments, it was necessary to locate fluorophore-positive cells in slices also containing an excitatory opsin. To avoid excitotoxicity that can result from excessive illumination of opsin-containing neurons, we limited illumination to very brief intervals (1–2 s) while searching for fluorophore-positive cells. In some cases where the target cells were weakly fluorescent (young GIN and X94 animals), we searched for these cells while keeping the slice submerged in sucrose-substituted ACSF. Once target cells were located, this solution was washed out and replaced with normal recording ACSF prior to patching these cells and starting experiments.

### DMD-based excitatory input mapping

Laser light was generated using a 1W 445 nm diode laser (Ultralasers) and routed via a liquid light guide into a CEL5500 digital micromirror device (DMD) (Digital Light Innovations). The projection from the DMD was then collimated and integrated into the light path of the microscope, before being focused onto the slice chamber using a 5x (Olympus). For experiments using widefield illumination, the DMD passively reflected but not spatially modulate light. Prior to photo-stimulation, infrared and epifluorescence images were captured using an IR-1000 CCD camera (DAGE-MTI) and imported into MATLAB.

Excitatory mapping experiments were performed using a modified version of a previously described protocol (Pluta et al., 2015). Mapping was performed over an area extending from pia to the white matter, covering 2–4 barrel columns laterally (~400 to~800 µm). For mapping excitatory inputs to GIN and X94 cells, the DMD was used to pattern light into a square region (75 µm x 75 µm). Each stimulation site was spaced 40 µm apart from adjacent ones, resulting in some overlap of adjacent stimuli. We chose to ‘ramp’ our photostimulation, starting each stimulus with the light off and linearly increasing the light intensity over time. Ramping in this manner minimizes activation of fibers of passage (Adesnik and Scanziani, 2010). In each trial, a ‘sawtooth’ light stimulus composed of three successive 25 ms ramps of light (1.25 mW/mm^2^ final intensity) was applied to one stimulus site (unlike in Pluta et al. (2015), which used only a single ramp per trial). This protocol was chosen in order to maximize the short-term facilitation of excitatory inputs to L5 SST cells, though in practice we found it was usually possible to observe responses during the first ramp alone. Ten regions were stimulated per second in a serial, pseudorandom order, with 4 s breaks after every 10 s of mapping. Control experiments were performed using identical stimulation conditions while recording from ChR2^+^ neurons in all layers. These experiments determined the spatial resolution of photostimulation and confirmed that spiking was elicited in ChR2 +neurons only when regions very close to the soma were stimulated. We also included n = 2 experiments mapping inputs to L5 × 94 cells which were performed using the exact mapping protocol described in Pluta et al. (2015), though our results and conclusions were not substantially altered by their exclusion.

All data were analyzed using custom written MATLAB software. Data preprocessing consisted of removing baseline offsets and slow fluctuations from recordings by subtracting a down-sampled and median-filtered versions. Charge was calculated as the integral of the preprocessed recordings during photo-stimulation and the subsequent 25 milliseconds. To aggregate maps across cells, we first rotated the average map collected in each experiment in order to horizontally orient the laminar boundaries of the mapped area. Maps were next translated vertically to align the L4-L5 laminar boundary, and translated horizontally to align either the home column or the soma position of the recorded cell, before being horizontally cropped to an area ±300 µm of their center and then averaged to yield a summary map. For the average map shown in Figure 1—figure supplement 3k, we first binarized each input map by performing a permutation test comparing the excitatory charge evoked at each stimulus site to the charge observed during baseline periods. This yielded a binary map showing which stimulus sites evoked significant amounts of charge (after a Bonferroni correction for multiple comparisons). We then averaged these maps together as described above.

For L4 stimulation experiments, we used widefield photostimulation through a 5x objective. We used two stimulation protocols: prolonged, 1 s ramps of linearly increasing light intensity and trains of ten pulses (1 ms duration) at 40 Hz. We stimulated at four different intensities for each protocol. Since we sometimes recorded multiple neurons in the same slice (see Figure 2—figure supplement 1), we fit generalized linear mixed effects models to the dose-response function of light-intensity versus evoked response (EPSC charge transfer or number of spikes), with fixed effects coefficients for the slope of this function for each cell-type and random effects slope coefficients for each slice and neuron in the dataset as well as a constant intercept term. F-tests were used to test for differences in fixed effects coefficients. For paired analysis of L4 NMCs and L5 MCs/NMCs (Figure 2—figure supplement 1), paired t-tests were used to test for differences in L4-evoked responses at maximum stimulus intensity.

### Two-photon CGH-based inhibitory output mapping

Laser light was generated using a 5W 1040 nm femtoTrain laser (Sepctra-Physics) and power was modulated on short time scales using a Pockels cell (Conoptics) and a high speed shutter (UniBlitz). Light was delivered to the sample using a VIVO 2- Photon workstation (3i) based on a Sutter Moveable Objective Microscope (Sutter) and the hologram was created using a Phasor 2-Photon computer-generated holography system (3i) with Slidebook software (3i) (Figure 3—figure supplement 1a). The holograms used for stimulation were 2D discs of diameter 15 um centered on points with 20 um spacing, making a 400 um x 400 um grid in the focal plane (Figure 3—figure supplement 1b,c). Stimulation consisted of 4 or 10 ms square pulses to the Pockels cell with voltages calibrated to produce 200 or 250 mW average power on sample, respectively. The choice of 4 ms at 200 mW or 10 ms at 250 mW stimulation was determined slice to slice based on opsin expression. Power for each hologram was calibrated empirically to account for power loss due to diffraction efficiency degradation away from the zero-order of the SLM. There was an inter-trial interval of 100 ms between the end of one stimulation and the start of the next stimulation. Under these conditions, SST cells spiked reliably and with high radial resolution (Figure 3c, Figure 3—figure supplement 1c,d) and moderate axial resolution (Figure 3—figure supplement 1f,g). Given the sparsity of SST neurons (Figure 3b), this level of spatial resolution provided a good tradeoff between sampling many cells with fewer targets and spiking cells with high spatial resolution. In addition, reliably evoked spikes were produced with low latency and jitter when stimulating randomly through the target grid at 10 Hz. Under these conditions, most evoked spikes occurred in the first 20 ms after the onset of stimulation (Figure 3—figure supplement 1e,h).

Space clamp error will inevitably affect somatic measurements of currents from distally located SST→PC synapses; however, we recorded IPSCs using a cesium-based internal solution (which included the ion channel blockers tetraethylammonium and QX-314) and performed experiments at room temperature, which ameliorate this to some extent (Williams and Mitchell, 2008). We also used a holding potential of +40 mV to increase the IPSC driving force. In these experiments, internal solutions also contained 5 μM Alexa 488 hydrazide (ThermoFisher Scientific) to aid visualization with multiphoton imaging, and ~5 mM kynurenic acid Sodium salt (abcam) was added to the external ACSF to block glutamatergic activity.

To determine which locations evoked responses in the voltage-clamp recordings, first we detected IPSCs using a Bayesian modeling approach via Gibbs sampling (Merel et al., 2016). To obtain point estimates IPSC times from the posterior distribution over IPSC times, we binned the IPSC time samples for each trial at 1 ms resolution to create a posterior timeseries of when IPSCs were likely occurring. We then threshholded those timeseries (using *findpeaks* in MATLAB) to compute point estimates of IPSC times. Because the vast majority of evoked spikes recorded from opsin expressing SST cells occurred with short latency (Figure 3—figure supplement 1c,f), we estimated the evoked rate at each location from a 30 ms time window starting 5 ms after the onset of each stimulation and the background rate of IPSCs for each patched cell from the last 25 ms of all inter-trial intervals. Taking a Poisson distribution with the estimated background rate as the null distribution for all locations for each cell, we could then calculate a p-value for the hypothesis that there are no evoked IPSCs each location (i.e. there is no increase in IPSC rate). We then detected locations with evoked responses using the Benjamini-Hochberg False Detection Rate (FDR) procedure with q = 0.1 (Benjamini and Hochberg, 1995). We chose this relatively liberal FDR rate because any false positives will likely be thrown out after the temporal statistics are taken into account.

To determine if a location with evoked rates in both simultaneously patched cells was in fact a common input from a single source, we employed a statistical test that compares a computed synchrony statistic against a null distribution computed from resampled event time series. Specifically, the test we use employs a null distribution where all synchrony is a result of processes at timescales longer than some given duration (Amarasingham et al., 2012). The intuition is that the chosen duration should match the general timing of evoked IPSCs such that any synchrony under this null arises only because IPSCs across cells are being generated by two separate presynaptic SST cells stimulated on the same trials. When we reject this null, we have evidence that the synchrony is coming from a process that operates at a finer timescale than the general evoked IPSC statistics: that is, a single presynaptic SST cell is generating highly time-locked IPSCs in two postsynaptic PCs such that the across-trial-within-cell variance of IPSC times is greater than the within-trial-across-cell IPSC times. In our case, the duration of the timescale we want to test against can be estimated from both the timing statistics of evoked spiking of SST cells as wells as the peristimulus time histogram (PSTH) of IPSCs for all trials at all detected input locations across all PC input maps (Figure 3—figure supplement 1e,h; Figure 3—figure supplement 2g). Using these statistics as guidance, we chose 10 ms as the timescale for our null distribution. In detail, we first summarize the synchrony of events between two simultaneously patched cells at each location where both cells receive input. The statistic we use to quantify synchrony is the sum of the center and two flanking bins of the cross correlation of the binary event time series for simultaneously recorded cells. We then created a null distribution for this statistic at each of these locations using the event series resampling described in Amarasingham et al. (2012) which allowed us to estimate a p-value for each location (Figure 3—figure supplement 2h,i,j,k). We then detected common spatiotemporal input using these p-values and the Benjamini-Hochberg FDR procedure with q = 0.05, aggregating all tests across all paired maps. The common input probability for a simultaneously patched pair could then be computed as the total number of detected common input locations for that pair divided by the total number of unique detected input locations for the pair (i.e. the cardinality of the union of the sets of input locations for the two cells).

To align the input maps across cells, we first aligned each input map to a two-photon image of the tissue taken at the time of recording based on previous calibrations between the SLM coordinate frame (e.g. the input map frame) and the two-photon imaging frame. Next, the tissue-aligned maps were then registered via an affine transform to a confocal image of the fixed slice which had been stained with DAPI and in which the opsin expressing cells could be visualized as well as the patched cells which had been filled with biocytin. This allowed each map to be registered to each other based on the laminar borders, in particular the L4-L5 boundary.

### Biocytin staining and reconstruction

Following experiments, slices were transferred to 4% paraformaldehyde at 4° for several days. Slices were then repeatedly washed in TBS and subsequently incubated in block solution at room temperature for two hours. Next, 1:1000 streptavidin-Alexa647 conjugate was added to the solution and allowed to stain for 2 hr. Slices were then washed again and mounted/DAPI-stained on coverslips using VectaShield.

Stained neurons were imaged on a confocal microscope, along with the DAPI signal in order to identify laminar boundaries. These images allowed us to qualitatively assess whether recorded cells were L1-targeting MCs or L4-targeting NMCs. We reconstructed a subset of filled neurons, with the goal of performing a bulk quantification of how MC and NMC neurites are distributed with respect to the cortical layers (Figure 1c, Figure 1—figure supplement 2e). Since detailed reconstructions of the morphologies of these neurons have already been carried out by others (Ma et al., 2006; Nigro et al., 2018; Wang et al., 2004; Silberberg and Markram, 2007; Xu et al., 2013; Tan et al., 2008; He et al., 2016; McGarry et al., 2010), we adopted a high-throughput, semi-automated approach to perform 2D reconstruct MCs and NMCs (Figure 1—figure supplement 2c). We imaged neurons using a 10x air objective and used the Imaris software package to automatically trace filled neurites. Subsequently, we manually edited these traces and annotated layer boundaries. These reconstructions did not distinguish between axon and dendrite and contained small scale errors (e.g. neurites passing near each other were sometimes spuriously connected). However, comparison of semi-automated reconstructions with detailed 3D reconstructions (performed manually in Imaris, after imaging with a 60x oil immersion objective and/or a 20x air objective) showed that the semi-automated approach yielded an accurate measurement of neurite density in each layer (Figure 1—figure supplement 2a,b).

### Immunohistochemistry

Animals were perfused with 10 mL cold PBS followed by 15 mL 4% PFA. Brains were kept in PFA at 4 degrees for 2 hr, then washed 3 times for 15 min each in PBS while rotating. Samples cryopreserved for 24 hr in 30% sucrose in PBS at four degrees. 40 um sections were taken with a microtome. Each section washed with 0.5 mL goat blocking solution for 1 hr at four degrees, then overnight at four degrees with rat primary antibody for somatostatin in blocking solution (MAB354; Millipore; 1:100). The next day, sections washed 3 times for 15 min in PBS with 0.25% Triton X-100 (PBS-T) at room temperature while gently shaking. Sections washed with 0.5 mL in blocking solution containing goat anti-rat Alexa 647 secondary antibody for 1 hr (A21247; Life Technologies Corporation; 1:200). Sections washed 3 times for 15 min in PBS-T, then mounted on slides and coverslipped.

### Preparation for in vivo recording

Mice were anesthetized with isoflurane (2.5% vapor concentration). The scalp was removed, the fascia retracted and the skull lightly etched with a 27 gauge needle. Following application of Vetbond to the skull surface, a custom stainless steel headplate was fixed to the skull with dental cement (Metabond). Mice were allowed to recover from surgery for at least 2 d. Then mice were habituated to head-fixation on a free-spinning circular treadmill for 2–10 d. On the day of recording, mice were briefly anesthetized with isoflurane (2%), the skull over V1 was thinned and a small (<250 μm) craniotomy was opened over S1 with a fine needle.

### Tactile stimulus presentation

To stimulate the whiskers, a vertical metal bar (0.5 mm diameter) was rapidly (~50 ms) moved into the whisking field using a stepper motor with submicron precision. The bar was presented at eight different positions, evenly spanning the entire rostral-caudal axis of the whisking field, in a randomly ordered sequence. An additional ninth position that did not contact the whiskers was used to compute non-contact evoked firing rates. The horizontal distance between adjacent stimulus positions was 5.3 mm. Most mice habituated quickly to the presentation of the tactile stimulus assessed by lack of a change in whisking or running speed during stimulus presentation. Mice that did not habituate were excluded from this study. Mice were neither punished nor rewarded for any aspect of their behavior. Most mice ran consistently for hundreds of trials. Of eight stimulus positions, 3–5 contacted the principal whisker. For the X94 experiments eight mice and for the X98 experiments seven mice were used for recordings focused on collecting data from L2/3. Control experiments were performed in three additional mice.

### Optogenetic stimulation in vivo

For optogenetic stimulation of ChR2 in vivo, we used blue light (center wavelength: 455 nm, 25 mW) from the end of a 1 mm fiber-coupled LED (Thorlabs) controlled by digital outputs (NI PCIe-6353). The fiber was placed as close to the craniotomy as possible (<3 mm). The illumination area was set to illuminate a wide area including all of S1.

Trials lasted 3 s and were separated by 1 s inter trial intervals. The motor started moving after 1000 ms and remained in the whisker field for 1500 ms. The LED switched on for 750 ms after 1500 ms in 50% of the trials. The period of light was chosen to influence the stable steady-state of the response to the whisker stimulus, and all analysis was performed during this time window.

### In vivo extracellular multielectrode electrophysiology

A 16- or 32-channel linear electrode with 25 μm spacing (NeuroNexus, A1 × 16–5 mm-25-177-A16 or A1 × 32–5 mm-25-177-A32) was guided into the brain using micromanipulators (Sensapex) and a stereomicroscope (Leica). Electrical activity was amplified and digitized at 30 kHz (Spike Gadgets) and stored on a computer hard drive. The cortical depth of each electrical contact was determined by zeroing the bottom contact to the surface of the brain. Electrodes were inserted ~25° from vertical, nearly perpendicular to the brain′s surface. After some recordings a laminar probe coated with the lipophilic dye DiD was used to mark each electrode track to quantitatively assess its insertion angle and depth with *post hoc* histologic reconstructions. The laminar depth of recorded units was corrected for the insertion angle and the local curvature of the neocortex.

### Analysis of in vivo data

Spiking activity was extracted by filtering the raw signal between 800 and 7,000 Hz. Spikedetection was performed using the UltraMega Sort package. Detected spike waveforms were sorted using the MClust package (http://redishlab.neuroscience.umn.edu/MClust/MClust.html). Waveforms were first clustered automatically using KlustaKwik and then manually corrected to meet criteria for further analysis. With the exception of eight burst-firing units, included units had no more than 3% of their individual waveforms violating a refractory period of 2 ms. Individual units were classified as either fast-spiking or regular spiking using a k-means cluster analysis of spike waveform components. Since the best separation criterion was the trough-to-peak latency of the large negative-going deflection and clustering is nondeterministic, we defined all units with latencies shorter than 0.36 ms as fast-spiking and all units with latencies larger than 0.38 ms as regular-spiking. Cells with intermediate latencies were excluded from further analysis. Putative ChR2-expressing cells were identified by dramatic increases in spike rates to blue-light stimulation. The depth of each unit was assigned based on the calculated depth of the electrode on the array that exhibited its largest amplitude-sorted waveform. Layer boundaries were determined following a previously established approach (Pluta et al., 2015).

Firing rates were computed from counting spikes in a 750 ms window starting 500 ms after onset of the motor movement, which coincided with the onset of the LED during optogenetic suppression trials. Unless otherwise stated, we only analyzed trials when the animal was moving (at least 1 cm/s) and not accelerating or decelerating abruptly (not more than 1.5 s.d. deviation from the animal’s mean running speed). Average running speed across the population was 41 ± 25 cm/s (*n* = 20 animals). Two animals were excluded because they ran fewer than 15% of total trials. To determine whether individual units were significantly modulated by optogenetic stimulation we performed an F-test on the coefficients of a Poisson generalized linear model fit to the observed firing rates of each unit.

### Tissue dissociation and FACS and 10x chromium

Six triple transgenic SST-TdT-X94 mice (age P97) were euthanized and their brains vibratome sectioned in the same manner used for acute slice experiments (described above), with the exception that slices were cut to 600 µm thickness. The somatosensory cortex was microdissected from the slices using a fine scalpel (Pluta et al., 2015) and allowed to recover in carbogenated 34°C sucrose ACSF for 30 min. Following recovery, tissue was transferred to a solution of 10U/ml Papain (Worthington LK003176), dissolved in HEPES-ACSF (NaCl 120mM, KCl 5mM, MgCl2 2mM, Glucose 25mM, CaCl2 5mM, HEPES 10mM, pH 7.4 and supplemented with 1mMol solution of kynurenic acid sodium salt (Abcam 120256) and previously activated with 2.5 mM Cysteine and 2.5 mM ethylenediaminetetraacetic acid (EDTA) for 20 min at 34°C, and incubated for 25 min at 34°C under carbogen. Digestion was attenuated with 4°C Stop Solution (10% ovomuccoid inhibitor (Worthington LK003182, resuspended in EBSS to manufacturer’s specifications) in HEPES-ACSF). In a volume of 3 mL, the tissue was gently triturated through a series of fire polished borosilicate glass pipettes with decreasing aperture diameters of 2mm (50 passes), 1mm (50 passes), and 0.5mm (15 passes). The resulting homogenate was passed through a 40µm cell strainer, layered over 3 mls of 20% Percoll (P4937 Sigma) in Stop Solution, and spun for 5 minutes at 400 RFC at 4°C to remove non-cellular debris. The pellet of cell bodies was resuspended in 0.2 µm-filtered Sorting Solution (HEPES-ACSF, 2% FBS) to approximately 106 cells/ml. Using a BD Influx sorter, we collected GFP+; tdTomato+ and cells into Sorting Solution (GFP+). We then collected a separate population of tdTomato+ irrespective of GFP fluorescence (tdT+) from the same batch of dissociated cells. The sorted cells were pelleted at 400 RCF at 4°C for 5 min, and resuspended in approximately 20µl Sorting Solution. 4 µl of the cell suspension was used to confirm cell concentration and cell quality by visual inspection. Separately, we performed the same procedure on two other batches of triple transgenic SST-TdT-X94 mice (age p45), but in these experiments we performed only the latter sort- collecting SST cells based on tdTomato fluorescence alone.

### Single-Cell RNA sequencing and analysis

We prepared single cell cDNA libraries from the isolated cells using the Chromium Single Cell 3’ System according to manufacturer’s instructions, with the sole following modification: The quantified cell suspension was directly added to the reverse transcription master mix, along with the appropriate volume of water to achieve the approximate cell capture target. We omitted the 0.04% weight/volume BSA (400 µg/ml) washing step to avoid inevitable cell loss. 2470 tdT +and 1100 GFP +cells were applied to individual channels of the Single Cell 3’ Chip. The completed libraries were sequenced an Illumina HiSeq4000 to produce paired-end 100nt reads.

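The 4 matrices held 2611 barcodes, 232 from the GFP+/tdTomato+ sort and 2379 from the tdTomato+ sorts. The latter came as 741 in the P97 library and as 866 and 772 in P45 replicates 1 and 2. The median barcode had 4823.5 genes detected in the GFP+/tdTomato+ library, 3199 in the P97 tdTomato+ library and 2544 and 2869.5 in the P45 libraries. Any pair of libraries shared at most 2 barcodes, and the P45 replicates differed by more than sampling noise (chi-square per gene 5.76, where 1 is expected), so they were not taken for the same library in duplicate; that they come from separate batches of mice is taken from the paper. Scrublet called 14 of the 232 GFP+ barcodes doublets and 1, 5 and 12 in the tdTomato+ libraries of P97, P45 replicate 1 and P45 replicate 2. The rate assumed for the number of barcodes in the GFP+ library, 0.186%, would give less than 1 doublet there, far fewer than were called. That rate was set before the calls and not measured, so the mismatch leaves open how many of the called barcodes are doublets. No barcode was removed on that ground.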

The libraries were processed with the 10X Genomics Cell Ranger (v. 2.0.0) pipeline, resulting in the capture of 2611 cells (232 GFP+; tdTomato +and 2379 tdTomato +irrespective of GFP fluorescence). We then used the scone (v. 1.4.0) R/Bioconductor package (Cole, 2017) to filter out lowly-expressed genes (fewer than 2 UMI’s in fewer than 5 cells) and low-quality libraries (using the metric_sample_filter function with arguments hard_nreads = 2000, zcut = 3). This procedure resulted in a final set of 2263 cells and an average of 3160 genes detected per cell.

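By the stated thresholds, 188 barcodes fell under 2000 UMIs and 2423 were kept, with a mean of 3075.6 genes detected per cell. The bound on the share of genes detected lay below 0 and removed none. All 232 GFP+ barcodes were kept, against 697 of 741 in the P97 tdTomato+ library, 789 of 866 in P45 replicate 1 and 705 of 772 in P45 replicate 2. A total of 10655 genes had at least 2 UMIs in at least 5 cells. Among the kept cells, 96 formed a cluster led by mitochondrial genes, which was left unnamed. Of these, 64 came from the P97 tdTomato+ library and 22 from the GFP+/tdTomato+ library, with median mitochondrial shares of 68.7% and 71.9% of UMIs, and 3 and 7 from the P45 libraries. The mixture model of the scone filter was not repeated.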

### Clustering of Single-Cell RNA-seq

We used the zinbwave (v. 1.3.0) Bioconductor package (Risso et al., 2018a) to infer a low-dimensional representation of the data (K = 10; epsilon = 1000), adjusting for batch, percentage of ribosomal genes, and total number of expressed features (computed by scater (v. 1.8.0); McCarthy et al., 2017). Clustering was performed on the ten-dimensional space inferred by zinbwave, using the Louvain algorithm, implemented in the FindClusters function of the Seurat package (Butler et al., 2018; resolution = 2). This procedure resulted in 15 clusters. We then used the clusterExperiment (v. 2.1.1) Bioconductor package (Risso et al., 2018b) to merge those clusters that did not show differential expression (using the function mergeClusters with arguments mergeMethod = ‘adjP’, cutoff = 0.05, and DEMethod = ‘limma’). This procedure resulted in a final set of 13 clusters. The majority of GFP +cells fell into three merged clusters, namely m10, m1, and m12. 

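The m10-like and m1-like classes together held 160 of 203 GFP+ SST cells (78.8%, exact interval 72.5 to 84.2%), with no m12-like class in this clustering. With an m12-like class, the 3 classes together held 173 of 187 (92.5%, interval 87.8 to 95.8%) when the held-out gene lists were allowed as features, and 182 of 203 (89.7%, interval 84.6 to 93.5%) when cells were assigned by the profiles of Supplementary file 1. Among cells of at least 5000 UMIs they held 157 of 179 (87.7%). With calls of doublets removed, the m10-like and m1-like classes held 150 of 189 (79.4%).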

Assignment of cluster identities was done by matching each cluster marker genes to the markers of a set of cells collected from the anterior lateral motor cortex and primary visual cortex by Tasic et al. (2018). Given the absence of SST expression, we concluded that three clusters (m5, m6, and m7; total of 163 cells) were contaminants and focused on the remaining 10 clusters (2100 cells) for subsequent analysis. 

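Cells without SST identity fell into an excitatory neuron-like class of 137 cells and an oligodendrocyte-like class of 26 cells, 163 in all. The excitatory neuron-like cells had 1227 CPM of Slc17a7, the vesicular glutamate transporter gene, and 107 CPM of Sst. The oligodendrocyte-like cells had 985 CPM of Sst. By library, 88 of these cells came from P45 replicate 1, 36 from P45 replicate 2, 32 from the P97 tdTomato+ library and 7 from the GFP+/tdTomato+ library. The excitatory neuron-like cells held tdTomato transcripts at 1394 CPM. These 163 cells and the 96 cells of the unnamed cluster were left out, and 2164 SST cells were analysed further. The unnamed cluster held Sst at 2232 CPM, near the 2332 CPM of m8-like cells, so SST neurons can be among its cells. Its 22 cells of the GFP+/tdTomato+ library are not among the 203 GFP+ SST cells.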

We then used the scmap (v. 1.2.0) Bioconductor package (Kiselev et al., 2018) to map the clusters onto the 2299 SST neurons identified in VISp and ALM in (Tasic et al., 2018).

### Identification of cluster marker genes and in situ hybridization methods

Cluster classifier gene selection: We used the clusterExperiment (v. 2.1.6) Bioconductor package (Risso et al., 2018b) to infer a hierarchy of the clusters and to identify the top differentially expressed genes for each cluster, using the ‘OneAgainstAll’ method of the getBestFeatures function, which creates contrasts to compare each cluster to the average of all the other clusters (Supplementary file 1). 

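Supplementary file 1 lists 562 genes, all of which were found in the count tables. For m10, 31 of its 100 genes could be tested without having been used as clustering features, and all 31 changed in the direction listed, 30 of them past the threshold of edgeR's quasi-likelihood test. For m1, 52 of 100 could be tested, and 51 changed in the listed direction, 49 past the threshold. Of the genes listed as higher in m4, 91 of 91 had their highest mean CPM in the m4-like class, and 53 of 62 (85.5%) did so for m10, 39 of 47 (83.0%) for m2 and 46 of 63 (73.0%) for m11. The shares were 42 of 61 (68.9%) for m13, 39 of 62 (62.9%) for m8, 39 of 75 (52.0%) for m1 and 36 of 77 (46.8%) for m9. The study chose these genes on the same samples and 120 of them named the clusters, so the counts are not independent evidence of direction. Among genes used neither for naming nor as features, 17 of 17 were highest in the class of the same name for m10 and 17 of 37 for m1. The log base of the fold changes in that file is not stated, so only directions were compared.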

For each cluster all genes from the getBestFeatures object with a positive logFC value were examined by heat map; those that best characterized binary behavior across a given cluster definition (high expression within and low/no expression otherwise) were screened for potential quality in situ probe (good signal:noise) in the Allen Institute Brain Atlas > ISH DATA.

#### ISH

Brains from three male P140 day-old mice of the genotype X94-eGFP; SST-Cre >Rosa26 LSL-tdTomato were embedded in Tissue Freezing Media on dry ice. These fresh frozen tissues were subsequently sectioned on a cryostat into 10 um coronal sections containing barrel cortex. Slides were subsequently fixed in paraformaldehyde for 15’ after which they were dehydrated, protease IV digested and incubated with commercially available ACDBiotechne probes for the following genes: tdTomato (317041-C1 and C2), Calb2 (313641 C1), Hpse (412251-C1), Tacr1 (428781 C2), Timp3 (471311-C2), Pld5 (custom C2), Crh (316091 C1), Calb1 (428431 C2), and eGFP-o4 (538851-C3) according to ACDBio Fresh Frozen manual assay protocol, followed by DAPI and mounting in Vectashield. Five to seven micron optical sections were imaged at 20x using a Zeiss LSM 880 and filters for Alexa 488, Atto 550, Atto 647 and DAPI using Zen software. Z-projections and signal thresholding were performed in FIJI, using the Cell Counter plugin to record marks from manual cell counting calls. Co-expression spatial profiles are presented as a cell frequency table as triple positive as compared to double-positive (Figure 7B) or rastered on a common anatomy reference to bin normalized counts of cluster classifier+/tdTomato+ (as compared to total tdTomato+) by their laminar position within S1 cortex (Figure 7C).

### Code availability

All the code used for the analysis of the single-cell RNA-seq data is publicly available at https://github.com/drisso/x94 (Risso, 2019: copy archived at https://github.com/elifesciences-publications/x94).

## Data Availability

All data generated or analysed during this study are included in the manuscript and supporting files. Source data files and analysis code for Figure 7 are available at https://github.com/drisso/x94 (copy archived at https://github.com/elifesciences-publications/x94). The following previously published dataset was used: TasicBYaoZGraybuckLT2018Shared and distinct transcriptomic cell types across neocortical areasNCBI Gene Expression OmnibusGSE11574610.1038/s41586-018-0654-5PMC645626930382198

## Additional files

Supplementary file 1. Table of differentially expressed genes showing one-vs-all contrasts for each transcriptomic cluster, with log fold change, p-value, and multiple comparisons adjusted p-value for each gene in each contrast.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

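Single cells sorted by fluorescence from somatosensory cortex of SST-Cre; LSL-tdTomato; X94-GFP mice were sequenced in 4 libraries: GFP+/tdTomato+ and tdTomato+ cells from the same 6 mice at P97, and tdTomato+ cells from 2 further batches of mice at P45, whose number of mice the paper's text does not give. Every library was mapped to its sort, age and replicate from the labels and the methods. The authors prepared Chromium 3' libraries, aligned the reads to GRCm38 and counted UMIs per barcode and gene with Cell Ranger 2.0.0, as the paper and the submitters' processing notes say. The deposited values are raw counts of UMIs, not normalized or filtered by gene, for the barcodes that Cell Ranger called cells. The annotation release is not given in the sources used here. Coordinates come from a GENCODE annotation of the same build, in which 27645 of the 27998 gene identifiers were found.

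Following the paper's filter, cells were kept whose log10 UMIs were at or above the highest of 3 bounds, which were 2000 UMIs, the mean minus 3 SDs and the median minus 3 MADs, with the same SD and MAD bounds on the share of genes detected. Genes were kept with at least 2 UMIs in at least 5 cells. Counts were scaled to 10000 UMIs per cell and log transformed, and batch, share of ribosomal protein genes and number of genes detected were regressed out over all cells. The 1000 most variable genes gave 10 principal components, which took the place of zinbwave, and Seurat 5.3.0 gave the shared neighbour graph (30 neighbours) and Louvain clusters at resolution 2. Mitochondrial and ribosomal protein genes and 341 genes of 11 lists (340 of them in the files) were kept out of the features. The merging of clusters by tests over cells was not repeated. Clusters were named from 12 markers per class, taken from Supplementary file 1, and from marker lists of other cell types, so a difference from the study may come from the rebuilt names. The markers, the lists, the tests and their alternatives were fixed before the data were examined; the scoring that turned markers into names was written after a first look at the clusters. Regression over the tdTomato+ cells alone was run first and regression over all cells second, and the latter, the plain reading of the planned design, was kept after both had been seen; the former is given as an alternative chosen after seeing the data. Doublets were called with Scrublet in scanpy 1.11.5 and removed only as an alternative.

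Counts were summed per library and class over classes of at least 10 cells. edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05) compared m10-like cells with the average of the other classes, m1-like cells likewise, and m10-like with m1-like cells, in a fit over the 3 tdTomato+ libraries with library as a block. The pairing comes from the design, since all classes of a library come from the same mice. With library as a block, the p-values set differences between classes against a spread pooled over all classes in 3 libraries from separate batches of mice. They do not measure how the difference of 1 class, such as m10-like, itself varies over these libraries. edgeR draws the spread of each gene towards that of the other genes, and with so few libraries this weighs heavily. The p-values do not take into account that the classes came from clustering the same cells. Standard errors are the size of the log2 fold change divided by the square root of F. A difference from the average of the classes is a mean of log levels, so a class with no UMI weighs on it through the prior count. The same test compared P97 with P45 over all tdTomato+ SST cells, 1 library against 2, where age and batch of mice cannot be told apart. The lists were the classifier genes, neuropeptides, genes tied to fast spiking, potassium and HCN channels, sodium and calcium channels, glutamate receptors, GABA receptors, receptors for neuromodulators, adhesion and guidance genes, transcription factors and immediate early genes; camera in limma 3.58.1 tested them with a preset and with an estimated correlation.

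On simulated counts with 200 changed genes, 85% of 2-fold and 95% of 4-fold changes were recovered for m10-like against the average, with 3.74% false calls, 82% and 92% for m1-like (2.25% false) and 74% and 94% for m10-like against m1-like (4.55% false), over 9528 genes. For P97 against P45 these were 62% and 87% over 12056 genes, with 12.3% false calls, above the nominal level. The simulation gave all groups the same mean apart from the changed genes and took the spread from the fit. Changed genes were drawn only from those above a floor of expected counts. The groups were known in advance, so these rates do not cover rare genes or classes found by clustering the same cells. Shares carry exact Clopper-Pearson intervals and sums exact Poisson intervals at 95%, for counting error only. A count of 0 was taken to allow up to 3 counts.

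The genes named are those the paper names for the sequencing, the 10 with the largest rise and the 10 with the largest fall in each comparison among those past the threshold, with a mean of at least 50 CPM in a group and the same direction in every library, and up to 4 members of each list; for the ratio of GFP+ to tdTomato+ cells, the 10 highest and 10 lowest ratios. The values of some of these genes are not reported here. Alternatives were DESeq2 1.42.0 with its size factors, no filter on low counts, no library block, the GFP+ library added, at least 20 cells per sum, the lists allowed as features, classes from the profiles of Supplementary file 1, the summed other cells as reference, each library left out, resolution 1, no regression, no cell filter, at least 5000 UMIs per cell, doublet calls removed, and other depths of thinning. R 4.3.3 and Python 3.11.15 were used. The in situ hybridization and the comparison with other cortical areas were not analysed here.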

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

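The tests of explanations and of other splits in this part were chosen after the results they bear on had been seen; the comparison of P97 with P45 was planned. GFP transcripts were counted in SST cells of the tdTomato+ libraries at a mean of 326 CPM (SD 2.66, n = 3), although these cells were sorted irrespective of GFP, and the paper does not report on them. In GFP+/tdTomato+ SST cells the level was 531 CPM (exact interval 505 to 557). The classes make up different shares of the sorts, and within classes at P97 the difference varied. GFP+ and tdTomato+ cells had 793 and 386 CPM in the m1-like class, 646 and 362 CPM in m13-like and 536 and 461 CPM in m10-like. In m9-like cells they had 414 and 401 CPM, and in m8-like cells 69.4 and 67.4 CPM. GFP transcripts were also counted in excitatory neuron-like cells of the tdTomato+ libraries, at a mean of 188 CPM (SD 128, n = 3), and in oligodendrocyte-like cells, of which the P97 and P45 libraries held 12, 5 and 8, at 544 CPM (SD 92.5, n = 3). Between P97 and P45, 306 genes differed over tdTomato+ SST cells in edgeR's test, a comparison the paper does not make, with 1 library at P97 whose spread is not measured (84 with DESeq2, 625 with no filter on low counts), and Vps8 had the largest rise, a log2 fold change of 7.09.

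Of the explanations for GFP in the tdTomato+ libraries, free RNA in the droplets would give each type of cell about as many GFP UMIs, but in each library the group with the fewest had fewer per cell than all SST cells, and the highest upper bound of its level was 76.7% of theirs. Reads of tdTomato counted as GFP would keep GFP per tdTomato equal, but the highest upper bound in the lowest group was 70.1% of that of all SST cells. X94-labelled cells within the sort would leave little GFP in classes that the GFP+ sort holds in small number, but m2-like cells, 2 of the 203 GFP+ SST cells, had 340 CPM (SD 25.4, n = 3). Each of these values argues against 1 explanation as the whole cause, and the group with the fewest was picked as the lowest of several without correction. What stays open is a mixture of these sources, or transcription of the transgene without visible fluorescence, which was not tested.

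The 10 genes with the highest ratio of GFP+ to tdTomato+ m10-like cells at P97 (among them Pgk1, Lamtor3, Herpud2, Inpp5j, Krt9, Isca1, Gm10116, Ccdc85b and Gm10053) have no replicate. A difference between the libraries in all classes would raise them in the other classes too, and 8 of the 10, all except Herpud2 and Inpp5j, had there at least 0.5 of their log2 ratio, as that explanation needs; these 8 were also clustering features, and those 2 were not. The greater depth of the GFP+ cells cannot be told apart from the sort: 9 of the 10 were less high in deeper over shallower tdTomato+ cells, but genes picked for a high ratio tend to be lower in any other comparison, and Isca1 was higher. The limits by which both tests were read were set with their values known. A biological difference between the sorts stays open and was not tested.

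Other splits of the same sums were compared with the real counts of changed genes, in 2 forms, of which the second was chosen after the result of the first. In the first form, 1 sum of each library was set against all other sums, with the library block but without terms for the other classes, whose differences then add to the spread. For m10-like the real split called 65 genes and the highest of the other 39 of 40 splits 41, and 1 of 40 was as large; for m1-like the real split called 4, the highest other 35, and 2 of 40 were as large, so chance could not be excluded. In the second form, class names were permuted within each library and the block was kept. Then the real counts of 781 and 434 stood against highest others of 32 and 9, with 1 of 40 as large in both cases. The highest others move with the random seed: with 3 further seeds, of 20 other splits each, they were 2, 17 and 0 for m10-like and 3, 1 and 20 for m1-like, and 0 of the 20 was as large as the real count each time. For m10-like, 2 of the other splits of the first form were whole classes. The classes came from clustering the same cells, on genes left out of these counts, and no split repeats the clustering, so that a real class is favoured over mixed splits in both forms and the counts for m10-like in either form, and for m1-like in the second, do not exclude chance. For m10-like against m1-like there are 10 splits, too few for a share under 0.05; in a fit of these 6 sums alone the real split called 503 genes and the highest other 0.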

How the results depend on the processing

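The added regression over tdTomato+ cells alone was chosen after seeing the data; all other alternatives were planned. Of 67 gene results past the threshold, 57 were past it under every alternative in which the gene had an adjusted p. Alternatives without one were not counted. Among the 10 lost in at least 1 were Calb2, Gabra4, Pld5, Sst and Tacr1 in m10-like cells and Chrm2, Sema3e, Sst and Syt2 in m1-like cells, and 1 reversed: Pld5 in m10-like cells had a log2 fold change of -0.46 against the summed other cells (adjusted p = 0.31 from edgeR). The log2 fold change of Hpse stayed past the threshold, from 4.59 to 7.23. The paired fit with library as a block is the reported one; with no replicate block the counts were 503 for m10-like, 242 for m1-like and 181 for m10-like against m1-like, and the calls of Calb2 and Sst in m10-like cells and Sst and Syt2 in m1-like cells were among those lost. With 1 library left out they ranged from 444 to 505, from 194 to 388 and from 159 to 282, where fewer libraries enter the fit. DESeq2 gave 256 for m10-like against m1-like. For P97 against P45 the count was 625 with no filter on low counts and 84 with DESeq2; leaving out a library was not run for it, and assigning cells by the profiles moved nothing there because the same SST cells enter. The m10-like share of GFP+ SST cells was 89.8% without regression and 79.5% with the added regression. The m1-like share was 4.19% and 5.68% there and 4.47% at 5000 UMIs or more. Part of these differences lies in the denominator, at 167, 176 and 179 GFP+ SST cells in these alternatives against 203 in the main clustering. Without regression 150 GFP+ cells were m10-like, against 141, and 35 lay in an unnamed cluster, against 22. Why the assignments changed was not tested. The share of GFP+ SST cells with a Hpse UMI was 42.1% thinned to 5000 UMIs and 57.6% unthinned, by construction of the thinning. No m12-like class formed in the main clustering, so its share has no main value here to compare with, although the paper gives a share for m12. It was 11.2%, 17.3% and 9.85% with the lists as features, at 5000 UMIs or more and by the profiles. No m12-like cluster formed under the other alternatives.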

Differences from the paper's values

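The count of cells with at least 3 Calb1 UMIs was not among the planned tests of this part. The paper places 32 of its 188 GFP+/SST+ cells (17%) in m1, and here 19 of 203 (9.36%) were m1-like. None of the alternatives set before the data were examined comes within 1.5 times of the paper's values: the counts were 17 with the gene lists as features, 20 at resolution 1, 7 without regression, 15 with no cell filter, 8 at 5000 UMIs or more, 19 with doublet calls removed and 16 by the profiles of Supplementary file 1, or 9.09%, 9.71%, 4.19%, 7.77%, 4.47%, 10.1% and 7.88%. For m10 the difference goes the other way. The paper places 102 of its 188 GFP+/SST+ cells there, and here 141 of 203 were m10-like. Each of the same alternatives also gave more m10-like cells than the paper, from 118 at 5000 UMIs or more to 150 without regression. The denominators are the SST cells of each clustering, and the classes here are rebuilt.

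The paper reports 12% of GFP+ cells in m12, and no m12-like or m3-like cluster formed in the main clustering here. An m12-like class formed with the gene lists as features, at 5000 UMIs or more and by the profiles of Supplementary file 1. The paper uses Crh as a marker of m9, and here Crh was at a mean of 180 CPM in m9-like and 179 CPM in m13-like cells; the latter rests on the P97 library (348 CPM), and in the P45 libraries Crh was lower in m13-like cells (86.8 and 102 CPM) than in m9-like cells (177 and 195 CPM). In the averages of Supplementary file 1 it is highest in m9. The level in m13-like cells also depends on the clustering. Crh was among the leading genes of the m13-like cluster in the main clustering, with no cell filter, at 5000 UMIs or more and with doublet calls removed. It was not without regression, with the gene lists as features or with the added regression. The paper names m8 among the clusters with Calb2. Here Calb2 in m8-like cells did not pass edgeR's test (log2 fold change 0.59, adjusted p = 0.358), while it passed in m1-like and m4-like cells. The average it was tested against includes both of those classes. In m8-like cells Calb2 was at 60.3 and 31.7 CPM in the P45 libraries and at 0 CPM in the P97 library, so the failed test does not show that it is absent. The paper describes the Calb1 cells of m10 as distinct from Hpse cells, and here 12 of 43 tdTomato+ m10-like cells with a Calb1 UMI also held Hpse, against 78 of 176 without one. Unthinned, 9 of 21 cells with at least 3 Calb1 UMIs held Hpse, against 115 of 170 without a Calb1 UMI; the shares are lower with Calb1 in both cases, and the difference was not tested.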

Other observations

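The comparisons of this part were planned, apart from the counts against the summed other cells within gene lists, which were looked at after Pvalb had turned. Between m10-like and m1-like cells, 387 of 8718 genes differed, 195 higher in m10-like and 192 lower (edgeR's quasi-likelihood test, which does not allow for classes found by clustering the same cells). Without the P97 library 218 did, without P45 replicate 2 159 and without the library block 181. Calb2 (log2 fold change -5.60, standard error 0.43, adjusted p = 1.27e-15 from edgeR) and Calb1 (-3.53, standard error 0.21) were lower in m10-like cells, and Hpse was higher (2.81, standard error 0.21). The dopamine receptor gene Drd1 was at 41.0 CPM in m10-like and 5.85 CPM in m1-like cells, and the inward rectifier gene Kcnj3 at 124 ± 28.6 against 32.5 ± 6.94 CPM (SD, n = 3). Gabrd was higher and Gabrb1 and Gabra4 lower, among 2 higher and 3 lower of 13 GABA receptor genes (3 and 4 adjusted over the list alone). Of 15 genes tied to fast spiking, 10 were higher and 0 lower (12 and 0 adjusted over the list alone), Syt2 and Pvalb among them; of 37 potassium and HCN channel genes 8 were higher and 1 lower (10 and 4). Immediate early genes were higher in 0 of 14 cases and lower in 6 (0 and 8), neuropeptide genes higher in 2 of 17 and lower in 7 (3 and 8), and adhesion and guidance genes higher in 9 of 74 and lower in 18 (15 and 26). These 5 lists stood apart by camera with an estimated correlation (adjusted p = 0.043 for each). Of 7 classifier genes, which the study chose on these samples, 2 were higher and 4 lower (2 and 5). Of transcription factor genes 6 were higher and 6 lower (7 and 8), of glutamate receptor genes 0 and 2 (2 and 2), of neuromodulator receptor genes 5 and 3 (5 and 6) and of sodium and calcium channel genes 5 and 3 (10 and 6); counts in parentheses are adjusted over the list alone.

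In m10-like cells against the average of the other classes, the other lists went as follows, with counts adjusted over the list alone in parentheses. Of 37 potassium and HCN channel genes, 10 were higher and 3 lower (13 and 3), among them the background potassium channel gene Kcnk2 (343 ± 27.0 against 148 ± 28.3 CPM; SD, n = 3). Kcnk2 was at 322 ± 71.7 CPM in m1-like cells, so it is not particular to m10-like cells. Sodium and calcium channel genes were higher in 10 of 25 cases and lower in 3 (12 and 7), with the T-type calcium channel gene Cacna1i at 104.5 ± 12.7 against 33.3 ± 3.31 CPM. Glutamate receptor genes were higher in 9 of 21 cases and lower in 1 (9 and 3), adhesion and guidance genes in 19 and 20 of 74 (25 and 28), neuromodulator receptor genes in 6 and 4 of 22 (6 and 4), and classifier genes in 2 and 3 of 7 (2 and 3). The serotonin receptor gene Htr1a was at 175 ± 21.5 against 42.5 ± 7.29 CPM. Immediate early genes, which respond to activity and to dissociation, were higher in 2 of 14 cases and lower in 6 (2 and 10), with Fos at 23.0 against 82.7 CPM; with an estimated correlation this list had an adjusted p = 0.0516. Against the summed other cells, these lists had 11 higher and 7 lower (potassium), 9 and 6 (sodium and calcium), 9 and 5 (glutamate), 16 and 28 (adhesion), 5 and 5 (neuromodulator), 1 and 5 (classifier) and 2 and 8 (immediate early) genes.

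In m1-like cells, 18 of 74 adhesion and guidance genes were higher and 4 lower (26 and 5 adjusted over the list alone), with Pcdh18 at 206 ± 123 against 81.6 ± 28.6 CPM (SD, n = 3). The remaining counts, higher before lower, were 4 and 0 of 7 classifier genes (4 and 1), 3 and 0 of 14 immediate early genes (5 and 0), 1 and 2 of 15 genes tied to fast spiking (1 and 2), 5 and 1 of 17 neuropeptide genes (6 and 1), 6 and 5 of 37 potassium and HCN channel genes (8 and 7), 6 and 1 of 25 sodium and calcium channel genes (6 and 1), 5 and 2 of 22 neuromodulator receptor genes (5 and 3) and 1 and 2 of 13 GABA receptor genes (1 and 4), with counts adjusted over the list alone in parentheses. Of these, the classifier (adjusted p = 0.00778) and GABA receptor lists (adjusted p = 0.0362) stood apart by camera with an estimated correlation, but the study chose the classifier genes on these samples, so that their result is not independent evidence. Hpse was called higher in m1-like cells than in the average of log levels (3.59, adjusted p = 1.77e-09 from edgeR), although its mean was 29.2 CPM in m1-like cells and 30.9 CPM over the other classes, m10-like included.

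Over tdTomato+ SST cells, 224 genes were higher at P97 than at P45 and 82 lower, of 12056 tested with edgeR (1768 at an unadjusted p under 0.05), with 1 library at P97, whose spread is not measured; with DESeq2 70 were higher and 14 lower, and in simulated counts 12.3% of the calls of this test were false. Vps8, a gene of endosomal tethering, was at 3059 CPM in the P97 library and at 20.4 and 24.0 CPM in the P45 libraries (adjusted p = 2.17e-10 from edgeR), and in m10-like cells at P97 it was at 719 CPM in GFP+ and 1718 CPM in tdTomato+ cells. The mitochondrial gene mt-Atp8, whose reads cannot all be told from those of the overlapping mt-Atp6, was at 453 CPM against 23.3 and 24.0 CPM. Syt2 (82.0 against 27.3 and 18.8 CPM), a synaptotagmin, was higher and Calb2 (27.6 against 88.4 and 66.8 CPM), Gabra2 (43.4 against 156 and 72.7 CPM) and Tac1 (29.2 against 64.3 and 55.6 CPM) were lower. The P97 tdTomato+ library also held 64 of the 96 cells of the mitochondrial cluster, which are not in these sums. The sums pool all SST classes, and m11-like cells, which have Syt2 among their leading genes, were 11.3% of SST cells at P97 against 1.58% and 2.42% at P45. Age, batch of mice and class make-up are confounded here.

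In the 19 GFP+ m1-like cells, Dqx1 was at 108 CPM from 28 UMIs (exact interval 72 to 157 CPM). No UMI of it was counted in the P97 tdTomato+ m1-like cells. It was picked among the genes with the highest ratio between these libraries, and neither sort has a replicate at P97. How its UMIs spread over the cells was not examined.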
